# CaM Kinase II mediates maladaptive post-infarct remodeling and pro-inflammatory chemoattractant signaling but not acute myocardial ischemia/reperfusion injury

**DOI:** 10.15252/emmm.201403848

**Published:** 2014-09-05

**Authors:** Martin Weinreuter, Michael M Kreusser, Jan Beckendorf, Friederike C Schreiter, Florian Leuschner, Lorenz H Lehmann, Kai P Hofmann, Julia S Rostosky, Nathalie Diemert, Chang Xu, Hans Christian Volz, Andreas Jungmann, Alexander Nickel, Carsten Sticht, Norbert Gretz, Christoph Maack, Michael D Schneider, Hermann-Josef Gröne, Oliver J Müller, Hugo A Katus, Johannes Backs

**Keywords:** apoptosis, Ca^2+^/calmodulin-dependent protein kinase II, cardiac remodeling, gene replacement, ischemia/reperfusion injury

## Abstract

CaMKII was suggested to mediate ischemic myocardial injury and adverse cardiac remodeling. Here, we investigated the roles of different CaMKII isoforms and splice variants in ischemia/reperfusion (I/R) injury by the use of new genetic CaMKII mouse models. Although CaMKIIδC was upregulated 1 day after I/R injury, cardiac damage 1 day after I/R was neither affected in CaMKIIδ-deficient mice, CaMKIIδ-deficient mice in which the splice variants CaMKIIδB and C were re-expressed, nor in cardiomyocyte-specific CaMKIIδ/γ double knockout mice (DKO). In contrast, 5 weeks after I/R, DKO mice were protected against extensive scar formation and cardiac dysfunction, which was associated with reduced leukocyte infiltration and attenuated expression of members of the chemokine (C-C motif) ligand family, in particular CCL3 (macrophage inflammatory protein-1α, MIP-1α). Intriguingly, CaMKII was sufficient and required to induce CCL3 expression in isolated cardiomyocytes, indicating a cardiomyocyte autonomous effect. We propose that CaMKII-dependent chemoattractant signaling explains the effects on post-I/R remodeling. Taken together, we demonstrate that CaMKII is not critically involved in acute I/R-induced damage but in the process of post-infarct remodeling and inflammatory processes.

## Introduction

CaM Kinase II (CaMKII) is a serine/threonine protein kinase with a broad spectrum of substrates (Braun & Schulman, 1995; Means, 2000). It is activated by Ca^2+^/calmodulin, direct oxidation and a β-arrestin-dependent mechanism (De Koninck & Schulman, 1998; Erickson*et al*, 2008; Mangmool*et al*, 2010; He*et al*, 2011). The four isoforms of CaMKII (α, β, γ, and δ) are encoded by different genes, which display distinct but overlapping expression patterns (Tombes*et al*, 2003). CaMKIIδ and γ are the predominant CaMKII isoforms in the heart with CaMKIIδ displaying the highest level of expression. Alternative splicing mechanisms provide subcellular targeting to locations such as the nucleus (CaMKIIδB) or cytosolic compartments (CaMKIIδC) (Tombes*et al*, 2003). Cardiomyocyte apoptosis was suggested to be mediated through the cytosolic CaMKIIδC splice variant via a mitochondrial cell death pathway (Zhu*et al*, 2003, 2007). Transgenic cardiac overexpression of CaMKIIδC leads to dilated cardiomyopathy (Zhang*et al*, 2003) and arrhythmias (Sossalla*et al*, 2011). The nuclear counterpart CaMKIIδB was shown to be downregulated after myocardial ischemia/reperfusion (I/R) in rats (Peng*et al*, 2010). Interestingly, CaMKIIδB has been even implicated to suppress apoptosis by inducing the anti-apoptotic proteins Bcl-2 and HSP70 (Little*et al*, 2009) and to induce pathological cardiac remodeling by phosphorylation of histone deacetylase 4 (HDAC4) (Backs*et al*, 2006; Zhang*et al*, 2007). In macrophages, CaMKIIγ links ER stress with Fas and mitochondrial apoptosis pathways (Timmins*et al*, 2009), but the specific role of CaMKIIγ in cardiomyocytes has not been investigated. Recently, it was shown that mitochondrial CaMKII can bind and regulate the mitochondrial Ca^2+^ uniporter (MCU), upregulating its activity by phosphorylation of the channel N terminus. Furthermore, transgenic expression of a mitochondrial-targeted CaMKII inhibitory peptide protected against cardiac I/R injury (Joiner*et al*, 2012). In the context of subcellular localization of CaMKII and CaMKIIδ splice variants, it was shown that—despite differences in the quantities of CaMKIIδ splice variants in the nucleus, SR, cytosol, or mitochondria—both δB and δC can be found at some proportion in each compartment (Mishra*et al*, 2011). However, it remains unclear which CaMKII isoform plays the leading role in mitochondria and whether CaMKII levels (or proportions of its splice variants) are regulated during pathological stress such as I/R injury (Correll & Molkentin, 2013).

Global genetic deletion of CaMKIIδ has been shown to attenuate pathological cardiac remodeling induced by transverse aortic constriction (TAC), a model of pressure overload-induced heart failure (Backs*et al*, 2009; Ling*et al*, 2009). However, little is known about the effects of a global CaMKIIδ knockout (KO) in the context of MI or I/R. For example, the biological stress and neurohumoral milieu are markedly different in acute ischemic injury and later adaptation to infarction, and both differ from a simple increase in after load. Recently, it was demonstrated that CaMKIIδ mediates nuclear factor-κB (NF-κB) activation in cardiomyocytes after*in vivo* I/R in mice and suggested that CaMKIIδ serves to trigger changes in inflammatory gene expression that contribute to myocardial I/R damage. In this study, CaMKIIδ KO mice were protected against I/R damage as evidenced by decreased infarct size, attenuated apoptosis, and improved functional recovery (Ling*et al*, 2013). However, it remains unclear to what extent redundant effects mediated by CaMKIIγ play a role in the heart, as both isoforms, δ and γ, are activated in response to chronic stress (Colomer*et al*, 2003). In addition, the specific roles of CaMKIIδ splice variants δB and δC in the context of I/R injury have not been investigated yet. Other studies addressing the role of CaMKII in myocardial infarction (MI) or I/R have been reported. Protective effects of CaMKII inhibition have also been observed in experiments using non-genetic approaches, for example, overexpression of peptides or pharmacologic compounds such as KN-93 (Zhang*et al*, 2005; Yang*et al*, 2006; Vila-Petroff*et al*, 2007; Joiner*et al*, 2012). These approaches face two limitations: (i) The inhibition of CaMKII, such as assessed by phospholamban phosphorylation, was not complete (Zhang*et al*, 2005). (ii) Off-target effects, for example, on protein kinase D and ion channels have been observed (Gao*et al*, 2006; Rezazadeh*et al*, 2006; Backs*et al*, 2009). Therefore, we aimed to investigate the essential and specific roles of the cardiac CaMKII isoforms using new genetic models. We used a clinically relevant*in vivo* paradigm of myocardial I/R, closely resembling the patient setting of acute MI and revascularization therapy.

## Results

### CaMKIIδ does not regulate myocardial damage shortly after I/R injury

To determine whether the most abundant cardiac CaMKII isoform, CaMKIIδ, is critical for myocardial I/R injury, we used CaMKIIδ-deficient mice (δKO). We used the same time course for I/R injury in our KO mouse model as it was used before (LAD occlusion for 60 min followed by 24 h reperfusion) (Ling*et al*, 2013). The ischemic area, normalized to total heart volume, did not significantly differ between wild-type (WT) and δKO mice, as assessed by Evans Blue staining. In contrast to the recent report (Ling*et al*, 2013), no difference was observed in the size of whitened triphenyltetrazolium chloride (TTC)-stained infarct zone/ischemic area percentage (Fig1A and B). We also determined the extent of apoptotic cell death after myocardial I/R injury by TUNEL assays. Hearts from mice that underwent I/R surgery showed a distinct increase of TUNEL-positive cells as compared to sham controls, but no difference between WT and δKO animals could be detected (Fig1C and D). Consistently, I/R led to a similar increase in caspase-3/7 enzyme activity in WT and δKO mice (Fig1E). Because both apoptosis and necrosis mediate cell death in MI and I/R (Saraste*et al*, 1997; James, 1998; McCully*et al*, 2004), we also measured high-sensitive cardiac Troponin T (hsTnT) serum levels as a marker for myocardial cell death. Repeated measurements of serum hsTnT at defined time points after I/R surgery in a group of WT mice showed that hsTnT serum time course was similar to serum kinetics observed in patients after MI (Supplementary Fig S1A) (Katus*et al*, 1991). In addition, a linear correlation between hsTnT serum levels and planimetrically calculated infarct sizes was observed (Supplementary Fig S1B). Based on these results, serum hsTnT measurements were performed in all animals 24 h after I/R surgery. Again, no significant difference was observed between WT and δKO mice (Fig1F), indicating that the global deletion of CaMKIIδ does not affect myocardial damage shortly after I/R. In order to test for infarct size differences at an earlier time point of ischemic injury, we performed I/R experiments to compare I/R damage in WT and CaMKIIδKO mice after only 30 min of ischemia. Again, no significant difference between the groups could be found (Supplementary Fig S2). To confirm, that the chosen experimental setup is able to detect changes in acute I/R injury caused by other interventions, we pretreated one group with enalapril as reported before (Leuschner*et al*, 2010). As expected, enalapril led to a significant reduction of infarct size (Supplementary Fig S3).

**Figure 1:**
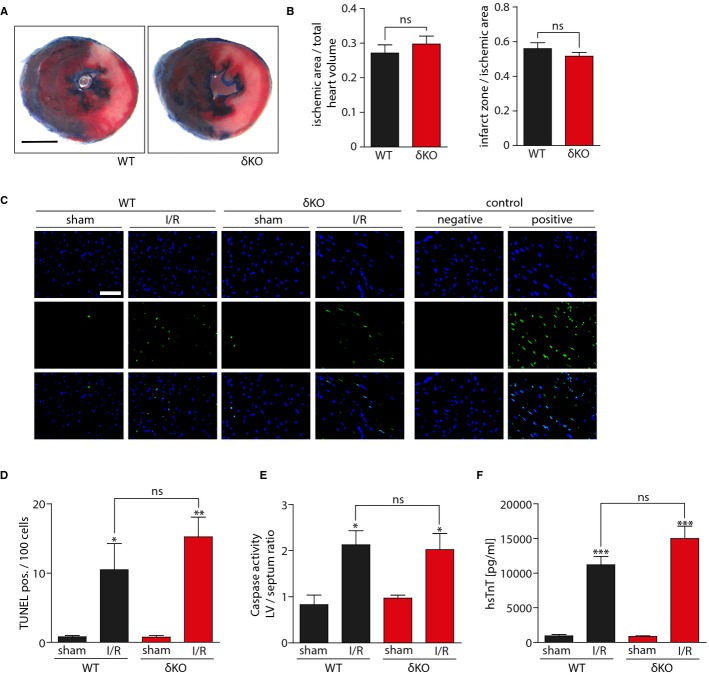
CaMKIIδ deletion does not affect infarct size in ischemia/reperfusion injury I/R surgery was performed in Camk2δ^−/−^ C57BL/6 (δKO) and wild-type C57BL/6 (WT) mice. Transverse heart sections were obtained from WT and δKO mice 24 h after myocardial I/R injury. All sections were stained with Evans Blue and TTC. Representative images are shown. Scale bar: 2 mm.Quantitative measurement of ischemic area/total heart volume ratio and infarct zone/ischemic area ratio was performed. Planimetrically and volumetrically calculated infarct sizes show no significant differences.*N* = 8 animals operated and analyzed in δKO group, 10 animals in WT group. Infarct zone/ischemic area: ns,*P* = 0.33. Ischemic area/total heart volume: ns,*P* = 0.45.Representative photomicrographs showing TUNEL staining of WT and δKO left ventricular (LV) transverse sections 24 h after myocardial I/R injury or sham operation. Positive: pretreatment with DNase I; negative: without TUNEL enzyme solution. Scale bar: 50 μm. (upper) DAPI, (middle) TUNEL, (lower) merge.Quantification of TUNEL-positive cells per 100 DAPI-positive nuclei.*N* = 5 animals per group. ns,*P* = 0.37; *P = 0.04; **P = 0.01.Caspase-3/7 enzyme activity was measured in LV homogenates. Values are normalized to caspase-3/7 activity in septal myocardium.*N* = 3 animals per group. ns,*P* = 0.84; *P = 0.02 in WT group; *P = 0.04 in δKO group.High-sensitive serum Troponin T (hsTnT) was measured 24 h after myocardial I/R injury.*N* = 5 animals in WT sham group, 11 animals in WT I/R group, 10 animals in δKO sham group, 8 animals in δKO I/R group. ns,*P* = 0.08; ***P = 0.0007 in WT group; ***P = 0.0001 in δKO group. Data information: All data are expressed as mean ± SEM. Unpaired Student's*t*-test (B) and one-way ANOVA with Bonferroni's multiple comparison test (D–F) were used to compare groups. ns = non-significant.

### Role of CaMKIIδ splice variants in acute myocardial I/R injury

Recently, it has been shown that in a rat animal model, shortly after I/R injury, expression of CaMKIIδ splice variants δB and δC are inversely regulated, with CaMKIIδC showing increased expression levels (Peng*et al*, 2010). In order to investigate expression of CaMKII and its splice variants after mouse I/R injury, a group of WT animals underwent*in vivo* I/R surgery. After reperfusion periods of either 1 or 5 days, hearts were harvested to analyze CaMKII expression by Western blot. Because it was shown that mitochondrial-targeted CaMKII inhibition protects against myocardial I/R injury (Joiner*et al*, 2012), we analyzed CaMKII expression levels both in mitochondria and the cytoplasm. As depicted in Fig2A, 24 h after I/R surgery, a shift in cytoplasmic CaMKIIδ splice variant expression toward increased levels of CaMKIIδC could be detected, which was emphasized after 5 days. Interestingly, we could not detect any shift or increased expression levels of total CaMKII in the mitochondrial fraction after 1 day. However, there was a trend toward increased CaMKIIδC expression levels after 5 days. The purity of the mitochondrial fraction was confirmed by Western blot analysis against Cox IV (Supplementary Fig S4). In the available CaMKIIδ KO mice (Backs*et al*, 2009; Ling*et al*, 2009, 2013), CaMKIIδ is deleted along with its splice variants including δB and δC. Because it was suggested that δB and δC play opposite roles in the context of ischemic stress (Maier*et al*, 2003; Zhu*et al*, 2003, 2007; Little*et al*, 2009; Peng*et al*, 2010), and considering the shift in splice variant expression after I/R injury as described above, we hypothesized that the specific deletion of the δC splice variant might protect the heart against acute I/R injury. Thus, we took advantage of the cardiotrophic adeno-associated virus 9 (AAV9)*in vivo* expression system (Goehringer*et al*, 2009) and re-expressed δB and δC under the control of a CMV-enhanced MLC260 promotor (Geisler*et al*, 2011; Schinkel*et al*, 2012) in the CaMKIIδ-KO background, which resulted in a functional KO of the non-expressed counterpart (Fig2B). This enabled us to titrate the AAV9-MLC260-δC and AAV9-MLC260-δB virus concentrations to a degree that allowed expression close to endogenous CaMKII levels (Supplementary Fig S5A). Doing so, we could reduce the likelihood that unspecific effects occur as discussed for the alternative overexpression approach by the use of transgenic CaMKIIδB/CaMKIIδC mice (Zhang*et al*, 2002, 2003). Based on the titration experiment, we next injected 5 × 10^11^ virus particles of AAV9-MLC260-CaMKIIδB (δCKO) or AAV9-MLC260-CaMKIIδC (δBKO) into CaMKIIδ-KO mice to create mice specifically lacking only one of the two splice variants. At baseline, AAV9-injected mice did not differ with respect to cardiac function, assessed by echocardiography (Supplementary Fig S5B). Then, these mice underwent I/R surgery. As depicted in Supplementary Fig S5C, CaMKIIδC splice variant was significantly upregulated after 60 min of ischemia and 24 h of reperfusion, while there was only a trend toward an upregulation of CaMKIIδB splice variant. In order to test CaMKII function of AAV9 splice variants, we expressed CaMKIIδB and CaMKIIδC splice variants in CaMKIIδ KO mice and measured PLN-P-Thr17 phosphorylation as indicator for CaMKII activity by Western blot analyses. Reduced PLN phosphorylation at Thr17 in CaMKIIδ KO samples was restored by CaMKIIδ splice variant expression (Supplementary Fig S5D). Surprisingly, quantification of ischemic areas, normalized to total heart volumes, revealed no significant differences in areas at risk between δCKO and δBKO mice after I/R injury. Moreover, infarct sizes did not differ between the groups (Fig2C). Consistently, no significant differences were observed in apoptotic or necrotic markers, analyzed by TUNEL-staining and serum hsTnT measurements (Figs2D and 3F).

**Figure 2:**
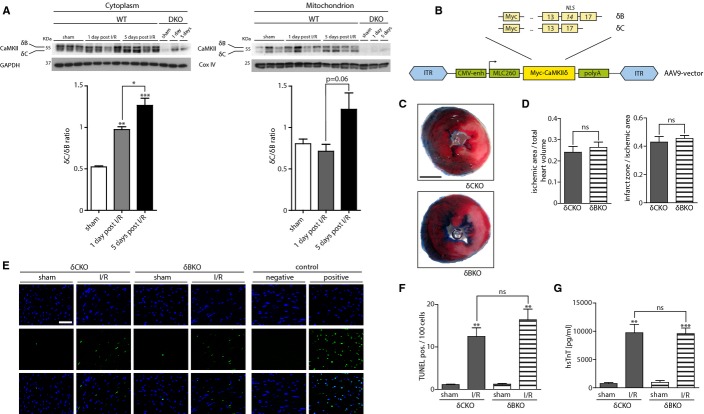
CaMKIIδ splice variants δB and δC are not critical for acute I/R injury CaMKII expression after I/R injury. WT mice underwent surgery and were challenged by 60 min of ischemia followed by either 24 h or 5 days of reperfusion. LV homogenates were further processed to obtain cytoplasmic and mitochondrial fractions. (Top) CaMKII expression levels as detected by Western blot analysis are shown. Upper band represents CaMKIIδB, lower band CaMKIIδC splice variant (Bottom). Bar graphs quantify splice variant shift, depicted as δC/δB ratio.*N* = 3 in sham groups, 4 in I/R groups. *P = 0.04; **P = 0.01 versus sham; ***P = 0.0009 versus sham. To confirm the specificity of the CaMKII band, LV homogenates of mice lacking the two CaMKII genes delta and gamma (DKO, see also Fig 3) were loaded.AAV9 vectors containing myc-tagged CaMKIIδ splice variants δB or δC were designed and produced. Numbers in boxes represent CaMKIIδ exon numbers. NLS = nuclear localization sequence (exon 14), ITR = inverted terminal repeat sequence, CMV-enh = cytomegalovirus enhancer, MLC260 = myosin light chain 260 promoter, polyA = polyadenylation tail. Camk2δ^−/−^ mice received a single tail vein injection of 5 × 10^11^vg AAV9-CaMKIIδB (δB) or AAV9-CaMKIIδC (δC). I/R surgery was performed after 4 weeks.Transverse heart sections were obtained from mice expressing CaMKIIδB or δC at 24 h after myocardial I/R injury. All sections underwent Evans Blue and TTC staining. Representative images are shown. Scale bar: 2 mm.Quantitative measurements of ischemic area/total heart volume ratio and infarct zone/ischemic area ratio were performed. Planimetrically and volumetrically calculated infarct sizes did not differ significantly: ns,*P* = 0.91. Ischemic area/total heart volume: ns,*P* = 0.54.*N* = 8 animals per group operated and analyzed in δCKO group, 7 animals in δBKO group.Representative photomicrographs showing TUNEL staining in δCKO and δBKO LV transverse sections 24 h after myocardial I/R injury or sham operation. Positive: pretreatment with DNase I; negative: without TUNEL enzyme solution. Scale bar: 50 μm. (upper) DAPI, (middle) TUNEL, (lower) merge.Bar graphs show quantification of TUNEL-positive cells per 100 DAPI-positive nuclei.*N* = 3 animals in sham groups, 4 animals in I/R groups. ns,*P* = 0.27; **P = 0.006 in δCKO group; **P = 0.004 in δBKO group.hsTnT was measured 24 h after myocardial I/R injury.*N* = 4 animals in sham groups, 8 animals in δCKO group, 7 animals δBKO group. ns,*P* = 0.94; **P = 0.002; ***P = 0.0006. Data information: All data are expressed as mean ± SEM. Unpaired Student's*t*-test (D) and one-way ANOVA with Bonferroni's multiple comparison test (A, F and G) were used to compare groups. ns = non-significant. Source data are available online for this figure.

**Figure 3:**
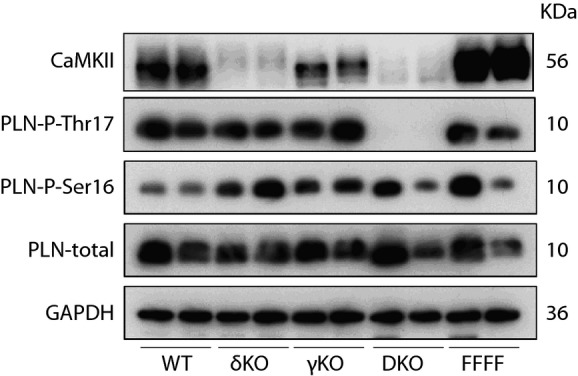
CaMKIIδ and γ KO mouse models To rule out redundant effects of myocardial CaMKIIγ isoform, cardiomyocyte-specific CaMKIIγ/δ double KO mice were created [Camk2γ^loxP/loxP^; Camk2δ^loxP/loxP^; α-MHC-Cre (DKO) and Camk2γ^loxP/loxP^; Camk2δ^loxP/loxP^ (FFFF)]. LV homogenates were subjected to Western blot analysis using antibodies directed against CaMKII, phospho-PLN-Thr17, phospho-PLN-Ser16, PLN, and GAPDH. Although CaMKII expression at the protein level is decreased in both CaMKII delta single KO animals (δKO) and DKO, significant reduction of CaMKII-phosphorylated phospholamban (PLN) at Thr17 can only be seen in DKO hearts. Total amounts of PLN, GAPDH, and PLN at the PKA phosphorylation site Ser16 served as loading control. γKO: CaMKII gamma single KO; WT: wild-type.Source data is available online for this figure.

### Combined cardiomyocyte-specific deletion of CaMKIIδ/γ does not affect I/R injury

To test the possibility that CaMKIIγ compensates for CaMKIIδ, we aimed to use CaMKIIδ/γ double KO mice. Because the combined global deletion of CaMKIIδ and γ resulted in early postnatal lethality, we generated double-floxed CaMKIIδ/γ mice (CaMKIIγ^loxP/loxP^; CaMKIIδ^loxP/loxP^, here termed as FFFF) and crossed them with mice expressing Cre-recombinase under the control of the cardiomyocyte-specific α-MHC-promoter (Agah*et al*, 1997) to receive cardiomyocyte-specific CaMKIIδ/γ double KO mice (DKO). To determine the degree of CaMKII deficiency, we performed Western blot analysis with ventricular protein extracts using an antibody directed against CaMKIIδ and γ (Backs*et al*, 2009, 2010), and against the well-characterized CaMKII-phosphorylation site Thr-17 of phospholamban (PLN) to estimate CaMKII activity (Fig3). The deletion of CaMKIIδ led to a dramatic reduction of CaMKII protein but only to a moderate loss of PLN-Thr17 phosphorylation, indicating that CaMKIIγ, which we found to contribute only to a very small degree to the detectable CaMKII level, compensates for CaMKIIδ. Consistent with this hypothesis, DKO hearts showed a dramatic loss in PLN-Thr17 phosphorylation. The residual CaMKII signal in DKO likely reflects CaMKII expression in non-cardiomyocytes. Thus, we also confirmed these differences between single and double KO mouse models in isolated adult cardiomyocytes (Supplementary Fig S6).

We then performed I/R surgery in FFFF and DKO mice. Despite the complete loss of CaMKII activity in DKO, infarct size quantification of Evans Blue- and TTC-stained transverse sections revealed no significant differences between FFFF and DKO (Fig4A and B). Consistent with the macroscopic findings, no significant differences were observed in apoptotic or necrotic markers, as analyzed by TUNEL-staining, caspase-3/7 activity measurements and serum hsTnT measurements (Fig4C–F).

**Figure 4:**
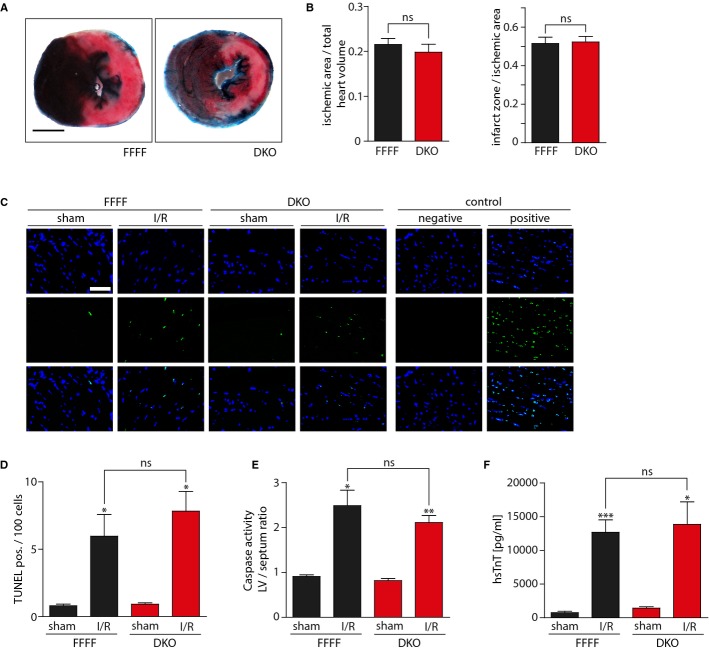
Combined cardiomyocyte-specific deletion of CaMKIIδ/γ does not affect I/R injury DKO mice underwent I/R surgery [Camk2γ^loxP/loxP^; Camk2δ^loxP/loxP^; α-MHC-Cre (DKO) versus Camk2γ^loxP/loxP^; Camk2δ^loxP/loxP^ (FFFF)]. Images of representative transverse heart sections after Evans Blue and TTC staining. Scale bar: 2 mm.Planimetrically and volumetrically calculated infarct sizes show no significant differences.*N* = 9–13 animals operated and analyzed per group. ns,*P* = 0.86. Ischemic area/total heart volume: ns,*P* = 0.48.Representative photomicrographs of TUNEL-stained LV transverse sections after I/R or sham surgery. Positive: pretreatment with DNase I; negative: without TUNEL enzyme solution. Scale bar: 50 μm. (upper) DAPI, (middle) TUNEL, (lower) merge.Bar graphs show quantification of TUNEL staining.*N* = 3 animals per sham group, 4 animals in FFFF group, 5 animals in DKO group. ns,*P* = 0.42; *P = 0.04 in FFFF group; *P = 0.01 in DKO group.Caspase-3/7 enzyme activity was measured in LV homogenates.*N* = 2 animals per sham group, 3 animals in FFFF group, 4 animals in DKO group. ns,*P* = 0.32; *P = 0.04; **P = 0.006.hsTnT was measured 24 h after ischemia.*N* = 5 animals per sham group, 9 animals in FFFF group, 13 animals in DKO group. ns,*P* = 0.79; *P = 0.04; ***P = 0.0005. Data information: Data are expressed as mean ± SEM. Unpaired Student's*t*-test (B) and one-way ANOVA with Bonferroni's multiple comparison test (D–F) were used to compare groups. ns = non-significant.

### Inducible CaMKIIδ and γ deletion does not protect against acute I/R injury

Given the high number of related cardiac signaling pathways involved in cellular responses to MI (Pfeffer & Braunwald, 1990; Kehat & Molkentin, 2010), the possibility exists that another pathway compensates for CaMKIIδ/γ in the context of ischemia, which might not be reflected by PLN-Thr17 phosphorylation. Because compensation occurs more likely in congenital loss-of-function models, we sought to investigate the effects of I/R in an inducible DKO mouse model. Thus, we directed expression of Cre-recombinase to the adult heart using cardiotrophic AAV9 vectors. In this vector (AAV9-MLC260-Cre), Cre is expressed under the control of a CMV-enhanced MLC260 promotor (Supplementary Fig S7A). By this method, we achieved after 12 weeks a substantial CaMKII downregulation and a clear reduction in PLN-Thr17 phosphorylation by a single intravenous (i.v.) injection of AAV9-MLC260-Cre into FFFF (Supplementary Fig S7B and C). In unstressed FFFF mice, the AAV9 treatment did not affect cardiac function assessed by echocardiography (Supplementary Fig S7D). We then performed I/R surgery on FFFF mice 12 weeks after treatment with AAV9-MLC260-Cre (iDKO) and as a control 12 weeks after treatment with AAV-MLC260-Luc (expression of luciferase under the control of MLC260). By Western blot analysis, we confirmed a sufficient CaMKII take out in all experimental iDKO mice. But again, assessment of infarct size did not demonstrate any significant difference of infarct zone/ischemic area ratios between the groups (Supplementary Fig S7E and F). Moreover, no significant differences were observed in apoptotic or necrotic markers, as analyzed by TUNEL-staining and serum hsTnT measurements (Supplementary Fig S7G–I).

### CaMKII DKO mice show a reduced infarct size and improved cardiac function 5 weeks after I/R surgery

We next tested the hypothesis that genetic deletion of cardiac CaMKII protects the heart only in a long-term follow-up I/R study. Therefore, we performed I/R surgery on DKO and FFFF mice according to an extended protocol of 60 min LAD occlusion, followed by 5 weeks of reperfusion. To rule out surgery related differences of infarct sizes between the groups, we obtained blood for serum hsTnT measurements 24 h after surgery, confirming similar infarct sizes in the experimental groups shortly after I/R injury (Fig5A). We then performed echocardiography 2, 3 and 4 weeks after I/R surgery to assess cardiac function. Strikingly, FFFF I/R mice showed a progressive deterioration of cardiac function from 2 to 4 weeks post-surgery, while this functional impairment was ameliorated in DKO mice after 4 weeks (Fig5B). At 5 weeks after I/R injury, all mice were subjected to hemodynamic characterization. Invasive parameters clearly indicate a significantly higher ejection fraction (EF) in DKO mice compared to FFFF controls (Fig5C and Table1). Histological infarct size quantification revealed reduced scar formation in response to I/R in DKO as compared to FFFF controls. Moreover, the degree of fibrosis, as seen at higher magnification, was apparently less dense in DKO (Fig5D). Taken together, these findings most likely account for improved cardiac function in DKO mice. Similar data were obtained in an independent experiment with a follow-up of 6 weeks after surgery. We followed these mice by echocardiography with a Visual Sonics Vevo 2100 instrument to measure endocardial fractional area change (FAC), which represents cardiac function and specifically detects regional contraction deficits due to infarct scars. Here, we found again an improved cardiac function of DKO mice at 6 weeks after I/R surgery, as compared to FFFF controls. In addition, we repeated invasive pressure-volume analyses, confirming increased ejection fraction and decreased dilation parameters in DKO hearts (Supplementary Fig S8).

**Figure 5:**
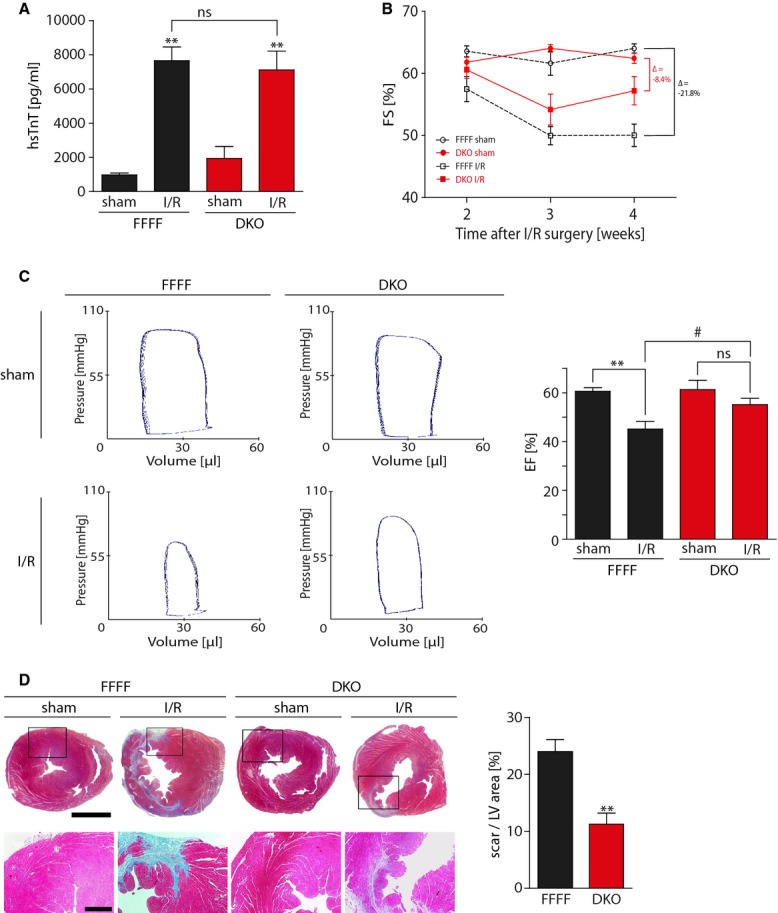
Improved cardiac function and reduced scar formation in DKO 5 weeks after I/R surgery DKO and FFFF littermates were subjected to I/R with 5 weeks of follow-up. Echocardiography was performed at 2, 3 and 4 weeks post-surgery. At 5 weeks, invasive hemodynamic parameters were assessed and hearts were harvested for histological analysis. hsTnT was measured 24 h after myocardial I/R injury and revealed equal infarcts sizes in DKO and FFFF at this time point.*N* = 6 animals in sham groups, nine animals in FFFF I/R group, 10 animals in DKO I/R group. ns,*P* = 0.68; **P = 0.001 in FFFF group; **P = 0.003 in DKO group.Transthoracic echocardiography revealed a significant difference in fractional shortening (FS) between FFFF and DKO 4 weeks after I/R surgery.*N* = 12 animals in FFFF sham group, 11 animals in DKO sham groups, 13 animals in I/R groups.Representative pressure–volume loops showing improved hemodynamic cardiac function in DKO as compared to FFFF controls. Cardiac ejection fraction (EF) was assessed and revealed a decrease in EF from 60.6 ± 4.4 to 44.1 ± 10.5 in FFFF mice after I/R surgery. No significant decrease in EF in DKO mice (61.3 ± 11.4 to 53.5 ± 10.6) was observed.*N* = 9 animals per sham group, 13 animals per I/R group. ns,*P* = 0.11; **P = 0.004; ^#^*P* = 0.04.Representative images showing Masson's trichrome staining of transverse cardiac sections. Rectangular selections are shown in greater magnification below. Section plane: 3 mm above the heart apex. Scale bars: 2 mm (upper) and 500 μm (lower). Bar graphs show infarct size quantification expressed as scar area per LV area.*N* = 5 animals in FFFF group, 7 animals in DKO group. **P = 0.001. Data information: Data are expressed as mean ± SEM. Unpaired Student's*t*-test (D) and one-way ANOVA with Bonferroni's multiple comparison test (A and C) were used to compare groups. ns = non-significant.

**Table 1:** Morphologic features and hemodynamic analysis of CaMKII DKO and FFFF mice, 5 weeks after I/R surgery

	FFFF		DKO	
	Sham	I/R	Sham	I/R
Heart weight (mg)	125.0 ± 16.0	127.0 ± 12.5	144.0 ± 22.4	139.7 ± 13.8
Body weight (g)	27.2 ± 2.1	26.7 ± 2.1	27.5 ± 2.9	26.0 ± 2.9
HW/BW ratio (mg/g)	4.6 ± 0.3	4.4 ± 1.4	5.2 ± 0.4	5.2 ± 0.4
Heart rate (bpm)	358.4 ± 29.5	360.0 ± 34.5	401.4 ± 30.2	390.3 ± 40.1
Ejection fraction (%)	60.6 ± 4.4	44.1 ± 10.9†	61.3 ± 11.4	53.5 ± 10.6‡
*dP*/*dt*_max_ (mmHg/s)	5,514 ± 1300	4,477 ± 1993	6,065 ± 989	5,702 ± 1661
*dV/dt*_max_ (μL/s)	1,360 ± 546	1,295 ± 486	1,536 ± 498	1,445 ± 531
LVESP (mmHg)	103.3 ± 13.2	83.6 ± 12.0†	105.0 ± 14.8	93.6 ± 9.2‡
LVEDP (mmHg)	3.6 ± 1.3	3.6 ± 1.9	2.8 ± 0.9	3.3 ± 1.2
SV (μL)	25.1 ± 4.4	20.1 ± 5.8*	25.8 ± 5.5	24.7 ± 9.2
Tau (ms)	11.6 ± 2.2	12.1 ± 2.0	9.8 ± 1.1	11.6 ± 3.0

HW/BW, heart weight/body weight ratio; LVESP, LV end-systolic pressure; LVEDP, LV end-diastolic pressure; SV, stroke volume; Tau, time constant of pressure relaxation.

CaMKII DKO and FFFF mice were subjected to hemodynamic detection 5 weeks after I/R surgery. Data are expressed as mean ± SD of values from nine mice in sham groups and 13 mice in I/R groups.

* *P *< 0.05.

† *P *< 0.01 versus sham FFFF.

‡ *P *< 0.05 versus I/R FFFF.

### CaMKII mediates cardiac leukocyte infiltration and chemoattractant signaling

Next, we hypothesized that the attenuation of post-infarct remodeling might be mediated by inflammatory processes. In order to investigate the kinetics of leukocyte infiltration after I/R injury, we performed flow cytometric analyses in a time course of one and 5 days after I/R surgery. We observed reduced infiltration of CD45^+^ leukocytes 5 days after I/R injury in DKO mice, while no significant differences were observed 1 day after I/R injury, possibly explaining the late effects of CaMKII deletion (Fig6A and B). To identify CaMKII-dependent inflammatory pathways, we performed unbiased and systematic RNA analyses by Affymetrix chip arrays in cardiac samples at 1 and 5 days after I/R injury versus sham-operated hearts. 

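Left ventricular RNA was measured on Affymetrix mouse gene arrays in 6 groups of 3 arrays: FFFF and DKO hearts after sham surgery, 1 day after I/R and 5 days after I/R. FFFF mice carry loxP sites in Camk2d and Camk2g without Cre, and the sample labels call them wild-type. Camk2d (Entrez gene 108058, chromosome 3) encodes CaMKIIδ, the most abundant cardiac CaMKII isoform, and Camk2g (Entrez gene 12325, chromosome 14) encodes CaMKIIγ. In sham hearts, the log2 value of Camk2d was 9.18 ± 0.08 (SD, n = 3 arrays) in DKO and 9.73 ± 0.11 (SD, n = 3) in FFFF, and that of Camk2g was 5.68 ± 0.21 (SD, n = 3) in DKO and 7.05 ± 0.13 (SD, n = 3) in FFFF. At sham and at 5 days, each DKO array lay below each FFFF array of the same day in both genes. The array labelled DKO I/R 1 day replicate 1 had a Camk2d value of 9.71 and a Camk2g value of 7.10, both within the range of the FFFF arrays, whereas the other 2 DKO arrays of that day had 7.90 and 8.31 for Camk2d and 5.99 and 6.21 for Camk2g. Every direction given for DKO hearts at 1 day includes this array.

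**Figure D1:**
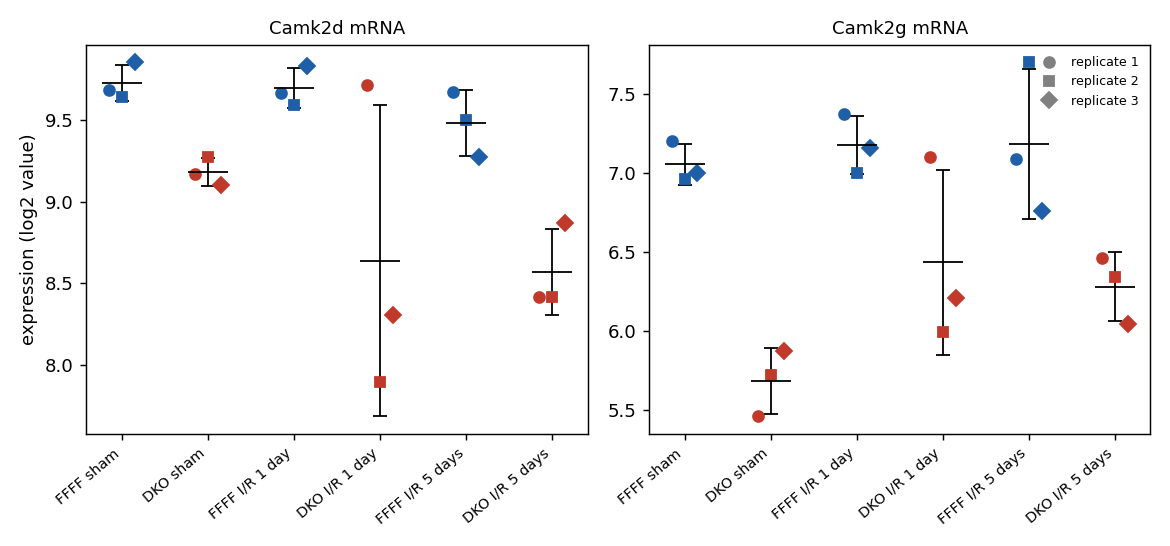
Log2 values of Camk2d and Camk2g mRNA in each array, by group; symbols stand for the arrays, the horizontal line for the group mean and the error bars for the SD of 3 arrays. The array labelled DKO I/R 1 day replicate 1 lies at 9.71 for Camk2d, among the FFFF arrays.

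Camk2d differed between DKO and FFFF by -0.54 in sham hearts (standard error 0.32, limma adjusted p = 0.89), by -1.05 at 1 day (standard error 0.32, adjusted p = 0.65) and by -0.91 at 5 days (standard error 0.32, adjusted p = 1). This standard error pools the spread of all 6 groups. The SD of Camk2d was 0.95 in DKO hearts at 1 day, the group that holds the array at the FFFF level. In DKO and FFFF it was 0.085 and 0.11 in sham hearts and 0.26 and 0.20 at 5 days. The p-values at sham and at 5 days therefore carry the spread of another group. The differences of Camk2g were -1.37, -0.74 and -0.90 (standard error 0.26 each; adjusted p = 0.26, 0.67 and 1). Without the array labelled DKO I/R 1 day replicate 1, the difference of Camk2d at 1 day was -1.59 (limma adjusted p = 0.0017), and without DKO replicate 2 it was -0.68 (adjusted p = 1). The array labelled DKO replicate 1 stands out by its Camk2d value itself. Leaving it out widens the difference and narrows the DKO spread by construction, so that p-value is no independent test. Each feature summarises several probes of a gene, and which of them lie in the deleted exons is not given in the sources used here.
The deposited values are log2 expression values that the authors made with RMA, with quantile normalization over all 18 arrays and a custom chip definition (version 18) with 1 feature per Entrez gene. All features were fitted in one limma model of the 6 groups, which leaves 12 residual degrees of freedom, and p-values were adjusted after Benjamini and Hochberg. Gene lists written before the data were examined were tested with limma's camera against all other genes, and p-values were adjusted over 36 lists. The labels number the arrays within a group but name no animals. The limma p-values of single genes therefore measure the spread between these arrays only, and the number of arrays limits the precision. Camera was run with a preset correlation between genes and sets the genes of a list against all other genes. Its p-values therefore do not measure how consistently a list mean differs between arrays. For that, camera was repeated with a correlation estimated from the arrays. From Xist and Y-linked transcripts, 2 of 3 arrays in each genotype at 5 days came from male hearts, and every other array came from a female heart.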

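In FFFF hearts, I/R changed 2870 genes at 1 day (1452 rose and 1418 fell against sham at a limma adjusted p under 0.05) and 4475 genes at 5 days (2022 rose and 2453 fell). The counts depend on the fit: with the compared groups fitted alone they were 4125 and 1027, with array weights 4942 and 8066, and with gene-wise analysis of variance 1887 and 3644. At 1 day, Timp1, an inhibitor of matrix metalloproteinases, rose by 5.56 on the log2 scale (standard error 0.42, adjusted p = 4.1e-05), and Sprr1a, a stress-induced gene of the cornified envelope family, rose by 5.92 (standard error 0.80, adjusted p = 0.0018). Ccl2, the main chemoattractant of monocytes, rose by 4.65 (standard error 0.81, adjusted p = 0.0054). Of 18 neutrophil markers, 13 rose and none fell (15 adjusted over the list alone), among them Lcn2, a neutrophil granule lipocalin, by 4.59; the list had a camera adjusted p of 4.6e-12 and an adjusted p = 0.239 with an estimated correlation. Of 16 cardiac stress and fetal genes, 13 rose (13 adjusted over the list alone), among them Nppb, the gene of B-type natriuretic peptide, by 2.46, and the list kept an adjusted p = 0.0155 with an estimated correlation. Kcnip2, a subunit of the cardiac transient outward potassium channel, fell by 3.91 at 1 day (adjusted p = 0.010), and had an adjusted p of 0.060 without FFFF I/R 1 day replicate 1.
At 5 days, 22 of 23 extracellular matrix and myofibroblast genes rose and none fell (22 adjusted over the list alone). Among them, Postn, the gene of the matrix protein periostin, rose by 5.12 (standard error 0.42, adjusted p = 3.2e-05) and Lox, which encodes the collagen cross-linking enzyme lysyl oxidase, by 5.68 (standard error 0.38, adjusted p = 5.7e-06). The list had a camera adjusted p of 2.1e-30, and an adjusted p = 0.0851 with an estimated correlation. Of 31 oxidative phosphorylation genes, 30 fell (31 adjusted over the list alone), for example Cox7a1, a subunit of cytochrome c oxidase in muscle, by 1.26 (camera adjusted p = 2.6e-15 for the list, adjusted p = 0.232 with an estimated correlation). The means of this list were 10.525, 9.799 and 9.499 in FFFF I/R 5 days replicates 1, 2 and 3. Those of cardiomyocyte structural genes had the same order (12.497, 11.999 and 11.627, against 12.505 to 12.572 in FFFF sham arrays). Of 23 fatty acid oxidation genes, 19 fell (21 adjusted over the list alone), among them Ppara, a nuclear receptor that drives these genes, by 2.47 (camera adjusted p = 4.3e-10 for the list, adjusted p = 0.293 with an estimated correlation). Of 15 pan-leukocyte genes, 13 rose at 1 day and 15 at 5 days (14 and 15 adjusted over the list alone; adjusted p = 0.271 and 0.197 with an estimated correlation). Leaving out any one of the 3 sham arrays, or I/R replicate 1 or 3, left between 617 and 1379 genes past the threshold at 1 day, and leaving out sham replicate 1 or 2, or I/R replicate 2 or 3, left between 1942 and 2852 genes at 5 days. With the 2 male arrays alone at 5 days, a choice made after the data were seen, 1963 genes passed. All sham arrays are female, so that fit compares male I/R hearts with female sham hearts and cannot separate sex from I/R. With sex as a covariate, also added after the data were seen, 3574 genes passed, 3046 of them among the 4475.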

Gene Set Enrichment Analysis (GSEA) was then used to determine whether defined sets of genes exhibit a statistically significant bias in their distribution within a ranked gene list (Subramanian*et al*, 2005). Pathways belonging to specific cell functions were obtained from public external databases (KEGG PATHWAY Database, http://www.genome.jp/kegg/) to perform pathway analyses. 

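One day after I/R, neutrophil transcripts were lower on average in DKO than in FFFF arrays. The array labelled DKO replicate 1 was an exception, with a list mean of 6.624 against 5.943 to 6.581 in FFFF arrays. The mean of 18 neutrophil markers differed by -0.84 on the log2 scale, with 16 of 18 negative, among them S100a9, a subunit of the neutrophil protein calprotectin, at -2.11 (standard error 0.77, limma adjusted p = 0.68), and Mmp9, a gelatinase of neutrophil granules, at -1.72 (standard error 0.64, adjusted p = 0.68). No member passed the test over all genes, and none when adjusted over the list alone, but the list as a whole was lower (camera adjusted p = 2.8e-08; adjusted p = 0.852 with an estimated correlation). The same test called Toll-like, NOD-like receptor and inflammasome genes (mean difference -0.32, 18 of 24 negative, adjusted p = 0.0029), which include Il1b at -1.41 (adjusted p = 0.77) and Ripk2, a kinase downstream of NOD receptors, at -0.49 (adjusted p = 0.66). It also called inflammatory cytokines and NF-kappa B targets (-0.24, adjusted p = 0.027), with Selp, which encodes P-selectin, at -1.16, and Socs3, a feedback inhibitor of cytokine signaling, at -0.82; pan-leukocyte genes (-0.41, 15 of 15 negative, adjusted p = 0.033), with Ptprc, which encodes CD45, at -0.89; and ribosome biogenesis genes (-0.19, adjusted p = 0.0029). Lists of other cells and processes were called lower too: endothelial markers (-0.16, 13 of 15 negative, adjusted p = 0.026) and cell cycle genes (-0.24, 23 of 26 negative, adjusted p = 0.015). Osteoclast differentiation genes differed by -0.22 (adjusted p = 0.088). Resting fibroblast markers were higher in DKO (0.47, 13 of 14 positive, adjusted p = 0.0034), and by 0.63 in sham hearts (adjusted p = 0.723 with an estimated correlation). Each of these lists had an adjusted p = 0.852 with an estimated correlation at 1 day.
No single gene differed between DKO and FFFF at 1 day in limma (0 genes at an adjusted p under 0.05). At an unadjusted p under 0.05 there were 1639, a variance trend gave 1 gene, and gene-wise analysis of variance 0. The values of the 2 genotypes did not overlap for 9.82% of genes, and chance gives 10%. The smallest p-values belonged to Zfp52, a zinc finger gene, at 4.12 ± 0.20 (SD, n = 3) in DKO and 5.12 ± 0.29 (SD, n = 3) in FFFF (limma adjusted p = 0.11), and Pram1, an adaptor of myeloid cells, at -0.51 (standard error 0.077, adjusted p = 0.14). Without the array labelled DKO I/R 1 day replicate 1, 15 genes passed, among them S100a9 at -3.45, Zfp52 at -1.07 and Pram1 at -0.59 (limma adjusted p = 0.0011, 0.022 and 0.0069), neutrophil markers differed by -1.40 and pan-leukocyte genes by -0.76, osteoclast differentiation genes passed too (-0.38, adjusted p = 0.0041), and 15 lists were called in place of 9. Without DKO I/R 1 day replicate 2, 1 of the 9 called lists, the neutrophil markers, kept its call and direction (-0.39, adjusted p = 0.0043), and the differences were -0.13 for Toll-like and NOD-like receptor genes (adjusted p = 0.26), -0.0081 for inflammatory genes, -0.053 for pan-leukocyte genes, 0.13 for resting fibroblast markers and 0.14 for ribosome biogenesis genes (adjusted p = 0.0044). In that fit, S100a9 was at -1.11, Il1b at -0.34, Ripk2 at -0.31, Selp at -0.56, Socs3 at -0.46 and Ptprc at -0.21. Mmp9 was at -1.06 then and at -2.63 without the array labelled DKO replicate 1. Ptprc was at -1.46 without that array, -1.45 without FFFF replicate 2 and -0.58 without FFFF replicate 1. Arrays of equal number were taken as pairs at this day from their values alone, and the labels name no pairs. The differences within pairs 1, 2 and 3 were 0.095, -1.34 and -1.28 for neutrophil markers. For pan-leukocyte genes they were -0.091, -0.47 and -0.67, and for Toll-like and NOD-like receptor genes -0.076, -0.47 and -0.42. They were -0.064, -0.55 and -0.10 for inflammatory genes, 0.19, -0.72 and -0.051 for ribosome biogenesis genes, 0.089, -0.66 and 0.091 for endothelial markers, -0.74, 0.42 and -0.39 for cell cycle genes, and 0.39, 0.94 and 0.090 for resting fibroblast markers. Without both arrays numbered 2, a test chosen after the data were seen, 3 of the 9 called lists kept call and direction: cell cycle genes (-0.57, adjusted p = 1.5e-12), neutrophil markers (-0.59, adjusted p = 1.9e-07) and Toll-like and NOD-like receptor genes (-0.25, adjusted p = 0.016). Pan-leukocyte genes then differed by -0.38 (adjusted p = 0.11). Leaving out FFFF I/R 1 day replicate 1 ended the calls of the inflammatory (-0.21), pan-leukocyte (-0.22), ribosome biogenesis (-0.12) and resting fibroblast (0.23) lists, FFFF replicate 3 those of the inflammatory (-0.19) and pan-leukocyte (-0.27) lists, and DKO replicate 3 that of the pan-leukocyte list (-0.42), while osteoclast differentiation genes passed without FFFF replicate 2 (-0.33), and Zfp52 without FFFF replicate 3 (-1.15, adjusted p = 0.025). Pan-leukocyte genes differed by -0.74 without FFFF replicate 2. Endothelial markers lost their call without FFFF replicate 2 (-0.034) or DKO replicate 2 (-0.036). Cell cycle genes lost theirs without FFFF replicate 1 (-0.12) or 3 (0.026) or DKO replicate 1 (-0.10) or 2 (-0.19), and differed by -0.62 and -0.42 without FFFF replicate 2 and DKO replicate 3. The gene count was 3 without FFFF replicate 2 and 1 without FFFF replicate 3, and the count of called lists was 5 without FFFF replicate 1 and 3 without DKO replicate 2. With the replicate number as a block and these 2 groups fitted alone, a choice made after the data were seen, osteoclast differentiation genes passed as well (camera adjusted p = 0.0047). So did monocyte and macrophage markers (-0.27, camera adjusted p = 0.011), which the main fit did not call at 1 day. Both lists had an adjusted p = 0.756 with an estimated correlation.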

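At 5 days after I/R, list means for T cells, leukocytes in general and the interferon response were lower on average in DKO than in FFFF arrays. Those for cardiomyocytes and resting fibroblasts were higher. Except for resting fibroblasts, these directions depended on FFFF replicate 3, as given below. Pan-leukocyte means in replicates 1, 2 and 3 were 7.805, 9.096 and 10.512 in FFFF and 9.13, 8.537 and 8.503 in DKO. Pan-leukocyte genes differed by -0.41 (15 of 15 negative, camera adjusted p = 0.0082; adjusted p = 0.675 with an estimated correlation), with Ptprc at -0.44 (standard error 0.73, limma adjusted p = 1). T and NK cell markers differed by -0.20 (16 of 20 negative, adjusted p = 5.4e-04), including Trac, the constant region of the T cell receptor α chain, at -0.92, and Lck, its proximal kinase, at -0.20 (adjusted p = 1 each). Interferon-stimulated genes differed by -0.32 (adjusted p = 6.1e-04), osteoclast differentiation genes by -0.29 (adjusted p = 0.0010) and inflammatory cytokines and NF-kappa B targets by -0.16 (adjusted p = 0.0087). All 4 of these lists had an adjusted p = 0.641 with an estimated correlation. Toll-like, NOD-like receptor and inflammasome genes differed by -0.19 (adjusted p = 0.0082; adjusted p = 0.657 with an estimated correlation). Neutrophil markers (-0.13, adjusted p = 0.26) and B cell markers (0.0062, adjusted p = 0.93) did not pass. Monocyte and macrophage markers were not called either. Their list means in replicates 1, 2 and 3 were 7.38, 8.14 and 8.96 in FFFF and 8.30, 7.82 and 7.84 in DKO hearts. Oxidative phosphorylation genes (0.20, 29 of 31 positive, adjusted p = 1.2e-05), cardiomyocyte structural genes (0.15, 19 of 20 positive, adjusted p = 0.0049) and resting fibroblast markers (0.37, 14 of 14 positive, adjusted p = 8.1e-04) were higher in DKO, each with an adjusted p = 0.641 with an estimated correlation. The resting fibroblast markers had differed by 0.63 in sham hearts, and their response to I/R at 5 days was lower in DKO than in FFFF (-0.26, adjusted p = 0.040; adjusted p = 0.712 with an estimated correlation). Apart from the chemokine lists given below, the other called lists were complement and phagocyte receptors (-0.36), cell death genes (-0.14), mesothelial and epicardial genes (0.22) and hypoxia and glycolysis genes (0.12), each with an adjusted p = 0.641 with an estimated correlation, and cell cycle genes (-0.17; adjusted p = 0.675). In none of these lists did a single member pass the test, over all genes or adjusted over the list alone.
Over all genes, limma called 0 between DKO and FFFF at 5 days. At an unadjusted p under 0.05 there were 590, a variance trend gave 1 gene, and gene-wise analysis of variance 0; the values of the 2 genotypes did not overlap for 7.56% of genes (10% by chance). The smallest p-values belonged to Frem1, an extracellular matrix gene, at 1.59 (standard error 0.21, adjusted p = 0.083; 1.92 and 6.0e-05 without DKO I/R 5 days replicate 3) and to Vsig10 at 0.51 (standard error 0.086, adjusted p = 0.40). Without FFFF I/R 5 days replicate 3, the 1 female array of its group, 1 of 17 called lists kept its call and direction, and the differences were 0.27 for pan-leukocyte genes, 0.30 for Ptprc, 6.9e-04 for T and NK cell markers, 0.16 for interferon-stimulated genes (adjusted p = 0.019), 0.084 for osteoclast differentiation genes, 0.025 for inflammatory genes, 0.080 for Toll-like and NOD-like receptor genes, -0.020 for oxidative phosphorylation genes and -0.058 for cardiomyocyte genes. Complement and phagocyte receptors differed by 0.13, cell cycle genes by 0.015, cell death genes by -0.042, mesothelial genes by 0.17 and hypoxia genes by -0.027, and Trac was at -0.19 and Lck at -0.12. FFFF replicate 1 lies on the other side, with a pan-leukocyte mean of 7.81 against 9.10 and 10.51 in replicates 2 and 3. Without it, 17 of 17 lists kept call and direction, and the differences were -1.08 for pan-leukocyte genes, -1.35 for Ptprc, -1.62 for Trac, -0.34 for T and NK cell markers and -0.70 for interferon-stimulated genes. They were -0.67 for osteoclast differentiation genes, -0.31 for inflammatory genes, -0.50 for Toll-like and NOD-like receptor genes, 0.49 for oxidative phosphorylation genes and 0.38 for cardiomyocyte genes. For the other called lists they were -0.83 (complement), -0.43 (cell cycle), -0.25 (cell death), 0.37 (mesothelial) and 0.30 (hypoxia). Each of these other lists also lost its call without FFFF replicate 2 or DKO replicate 3, and those of cell cycle, complement and hypoxia genes did without DKO replicate 2. Leaving out DKO I/R 5 days replicate 3 ended the calls of the Toll-like (-0.14), inflammatory (-0.14), pan-leukocyte (-0.30), oxidative phosphorylation (0.098) and cardiomyocyte (0.063) lists, DKO replicate 2 those of the pan-leukocyte (-0.32) and cardiomyocyte (0.11) lists, and FFFF replicate 2 those of the Toll-like (-0.15) and cardiomyocyte (0.13) lists, and B cell markers turned negative without FFFF replicate 1 (-0.016), FFFF replicate 3 (-0.021) or DKO replicate 1 (-0.0091). Called lists numbered 23 without FFFF replicate 1, 11 without FFFF replicate 2, 4 without FFFF replicate 3, 10 without DKO replicate 2 and 7 without DKO replicate 3, and genes 3 without FFFF replicate 1 and 1 without DKO replicate 3.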

Doing so, we identified several inflammatory pathways to be attenuated in DKO as compared to FFFF (Supplementary Fig S9A). Intriguingly, the “Chemokine Signaling Pathway” was attenuated at both 1 and 5 days after I/R. Whereas several ligands to inflammatory cells were attenuated 1 and 5 day after I/R, the expression of intracellular components of inflammatory cells were mostly attenuated 5 days after I/R, confirming an attenuated infiltration of inflammatory cells at this time point (Supplementary Fig S9B). 

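The means of 4 chemokine lists written before the data were examined were lower on average in DKO than in FFFF arrays at both days. These classes follow the paper's statements on ligands and intracellular components, which came from these same arrays. The direction of the lists is therefore not independent evidence. The CXC, CX3C and XC list alone passed at 1 day and the other 3 at 5 days, and none passed with an estimated correlation. At 1 day, 17 CC chemokine ligands, which attract monocytes and lymphocytes, differed by -0.36 on average (13 of 17 negative, camera adjusted p = 0.087), and 15 CXC, CX3C and XC ligands, many of which attract neutrophils, by -0.31 (11 of 15 negative, adjusted p = 0.025; adjusted p = 0.852 with an estimated correlation). The 18 chemokine receptors differed by -0.25 at 1 day (adjusted p = 0.45; -0.068 without DKO replicate 2, -0.42 without the array labelled DKO replicate 1 and -0.39 without FFFF replicate 2), and 30 leukocyte signaling components downstream of them by -0.19 (adjusted p = 0.087; -0.040 without DKO replicate 2 and -0.073 without FFFF replicate 1). CC ligands differed by -0.13 without DKO replicate 2, and the CXC list by -0.47 without the array labelled DKO replicate 1. At 5 days, the differences were -0.27 for CC ligands (14 of 17 negative, adjusted p = 0.0082), -0.079 for CXC, CX3C and XC ligands (adjusted p = 0.34), -0.15 for receptors (adjusted p = 0.049) and -0.34 for leukocyte signaling components (29 of 30 negative, adjusted p = 2.8e-07). The 3 lists called at 5 days had an adjusted p = 0.641 with an estimated correlation. No member of the 4 lists passed at either day, over all genes or adjusted over the list alone.

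**Figure D2:**
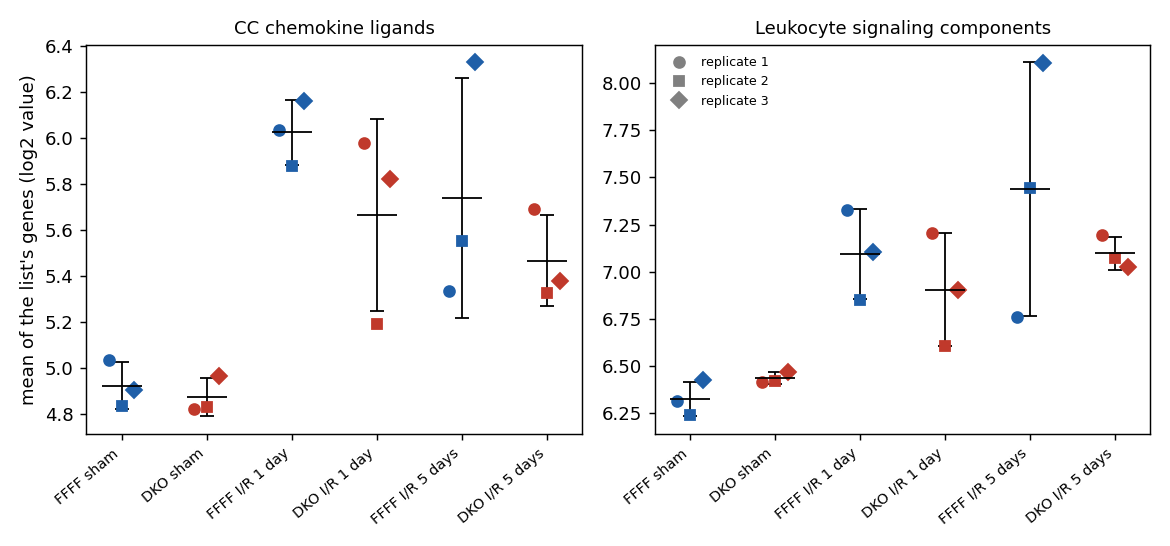
Mean log2 value of 17 CC chemokine ligands and of 30 leukocyte signaling components in each array, by group; symbols stand for the arrays, the horizontal line for the group mean and the error bars for the SD of 3 arrays. In both panels, FFFF I/R 5 days replicate 3 lies highest in its group, and in both DKO I/R 1 day replicate 2 lies lowest in its group.

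At 1 day, arrays of equal number were taken as pairs from their values alone, a structure that the labels do not name. The differences within pairs 1, 2 and 3 were -0.055, -0.69 and -0.34 for CC ligands and 0.18, -0.72 and -0.38 for the CXC, CX3C and XC ligands. They were -0.039, -0.35 and -0.37 for receptors and -0.12, -0.24 and -0.20 for signaling components. With 3 pairs there is no two-sided p under 0.25 in a test that flips their signs. With the replicate number as a block and the 2 groups of that day fitted alone, a choice made after the data were seen, CC ligands (camera adjusted p = 0.042) and signaling components (adjusted p = 4.3e-04) passed and the CXC list did not (adjusted p = 0.12), each with an adjusted p = 0.756 with an estimated correlation. At 5 days, exact two-sided permutation tests of the list means over arrays, whose smallest p is 0.10 for 3 arrays against 3, gave p = 0.60 for CC ligands and for signaling components. Without FFFF I/R 5 days replicate 3, the differences at 5 days were 0.022 for CC ligands, 0.056 for receptors and -0.0068 for signaling components, and none passed. Without FFFF replicate 1 they were -0.48, -0.35 and -0.68 (adjusted p = 0.0015, 0.0023 and 8.5e-19). Without DKO replicate 2 those of CC ligands (-0.20) and receptors (-0.13), and without FFFF replicate 2 (-0.15) or DKO replicate 3 (-0.14) that of receptors, missed the threshold, while the CXC list passed without FFFF replicate 1 (-0.16). At 1 day, the CXC list missed it without DKO replicate 2 (-0.12) or FFFF replicate 2 (-0.29), and CC ligands (-0.52) and signaling components (-0.34) passed without the array labelled DKO replicate 1, as did signaling components without FFFF replicate 2 (-0.31). Dim features left out, or the compared groups fitted alone, ended the call of the CXC list at 1 day, and the former made one of CC ligands (-0.40) and ended that of receptors at 5 days (-0.20). With the male arrays alone at 5 days, CC ligands differed by 0.067, receptors by 0.064 and signaling components by 0.029. The paper found fewer CD45-positive leukocytes in DKO hearts at 5 days by flow cytometry, and it sets the lower intracellular components of inflammatory cells, mostly at 5 days, beside that finding.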

We then validated the top 5 attenuated genes of the “Chemokine Signaling Pathway” at the 1 and 5 day time point after I/R by RT–PCR (Supplementary Fig S9C), and we could confirm an attenuated gene expression of CCL3, CCR1, CXCR2, PPBP, HCK, FGR, and CCL6. However, CXCL3 could not be detected by RT–PCR and VAV1 and CCL2 could not formally be validated, although a not statistically significant trend toward attenuated expression could be noted. Based on the observation that 5 days after I/R more intracellular components of inflammatory cells were enriched, we speculated that these changes are rather indirectly and secondarily mediated by CaMKII by non-cardiomyocyte autonomous effects. 

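Among the intracellular signaling components of leukocytes at 5 days, the smallest p-values belonged to Nfkb1, a subunit of NF-kappa B, at -0.22 (standard error 0.096), Gnb2, a G protein β subunit, at -0.28 (standard error 0.13), and Jak3, a kinase of lymphocyte cytokine receptors, at -0.45 (standard error 0.22), each with a limma adjusted p of 1. Without FFFF I/R 5 days replicate 3, Nfkb1 was at -0.14 and Gnb2 at -0.17, and without FFFF replicate 2 Jak3 was at -0.29. Whether the difference between DKO and FFFF itself changed from 1 to 5 days was tested as a contrast of the 2 differences. It changed by -0.15 for the signaling components (camera adjusted p = 0.26), 0.089 for CC ligands (adjusted p = 0.87), 0.23 for CXC, CX3C and XC ligands (adjusted p = 0.40) and 0.11 for chemokine receptors (adjusted p = 0.74), so that no chemokine list passed this test. Neutrophil markers did (0.72, 14 of 18 positive, camera adjusted p = 0.0020, and 0.971 with an estimated correlation). Their difference lay closer to 0 at 5 days than at 1 day. In FFFF replicates 1, 2 and 3 the list means were 4.455, 4.303 and 4.312 in sham hearts, 6.529, 5.943 and 6.581 at 1 day, and 4.526, 4.653 and 4.824 at 5 days. With the signal near sham at 5 days, little difference could show, so the test cannot tell whether an effect of genotype changed. The neutrophil difference at 1 day, -0.84 with all arrays, was -0.39 without DKO I/R 1 day replicate 2 and -1.40 without the array labelled DKO replicate 1. No single gene passed the test of this change in limma (0 genes; 1207 at an unadjusted p under 0.05, and 0 with gene-wise analysis of variance). The change of the signaling components passed without FFFF I/R 1 day replicate 1 (-0.27), FFFF I/R 5 days replicate 1 (-0.49) or DKO I/R 1 day replicate 2 (-0.30), and was 0.18 without FFFF I/R 5 days replicate 3. The change of CC ligands was negative without FFFF I/R 5 days replicate 1 (-0.11) or 2 (-0.0054), DKO I/R 1 day replicate 2 (-0.15) or DKO I/R 5 days replicate 1 (-0.025), and that of receptors without FFFF I/R 5 days replicate 1 (-0.097) or DKO I/R 1 day replicate 2 (-0.080).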

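Of the chemoattractant ligands at 1 day, Ccl17, a ligand of T cells, had a log2 value of 4.24 ± 0.24 (SD, n = 3 arrays) in DKO and 4.62 ± 0.44 (SD, n = 3) in FFFF hearts (difference -0.39, standard error 0.17, limma adjusted p = 0.73). Ccl12, a monocyte chemoattractant, was at 4.81 ± 0.94 (SD, n = 3) and 5.54 ± 0.46 (SD, n = 3), a difference of -0.73 (standard error 0.42, adjusted p = 0.80). Cxcl2, a neutrophil chemoattractant, differed by -0.38 (standard error 0.13, adjusted p = 0.67). Without DKO I/R 1 day replicate 2, Ccl12 was at -0.33, Ccl17 at -0.26 and Cxcl2 at -0.23. Ccl12 was at -1.24 without DKO replicate 3, Ccl17 at -0.63 and -0.20 without FFFF replicate 1 and 2, and Cxcl2 at -0.23 without FFFF replicate 3. In FFFF hearts, I/R raised 6 of the 17 CC ligands at 1 day (8 adjusted over the list alone; adjusted p = 0.271 with an estimated correlation) and 5 of the 15 CXC, CX3C and XC ligands (6 adjusted over the list alone; adjusted p = 0.239 with an estimated correlation). At 5 days, 2 CC ligands and 3 of the other ligands were above sham (8 and 3 adjusted over the list alone; adjusted p = 0.262 and 0.178 with an estimated correlation).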

Vice versa, we envisioned that the chemoattractant ligands, which were already attenuated 1 day after I/R, might be induced by CaMKII in cardiomyocytes. Thus, we tested whether adenoviral expression of active CaMKII (CaMKII-T287D) was sufficient to induce mRNA expression of selected genes of the “Chemokine Signaling Pathway”. Strikingly, CaMKII induced only expression of members of the chemokine (C-C motif) ligand family (Fig6C), in particular CCL2 (also known as monocyte chemotactic protein 1, MCP1) and even more pronounced CCL3 (also known as macrophage inflammatory protein 1 alpha, MIP-1 alpha) but not CCR1, VAV1, HCK, or FGR (Supplementary Fig S10), which according to the KEGG PATHWAY Database are all intracellular components of inflammatory cells, supporting our hypothesis that these genes are rather indirectly and secondarily regulated by CaMKII via non-cardiomyocyte autonomous effects. To rule out an artificial effect due to adenovial infections of NRVMs, we used another adenovirus with a high titer (10 MOI), in this case NFAT-GFP, as a control and found no effect on CCL2 and CCL3 expression. In these experiments, CaMKII expression was confirmed by RT–PCR (3 MOI led to a 18-fold increase in CaMKII expression and 10 MOI to a 114-fold increase).

**Figure 6:**
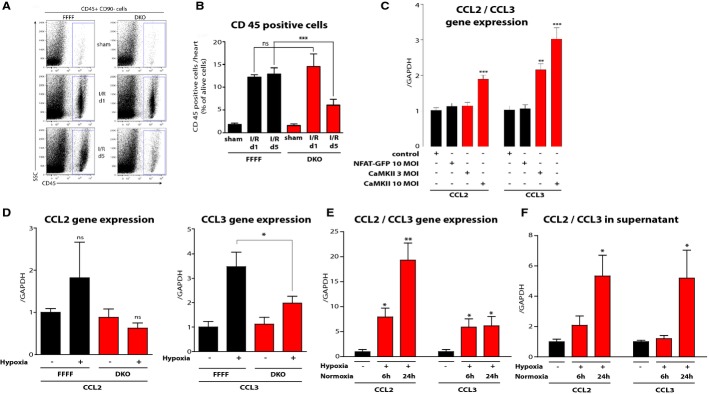
CaMKII mediates infiltration o CD45^+^ cells and pro-inflammatory chemoattractant signaling Representative dot plots of hearts analyzed by flow cytometry comparing sham operated, I/R d1 and I/R d5 from DKO and FFFF control animals. Blue gates indicate CD45^+^ cells.*N* = 5 animals per sham group, 6 animals per I/R group.Quantitative analysis. Reduced infiltration of CD45^+^ leukocytes occurs 5 days after I/R injury in DKO mice, while no significant differences can be detected on day 1 after I/R injury. ns,*P* = 0.86; ***P = 0.0004.Gene expression as determined by real-time RT–PCR of CCL2 and CCL3 in NRVMs under control conditions and after adenoviral infection with active CaMKII (contains T287D mutation for auto-activation) or NFAT-GFP as additional control. Gene expression is normalized to GAPDH.*N* = 6 independent experiments per group. ***P = 0.0001 in CCL2 group; **P = 0.002; ***P =* *0.0001 in CCL3 group.Gene expression as determined by real-time RT–PCR of CCL2 and CCL3 in adult mouse ventricular myocytes (AMVMs) from FFFF and DKO mice (*n* = 6 wells per condition) after hypoxia, normalized to GAPDH. ns,*P* = 0.68 in FFFF group; ns,*P* = 0.29 in DKO group; *P = 0.01.Gene expression as determined by real-time RT–PCR of CCL2 and CCL3 in NRVMs after hypoxia followed by normoxia periods as indicated, normalized to GAPDH, respectively.*N* = 4 wells per condition. *P = 0.02; **P = 0.006 in CCL2 group; *P = 0.01 (6 h); *P = 0.02 (24 h) in CCL3 group.Quantification of CCL2 and CCL3 protein as determined by ELISA in supernatant from NRVMs after hypoxia followed by normoxia periods as indicated.*N* = 3 per condition. *P = 0.03 in CCL2 group; *P = 0.04 in CCL3 group. Data information: Data are expressed as mean ± SEM. One-way ANOVA with Bonferroni's multiple comparison test was used to compare groups. ns = non-significant.

To further support these data, we asked whether CaMKII is also required for CCL2 and CCL3 gene expression in isolated cardiomyocytes. Thus, we isolated adult mouse ventricular myocytes (AMVMs) from FFFF and DKO and applied hypoxia followed by 8 h normoxia (Fig6D). We found that CCL3 but not CCL2 was significantly upregulated by hypoxia, which was clearly attenuated in DKO cardiomyocytes. Taken together, CaMKII is sufficient and required for cardiomyocyte autonomous CCL3 expression. To test whether an increased gene expression of CCL2 and CCL3 results in an increased secretion of the protein, we performed hypoxia experiments in NRVMs (Fig6E and F) and found that an increase in CCL2 and CCL3 mRNA preceded an actual increase of CCL2 and CCL3 protein in the supernatant of NRVMs 24 h after hypoxia, potentially explaining the late effects on infiltration of CD45^+^ cells.

## Discussion

The present study investigated for the first time the specific roles of CaMKIIδ, its splice variants δB and δC, and potential redundant roles of CaMKIIδ and CaMKIIγ in the acute setting of*in vivo* I/R injury and post-infarct remodeling. The important new finding of this work is that CaMKII mediates maladaptive post-infarct remodeling not through a reduction of acute myocardial damage after I/R injury as reported by others.

### CaMKII loss-of-function models

Because of the lack of sufficient CaMKII loss-of-function models, one could not comprehensively study the essential roles of the CaMKII genes and splice variants in the context of cardiovascular disease. Therefore, we focused first on the development of genetic mouse models, in which the cardiac CaMKII genes and splice variants were specifically targeted or re-expressed close to endogenous levels*in vivo*. These models were then combined with a clinically relevant*in vivo* I/R mouse model, resembling a common clinical course of events in patients with MI who undergo revascularization therapy. In contrast to previously described approaches aiming at inhibiting CaMKII, the models established for this study are specific and result—in case of DKO—in a profound and almost complete inhibition of CaMKII activity. The DKO model is so far the most effective approach to fully inhibit cardiac CaMKII activity*in vivo*. Other published*in vivo* models that use either chemical compounds or peptides or single CaMKII KOs did not result in a comparable CaMKII loss of function as shown here by PLN-Thr17 hypo-phosphorylation (Zhang*et al*, 2005; Yang*et al*, 2006; Backs*et al*, 2009; Ling*et al*, 2009, 2013). We also established an inducible DKO model, which we currently also use to further evaluate CaMKII as a therapeutic target in cardiovascular disease by deleting CaMKII after onset of disease. The AAV9-Cre driven gene take out did neither induce AAV- nor Cre-associated cardiomyopathy as it was reported for an alternative approach, in which tamoxifen is used in combination with Mer-Cre-Mer transgenic mice (Koitabashi*et al*, 2009; Molkentin & Robbins, 2009). However, we cannot formally rule out that in the DKO or iDKO model, CaMKIIβ may compensate for the loss of CaMKIIδ and CaMKIIγ. Moreover, we established a CaMKII gene replacement strategy to study the specific functions of the CaMKIIδ splice variants δB and δC. This is of particular interest in the context of I/R injury because it was suggested that δC plays rather a maladaptive and δB rather a protective role in this process (Zhang*et al*, 2003, 2010; Zhu*et al*, 2003, 2007; Little*et al*, 2009; Peng*et al*, 2010). Thus, we were interested to test whether the specific lack of CaMKIIδC protects the heart against acute myocardial I/R injury. We took advantage of the AAV9-mediated expression approach to re-express the CaMKII splice variants at endogenous rather than at artificial overexpression levels. In this regard, CMKIIδB and CMKIIδC transgenic mice showed at least a 10-fold overexpression of CaMKII in the heart (Zhang*et al*, 2002, 2003), which exceeds the expression levels as observed in pathological conditions (see Fig2).

### CaMKII in acute I/R injury

Previous work suggested that CaMKII inhibition prevents adverse remodeling following MI (Zhang*et al*, 2005). Furthermore, evidence was provided that CaMKII mediates apoptosis in the acute setting of MI (Yang*et al*, 2006; Joiner*et al*, 2012). In these studies, CaMKII inhibition was achieved by cardiac expression of a CaMKII inhibitory peptide, which may also exert CaMKII-independent effects (Backs*et al*, 2009). Therefore, the possibility exists that the inhibition of other signaling molecules accounts for the early anti-apoptotic effects. In another study, pharmacological CaMKII inhibition resulted in smaller infarct sizes and significant reductions of apoptotic and necrotic markers in acute I/R of isolated Langendorff-perfused rat hearts (Vila-Petroff*et al*, 2007). Here, KN-93 was used as pharmacological inhibitor of CaMKII. Although commonly used, KN-93 was also shown to induce general toxicity and to lack specificity for CaMKII (Means, 2000; Hudmon & Schulman, 2002; Gao*et al*, 2006; Rezazadeh*et al*, 2006).

The first study to report protective effects in a genetic CaMKIIδ mouse model in acute I/R injury was published very recently (Ling*et al*, 2013). However, although we used the same protocol of 60 min of LAD ligation followed by 24 h of reperfusion, we could not demonstrate beneficial effects in this setting. A possible explanation for these contradictory results could be found in different genetic backgrounds or different KO strategies. Deletion of CaMKIIδ and CaMKIIγ in the present study was achieved by targeting exons 1 and 2 of the two CaMKII genes, resulting in no residual translation of partial CaMKII peptides (Backs*et al*, 2009). In contrast, the other CaMKIIδ-KO model (Ling*et al*, 2009, 2013) was generated by targeting exons 9 to 11. Thus, the possibility exists that a residual N-terminal CaMKII polypeptide is produced which exerts a dominant-negative effect on CaMKIIγ or modulatory effects on other kinases because the N-terminal part would be predicted to bind to CaMKII phospho-sites (which are often shared with other kinases) but would not direct kinase activity to these sites. The present study used the aforementioned genetic mouse models without residual CaMKII peptides but could not confirm a critical role of CaMKII after acute myocardial I/R injury. This conclusion based on three pieces of evidence: First, there was no difference in infarct sizes after 30 or 60 min of ischemia and subsequent 24 h of reperfusion. Second, neither apoptotic nor necrotic markers were significantly different. Third, we confirmed these data in four different CaMKII loss-of-function models: (i) KO of the major cardiac CaMKII isoform δ, (ii) functional KO of the major cardiac CaMKII splice variants δB or δC, (iii) cardiomyocyte-specific DKO, to address the redundant roles of CaMKIIδ and γ, and (iv) induced cardiomyocyte-specific DKO, to reduce compensatory mechanisms. Surprisingly, but based on these extensive studies, we must conclude that CaMKII—at least in the clinically relevant setting that was used in this study—is not critical for infarct size determination after acute myocardial ischemia/reperfusion injury in mice. Potential arrhythmogenic effects of CaMKII were not directly investigated in the present study. However, we did not observe any differences with regard to acute mortality of the operated animals, allowing us to assume that possible I/R-related arrhythmias were not CaMKII-mediated.

### CaMKII DKO alters leukocyte infiltration kinetics after I/R injury

Despite similar infarct sizes (based on hsTnT levels 24 h after ischemia) in FFFF and DKO mice, cardiac dysfunction failed to progress 3 weeks after I/R injury in DKO animals. The protection against cardiac dysfunction was associated with reduced scar formation. Thus, we searched for possible underlying mechanisms. Within the early phase after I/R injury between day 1 and 5, inflammatory signals recruit myeloid cells (neutrophils, monocytes/macrophages) to the infarct zone, where different populations of these leukocytes are responsible for clearance of dead cardiomyocytes and cell debris (Leuschner*et al*, 2012). In addition, formation of granulation tissue including promotion of new blood supply marks the beginning of post-infarct remodeling (Ertl & Frantz, 2005; Frangogiannis, 2008). It has been shown that distinct monocyte subsets contribute in specific ways to myocardial ischemic injury. Two distinct phases of monocyte participation after MI have been proposed: (I) Ly-6C hi monocytes have been shown to dominate the early phase and exhibit phagocytic, proteolytic, and inflammatory functions, while (II) Ly-6C lo monocytes dominate the later phase by expressing vascular endothelial growth factor and promoting healing via myofibroblast accumulation, angiogenesis, and deposition of collagen (Nahrendorf*et al*, 2007). In the present study, we used CD45 as a pan leukocyte marker to investigate general differences in leukocyte infiltration kinetics in CaMKII DKO mice. While at day 1 after I/R injury, no difference in inflammatory leukocyte response could be seen, we found altered leukocyte infiltration at day 5 after I/R injury. Considering different phases of post-I/R inflammatory processes and distinct functional differences of inflammatory cells at specific time points in post-I/R remodeling (Nahrendorf*et al*, 2007), we postulated that CaMKII might be a key regulator of the later inflammatory response after I/R—rather than an early regulator of cell death and infarct size determination, as evidenced by our acute I/R experiments (Figs1, 2 and 4, Supplementary Figs S2 and S7).

### How does CaMKII regulate cardiac inflammation?

Several previous studies reported protective effects of CaMKII inhibition in the chronic process of pathological remodeling after myocardial infarction or pathological pressure overload, which are both characterized with the activation of inflammatory pathways (Zhang*et al*, 2005; Backs*et al*, 2009; Ling*et al*, 2009; Yoo*et al*, 2009). Based on the conditional cardiomyocyte-specific knockout strategy used in this study, we can rule out that CaMKII mediates the inflammatory response by acting in inflammatory cells, in cardiac fibroblasts or other non-myocyte cells because CaMKII was specifically deleted in cardiomyoctes. Thus, we investigated whether CaMKII may signal via chemoattractant signals to leukocytes. In cardiomyocytes, CaMKII was shown to tightly regulate epigenetic processes controlled by histone deacetylases (HDACs) leading to transcriptional activation of gene programs that drive pathological remodeling (Anderson*et al*, 2011). In particular, CaMKII regulates HDAC4 and indirectly HDAC5, resulting in cytosolic accumulation of these epigenetic enzymes (Backs*et al*, 2006, 2009). As a consequence, gene programs that are controlled by the transcription factors MEF2 and SRF are activated (Kreusser & Backs, 2014; Lehmann*et al*, 2014). Cardiomyocyte-specific overexpression of these transcription factors leads to pathological remodeling (Zhang*et al*, 2001; Kim*et al*, 2008). However, leukocyte infiltration was not studied in detail in these animal models, but MEF2 was recently identified to be a critical part in inflammatory pathways in*Drosophila* (Clark*et al*, 2013). Moreover, it has been recently described that the CaMKII/HDAC4-HDAC5/MEF2-pathway (Backs*et al*, 2008) regulates CCL2 in vascular smooth muscle cells (Ginnan*et al*, 2012). Here, we show for the first time that gene expression of CCL2 and CCL3 is induced by CaMKII in cardiomyocytes and that CaMKII is required for hypoxia-induced CCL3 expression in cardiomyocytes. Both CCL2 and CCL3 have been implicated in cardiac pathologies: CCL2 (MCP-1) is a well-known chemokine involved in recruitment of leukocytes and regulated after myocardial infarction (Birdsall*et al*, 1997). CCL3 has been described to be upregulated after myocardial infarction, autoimmune myocarditis, and Chagas disease due to trypanosoma cruzi infection (Goser*et al*, 2005; Machado*et al*, 2008; Alves*et al*, 2012). However, the upstream signaling pathways of CCL3 under these conditions were incompletely understood. We now demonstrate that CaMKII is sufficient and required for CCL3 expression in cardiomyocytes.

### Clinical implications

We conclude that other than reported before CaMKII is not critical for cardiomyocyte survival and infarct size determination in the first 24 h after myocardial infarction. However, at later time points, combined deletion of the two cardiac CaMKII genes slows down the process of I/R-mediated post-infarct remodeling and cardiac dysfunction, possibly by attenuating pro-inflammatory chemoattractant signaling molecules such as CCL3. Therefore, CaMKII inhibition might become a promising anti-inflammatory therapeutic strategy in patients during post-infarct remodeling after myocardial infarction and revascularization. Moreover, given the role of CCL3 in autoimmune myocarditis and Chagas disease, CaMKII might also be a promising drug target in these disease entities.

## Materials and Methods

### Animals

CaMKIIδ and CaMKIIγ KO mice were described previously (Backs*et al*, 2009, 2010). CaMKIIδ/CaMKIIγ double knockout (DKO) mice were created by crossbreeding double-floxed animals (CaMKIIγ^loxP/loxP^; CaMKIIδ^loxP/loxP^, FFFF) with mice expressing Cre-recombinase under the control of a cardiomyocyte-specific α-MHC-promoter (Agah*et al*, 1997). Inducible CaMKII double KO mice (iDKO) were created by Cre-recombinase that was expressed under the control of a CMV-enhanced 260-bp myosin light chain (MLC260) promotor and delivered to the heart via cardiotrophic AAV9 (AAV9-MLC260-Cre) (Geisler*et al*, 2011). FFFF control mice received AAV9-MLC260-Luc (luciferase expression). Briefly, 9 × 10^11^vg of AAV9-MLC260-Cre or AAV9-MLC260-Luc were injected intravenously into tail veins of FFFF mice. Subsequent I/R experiments were performed at 12–13 weeks after i.v. injection. CaMKIIδ KO, DKO, and CaMKIIδ KO mice expressing CaMKIIδ splice variants δB and δC were subjected to surgery at the age of 10–15 weeks. Mice expressing AAV-Cre and AAV-Luc were operated at 16–18 weeks of age. All animals were fed a standard diet and water and were maintained on a 12-h light and dark cycle at a room temperature of 22 ± 2°C. All experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee at the Regierungspräsidium Karlsruhe, Germany.

Please see detailed Supplementary Methods providing methodological summary of*in vivo* I/R, high-sensitive cardiac Troponin T measurements, chemical reagents, plasmids and generation of AAV vectors, mitochondrial isolation, Western blot analysis, RNA microarray, RT–PCR, histology, TdT-mediated dUTP nick end labeling (TUNEL), caspase-3/7 activity measurements, transthoracic echocardiography, flow cytometry, primary cardiomyocyte cell culture experiments, and P-V loop analysis.

**The paper explained**

**Problem**

CaM Kinase II (CaMKII), a serine/threonine protein kinase with a broad spectrum of substrates, was suggested to mediate ischemic myocardial injury and adverse cardiac remodeling. Recent studies investigated the role of CaMKII in myocardial infarction and ischemia/reperfusion injury (I/R), mostly using inhibitory peptides and pharmacologic agents. However, the specific functions of the cardiac CaMKII genes and splice variants in I/R remained unclear.

**Results**

Here, we show that CaMKII is critically involved in the process of post-infarct remodeling, but—other than reported before—not in the immediate mechanisms that regulate acute damage after I/R injury. Using flow cytometry and gene profiling, we found that CaMKII mediates altered leukocyte infiltration kinetics and pro-inflammatory chemoattractant signaling, indicating that CaMKII regulates pathological post-infarct remodeling via inflammatory pathways rather than via early induction of cell death. This was confirmed by the use of different new genetic CaMKII KO mouse models: While (i) neither the single genetic deletion of the CaMKIIδ isoform, nor (ii) a gene replacement strategy with adeno-associated virus-mediated expression of the CaMKII splice variants δB and δC, nor (iii) a cardiomyocyte-specific CaMKIIδ/γ double knockout (DKO) nor (iv) inducible DKO did reveal differences in infarct size or cell death in acute I/R injury, 5 weeks after I/R injury, DKO mice were protected against extensive scar formation and cardiac dysfunction, as assessed by trichrome staining, transthoracic echocardiography and pressure-volume loop measurements.

**Impact**

CaMKII inhibition might become a promising therapeutic anti-inflammatory strategy in patients during post-infarct remodeling after myocardial infarction and revascularization. However, other than hypothesized, CaMKII inhibition seems not to prevent acute cardiac damage 1 day after ischemia.

## Statistics

Data are presented as mean ± SEM and were analyzed by Student's*t*-test between two groups or by ANOVA with Bonferroni's multiple comparison test when 3 or more groups were compared. A*P*-value < 0.05 was considered statistically significant.

# Supplementary material for: CaM Kinase II mediates maladaptive post-infarct remodeling and pro-inflammatory chemoattractant signaling but not acute myocardial ischemia/reperfusion injury
**Source:** EMBO Mol Med. 2014 Sep 5;6(10):1231–45. doi: 10.15252/emmm.201403848
**Supplement:** Supplementary file 1

## Supplementary Information

|                                           |           |
|-------------------------------------------|-----------|
| <b>Supplemental Materials and Methods</b> | <b>1</b>  |
| <b>Supplemental Figures</b>               | <b>4</b>  |
| <b>Supporting Information References</b>  | <b>17</b> |

## Supplemental Materials and Methods

**Ischemia/Reperfusion.** Mice were anesthetized and subjected to myocardial I/R. Briefly, after initiation of general anesthesia with Propofol 1% (0.002 ml/g bodyweight, retroorbital injection) and isoflurane anesthetic gas, the mice were intubated, ventilated with a rodent ventilator (MiniVent Type 845, Harvard Apparatus, Holliston, MA) and a left thoracotomy was performed. Anesthesia was maintained with isoflurane 2.0 %. The left anterior descending (LAD) coronary artery was ligated with an 8-0 suture, tied on top of a plastic tube, 0.9 mm in diameter, approximately 1 mm below the edge of the left atrial appendage. Successful ligation of the artery was confirmed by blanching of the left ventricular (LV) myocardium. After 30 or 60 minutes of ischemia, reperfusion was established by pulling out the occluding tube. 24 hours post-surgery, the LAD was re-occluded and 2 % Evans Blue injected into the beating LV of terminally anesthetized mice to delineate the ischemic area. Hearts were harvested and 7-8 parallel transverse sections (thickness 1 mm) were obtained. Infarct area was determined by incubation with 1 % triphenyltetrazolium chloride (TTC). Each heart was digitally recorded with a microscope and a digital camera (Canon Ixus, Canon Inc., Tokyo, Japan). All stained transverse sections were photographed from top and bottom. The total heart volume, ischemic area (area at risk) and infarct area were determined with computer-assisted planimetry software (Image J, <http://rsbweb.nih.gov/ij/>). All data were analyzed by a single observer blinded to mouse genotypes.

**High Sensitive Cardiac Troponin T Measurements.** Retroorbital blood samples were taken from isoflurane anesthetized mice using hematocrit capillaries. Fresh blood samples were centrifuged to obtain serum. Further analysis was performed using an automated Cobas Troponin T hs STAT Elecsys (Roche).

**RNA isolation.** Total RNA was isolated from ventricular tissue or from cultured cardiomyocytes using TRIzol (Invitrogen, Germany). Total RNA was digested with DNase, and cDNA synthesis from 500 ng of RNA was carried out using a SuperScript first-strand synthesis system for RT-PCR (Invitrogen).

**Quantitative real-time PCR (qPCR).** qPCR was performed with Universal ProbeLibrary (Roche) by using TaqMan Universal PCR Mastermix (Applied Biosystems) and detection on a 7500 Fast Cyclor (Applied Biosystems). Primers and probes were: For rat: PPBP 5'-gcttcagactcagacctacac-3' and 5'-aaatggctcgtgtgtatcagg-3'; CXCR2 5'-cagagactgggagccactc-3' and 5'-gctgaaattatccacctgatt-3'; CCR1 5'-gactctcaaaaggccagaaa-3' and 5'-ggaactggtcaggaacaatagc-3'; CXCL3 5'-ggctcctcaatgctgcac-3' and 5'-ggccacaacagtcctga-3'; CCL2 5'-cgtgctgtctcagccagat-3' and 5'-ggatcatcttgccagtgaatg-3'; CCL6 5'-atcctgttgccgctcctt-3' and 5'-aggagcagatcttctttaccg-3'; FGR 5'-tgttccagcaactatgtgg-3' and 5'-tgctgatctttccgaagtacc-3'; HCK 5'-agccactgccaaaactcatt-3' and 5'-tgctcaatgaagccatgc-3'; VAV1 5'-cgctccaagacagacagga-3' and 5'-gcgcttccagatgagcagtg-3'; PIK3CD 5'-tggctggtggtccttctc-3' and 5'-ggcatcctgctgtgttact-3'; GAPDH 5'-tgggaagctggtcatcac-3' and 5'-catcacccatttgatcttga-3'. For mouse: PPBP 5'-gccactcataacctccag-3' and 5'-gggtccatgccatcagatt-3'; CXCR2 5'-caggaccaggaatgggagta-3' and 5'-tccctccaaatatcccta-3'; CCR1 5'-tggacaaaatactctggaacaca-3' and 5'-tgtgaaatctgaaatccatcc-3'; CXCL3 5'-ggctcctcaatgctgcac-3' and 5'-ggccacaacagtcctga-3'; CCL2 5'-catccacgtgttggtcga-3' and 5'-gatcatcttgctggtgaatgagt-3'; CCL6 5'-tctttatcctgtggtgtcc-3' and 5'-tggagggttatagcgacgat-3'; FGR 5'-ttccatccaggtgaagagt-3' and 5'-ctgggggttaccagaggac-3'; HCK 5'-acggagttcatggccaaa-3' and 5'-gcttgctgccttctcactc-3'; VAV1 5'-ccagcaagcacttgatca-3' and 5'-tcggccattgttagctctt-3'; GAPDH 5'-ccttgatcaacacgtaccag-3' and 5'-cgctgtacactccaccac-3'.

**Microarray analysis.** Gene expression profiling was performed with arrays of mouse mogene20-st-v1-type from Affymetrix. First, Biotinylated antisense cRNA was prepared according to the Affymetrix standard labelling protocol. Then, the hybridization on the chip was performed on a GeneChip Hybridization oven 640, afterwards dyed in the GeneChip Fluidics Station 450 and thereafter scanned with a GeneChip Scanner 3000. All of the equipment used was obtained from the Affymetrix-Company (Affymetrix, High Wycombe, UK). A Custom CDF Version 18 with Entrez based gene definitions was used for annotation of the arrays. 

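The deposited log2 values have the same distribution in every array: at any one rank, the 18 arrays differ by at most 0.00190. Each array therefore has the same median, so that differences between genes are relative to the whole array.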

The Raw fluorescence intensity values were normalized applying quantile normalization. Differential gene expression was analysed with an ANOVA, using a commercial software package (SAS JMP10 Genomics, version 6) from SAS (SAS Institute, Cary, NC, USA). A false positive rate of  $\alpha=0.01$  was taken as level of significance. 

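With limma at an unadjusted p under 0.01, 355 genes differed between DKO and FFFF in sham hearts, 365 at 1 day and 94 at 5 days, where chance alone gives about 245 genes. Among those at 1 day, 219 were higher and 146 lower in DKO; at 5 days, 66 were higher and 28 lower. Gene-wise analysis of variance without moderation gave 349, 335 and 128 genes at the same unadjusted threshold. At an adjusted p under 0.01, limma gave 1 gene in sham hearts, A1cf, an RNA-binding cofactor of mRNA editing, and 0 at either day after I/R.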

Gene Set

Enrichment Analysis (GSEA), was used to determine whether defined lists or sets of genes exhibit a statistically significant bias in their distribution within a ranked gene list (see [http://www.broadinstitute.org/gsea/for details](http://www.broadinstitute.org/gsea/for%20details) (Subramanian et al, 2005). Pathways belonging to various cell functions, such as chemokine signalling or cytokine- cytokine receptor interaction were obtained from public external databases (KEGG, <http://www.genome.jp/kegg/>). The raw and normalized data are deposited in the Gene Expression Omnibus database (<http://www.ncbi.nlm.nih.gov/geo/>; accession No.: GSE58486).

**Mitochondria Isolation.** We isolated mitochondria from adult mouse hearts using an established method optimized for small tissue samples as described by others before.(Mela & Seitz, 1979; Wei et al, 2011) Briefly, the LV myocardium was manually homogenized for 6 min in the presence of protease inhibitor (complete mini EDTA free, Hoffmann-La Roche and DTT 2mM, Sigma) in ice-cold isotonic isolation solution (IS; 75 mM sucrose, 225 mM mannitol, 2mM HEPES and 1 mM EGTA, pH 7.4). The homogenate was centrifuged at low speed (480g, 5 min, 4°C) and the supernatant was further centrifuged (7700g, 10 min) to obtain the mitochondrial pellet. The supernatant was frozen in liquid nitrogen and used as cytoplasmic fraction for further analysis, the pellet containing mitochondria was washed twice in IS, once in IS without EGTA, centrifuged (7700g, 5min), and finally resuspended in IS without EGTA. Mitochondrial protein concentrations were determined using NanoDrop 2000 spectrophotometer (Thermo Scientific). Furthermore, purity of mitochondrial fraction was confirmed by Western Blot analysis using an Antibody to detect Cox IV (Cell Signaling, #11967).

**Flow cytometry.** To prepare single-cell suspensions from infarct tissue, hearts were harvested; minced with fine scissors; placed into a cocktail of collagenase I, collagenase XI, DNase I, and hyaluronidase (Sigma-Aldrich); and shaken at 37°C for 1 hour, as described previously(Leuschner et al, 2011). Cells were then triturated through nylon mesh and centrifuged (15 min, 500 g, 4°C). Cell suspensions were incubated with mAbs against CD45 (BD Biosciences). Data were acquired on a FACSCanto (BD Biosciences) and analyzed with FlowJo v.8.5.2 (Tree Star, Inc.).

**Chemical Reagents, Plasmids and AAV vectors.** Evans Blue and TTC were purchased from Sigma-Aldrich, St. Louis, MO. 4',6-diamidino-2-phenylindole, dihydrochloride (DAPI) and DNase I were obtained from Invitrogen Carlsbad, CA. Epitope-tagged derivatives of the CaMKII $\delta$  splice variants B and C containing amino-terminal Myc tags were described before(Backs et al, 2006) and subcloned into pUFCMV<sub>enh</sub>/MLC0.26-Luc(Schinkel et al, 2012). AAV9-MLC260-CaMKII $\delta$ B, AAV9-MLC260-CaMKII $\delta$ C, AAV9-MLC260-Cre and AAV9-MLC260-Luc (as a control) were produced as described previously (Goehring et al, 2009).

**Western Blot Analysis.** Cardiac extracts were prepared as described previously (Backs et al, 2009), and Western blot analysis was carried out as described in an earlier publication (Backs et al, 2006). Antibodies for immunoblotting were used as follows: rabbit anti-Myc (Santa Cruz Biotechnology), mouse anti-phospholamban (anti-PLN) (Upstate), rabbit anti-phospho-PLN (Thr-17) (Upstate), rabbit anti-phospho-PLN (Ser-16), mouse anti-GAPDH (Millipore), mouse anti-CaMKII (BD Bioscience) and rabbit anti-CaMKII (Millipore).

**Histology, TdT-mediated dUTP nick end labeling (TUNEL).** Hearts were harvested 24 hours or 35 days after surgery. 1-mm middle transverse sections (at 3 mm above the heart apex) were fixed in 4% formaldehyde, embedded in paraffin and stained using Roche's "In situ Cell Death Detection Kit, Fluorescein". All processing and staining was performed according to manufacturer's instructions. Negative control samples were stained according to the same protocol with the exception of TUNEL enzyme solution. Pretreatment with DNase I was used to obtain positive controls. Additional nucleus staining with 4',6-diamidino-2-phenylindole (DAPI) was performed using 25 $\mu$ l of DAPI, diluted 1:10,000 in PBS, per tissue sample. Samples were incubated for 15 minutes at room temperature and rinsed twice with PBS. Photographs were acquired with an Olympus SZH zoom stereo dissection scope with an Optronics DEI-750 CCD digital camera. An average of 400–500 LV nuclei per animal was analyzed with Image J. All data were analyzed by a single observer blinded to mouse genotypes. Sections obtained at 35 days after surgery were fixed in 4% formaldehyde for 24 hours at 4°C and then embedded in paraffin. Staining with Masson's trichrome was performed following a standard protocol as described before (Backs et al, 2009). Stained 3- $\mu$ m sections were used for light microscopy and morphometric evaluation. Scar size quantification was performed with Image J by a single observer blinded to mouse genotypes.

**Caspase 3/7 Activity Measurements.** The Caspase-Glo 3/7 Assay (Promega Corporation) was used to measure caspase-3 and -7 activities. Heart lysates were mixed with reaction solution at equal volumes in a 96-well plate. Luminescence was detected after 60 minutes of incubation at room temperature. Left ventricular values were normalized to Caspase-3 and -7 activities in septal myocardium.

**Transthoracic Echocardiography.** Cardiac function was evaluated by 2D echocardiography on conscious mice as described before.(Bucks et al, 2009) M mode tracings were used to measure left ventricular internal diameter as the largest anteroposterior diameter in either diastole or systole. All data were analyzed by a single observer blinded to mouse genotypes. Left ventricular fractional shortening was calculated.

**P-V loop analyses.** Closed chest P-V (pressure-volume) measurements were performed by LV catheterization as previously described.(Pacher et al, 2008; Shioura et al, 2007) Introduction of anaesthesia and tracheal intubation were performed as described above. Briefly, the right carotid artery was exposed and a 1.4 F pressure-conductance catheter with 4.5 mm electrode spacing (FTM-1212B-4518; Scisense, London, ON, Canada) was retrogradely advanced into the LV. After optimization of catheter tip position, anaesthesia was reduced to 0.5 % Isoflurane to provide physiological hemodynamic readings. Steady-state P-V measurements were obtained and registered using the MPVS-300 (Millar Instruments, Houston, TX) and Chart 5.0 with PVAN 3.5 analysis software (ADInstruments, Colorado Springs, CO). Finally, mice were euthanized through 5 % Isoflurane inhalation and blood samples were collected by terminal bleeding.

**Adenovirus production.** Adenoviruses harboring Myc-CaMKII-T287D (CaMKII) were generated according to the manufacturer's instructions (ViraPower Adenoviral Expression System; Invitrogen). Nuclear factor of activated T-cells (NFAT)-GFP adenovirus was obtained from Seven Hills Bioreagents (Cincinnati, USA). After generation, the adenoviruses were amplified, purified with the Adeno-X Purification Kit (BD) and its infectious units per  $\mu$ l were determined with the Adeno-X Rapid Titer Kit (BD).

**Culture of neonatal rat ventricular cardiomyocytes (NRVMs).** NRVMs were isolated from 1 to 2-day old Wistar rats as previously described (Bucks et al, 2006). After isolation, NRVMs were maintained in DMEM/199 medium (4:1) with 10% FBS, 2 mM l-glutamine, and penicillinstreptomycin. NRVMs were infected 72 h after plating, grown 24 h later in serum-free media for another 8 h. For hypoxia experiments, NRVMs were incubated in hypoxic (1,5% O<sub>2</sub>) chambers for 1 h followed by 6 or 24 h of normoxia (ambient air). 24 h of normoxia served as control condition.

**Culture of adult mouse ventricular myocytes (AMVMs).** For AMVM isolation DKO mice and their Cre-negative littermates, respectively, were anesthetized with isoflurane and hearts were excised. Explanted hearts were retrogradely perfused and digested as described (Kohlhaas et al, 2010). Cells were plated onto regular cell culture plates with the glass bottoms treated with laminin. After 1 h in the fresh complete medium, hypoxia experiments were started. AMVMs were incubated in hypoxic (1,5% O<sub>2</sub>) chambers for 1 h followed by 8 h of normoxia (ambient air). 9 h of normoxia served as control condition.

**Determination of supernatant CCL2 and CCL3.** Concentration of CCL2 and CCL3 were measured in cell culture supernatants from NRVMs by enzyme-linked immunosorbent assay according to the manufacturer's instructions (R&D mouse/rat CCL2/JE/MCP-1 quantikine ELISA kit; Abnova rat CCL3 ELISA kit).

## Supplemental Figures

**A**

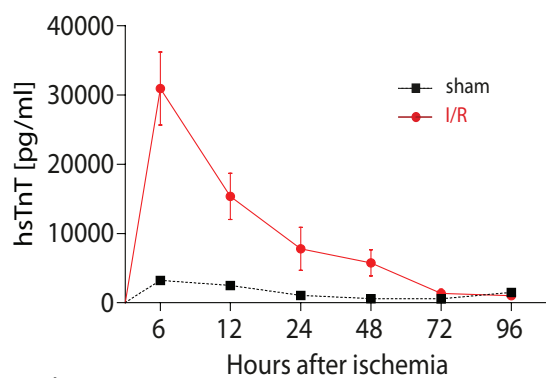

Suppl. Fig. 1

**B**

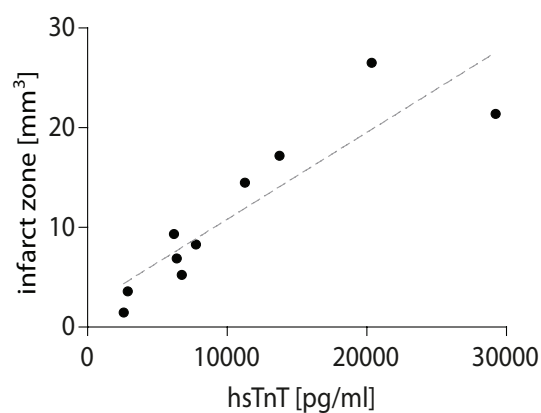

**Suppl. Fig 1. High sensitive serum Troponin T (hsTnT) is a reliable marker to detect myocardial damage in murine I/R injury.** (A) High sensitive serum Troponin T was measured in C57BL/6 (WT) mice at various time points after I/R surgery or sham operation as depicted in graph.  $N \geq 5$  in each group. (B) Correlation of hsTnT values with infarct zone area (IZ). WT mice were subjected to I/R surgery. 24 hours after I/R injury, hearts were harvested and underwent Evans Blue and TTC staining. IZ was calculated planimetrically. Dashed line: linear regression, Pearson  $r = 0.89$  with  $p < 0.001$ .

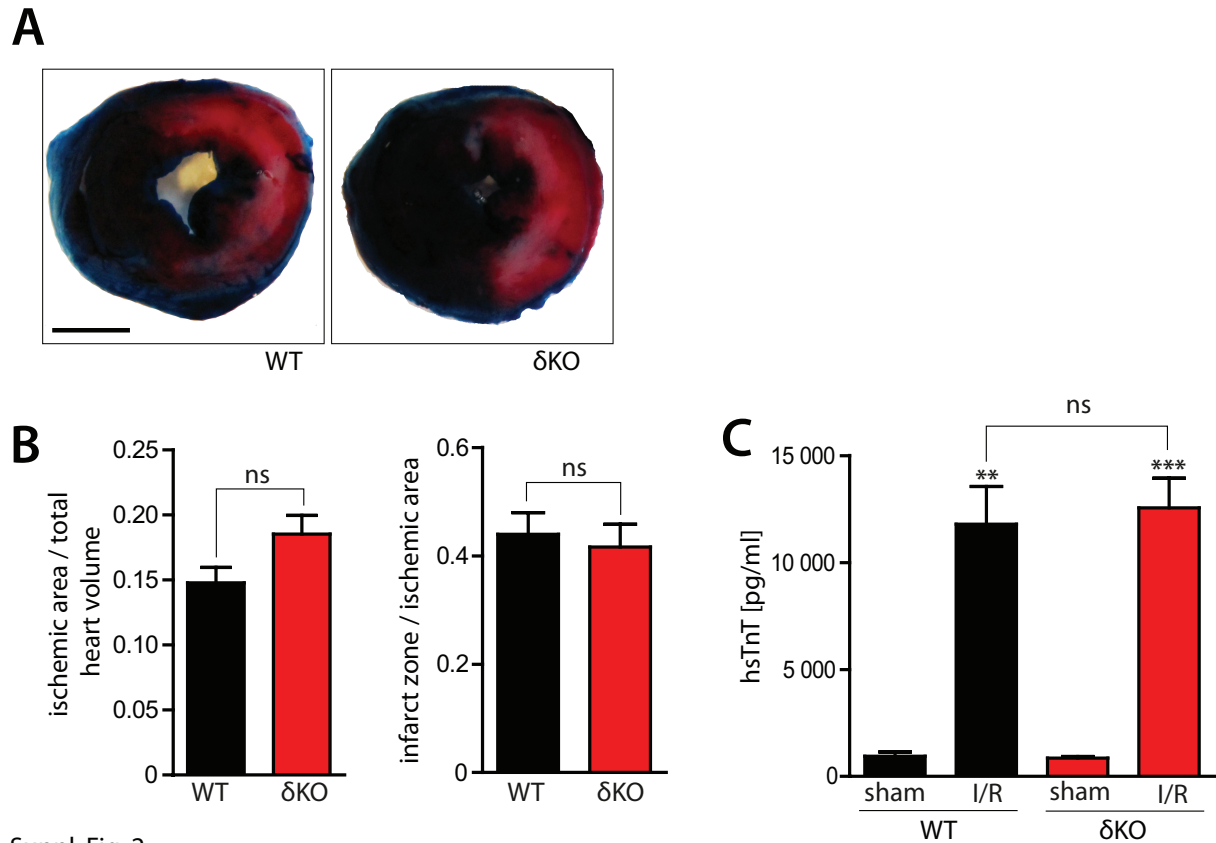

Suppl. Fig. 2

**Suppl. Fig 2. 30 minutes of ischemia in WT vs. CaMKII $\delta$  KO mice.** I/R surgery was performed in CaMKII $\delta^{-/-}$  C57BL/6 (KO) and wild-type C57BL/6 (WT) mice. **(A)** Transverse heart sections were obtained from WT and KO mice. All sections were stained with Evans Blue and TTC. Representative images are shown. Scale bar: 2 mm. **(B)** Quantitative measurement of ischemic area / total heart volume ratio and infarct zone / ischemic area ratio was performed. Planimetrically and volumetrically calculated infarct sizes show no significant differences. N = 19 WT animals, 20 KO animals operated and analyzed per group. Infarct zone / ischemic area: ns,  $p = 0.69$ . Ischemic area / total heart volume: ns,  $p = 0.54$ . **(F)** High sensitive serum Troponin T (hsTnT) was measured 24 hours after myocardial I/R injury. N = 5 WT sham animals, 10 KO sham animals, 19 WT I/R animals, 20 KO I/R animals. ns,  $p = 0.73$ ; \*\*,  $p = 0.006$ ; \*\*\*,  $p = 0.0001$ . All data are expressed as mean  $\pm$  SEM. Unpaired Student's t-test (B) and One-way ANOVA (C) were used to compare groups. ns = non-significant.

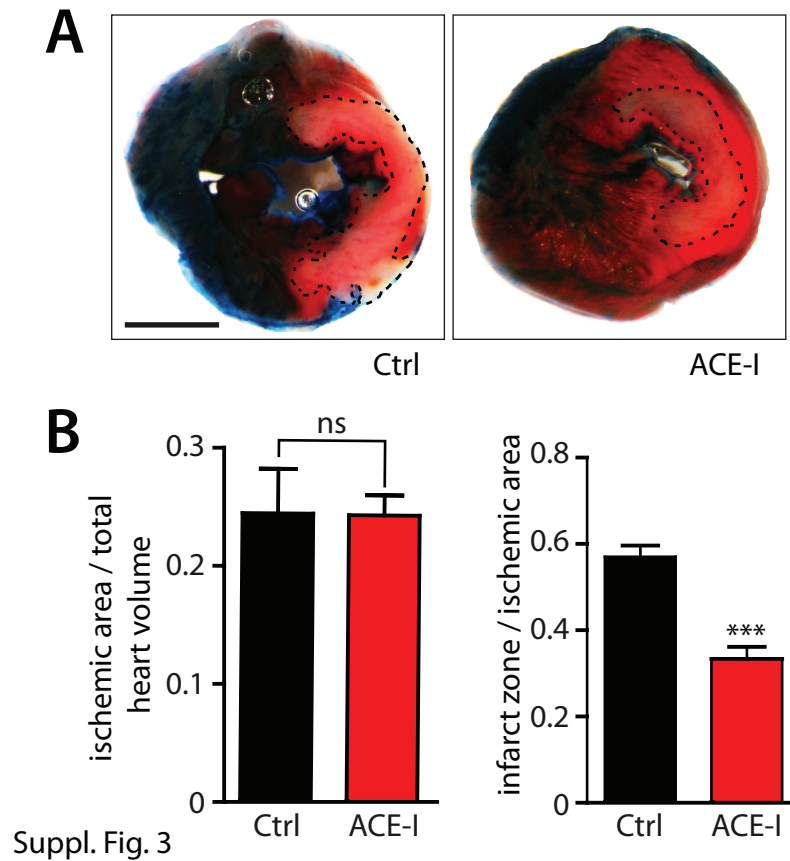

**Suppl. Fig 3. Reduced infarct size in Enalapril pretreated WT animals after 60 minutes of ischemia and 24 hours of reperfusion.** I/R surgery was performed in C57BL/6 WT mice without pretreatment (Ctrl) and with pretreatment with the ACE-inhibitor Enalapril (ACE-I). **(A)** Transverse heart sections were obtained from Ctrl and ACE-I mice 24 hours after I/R surgery. All sections were stained with Evans Blue and TTC. Representative images are shown. Scale bar: 2 mm. Dotted line: whitened infarct zone within ischemic area. **(B)** Quantitative measurement of ischemic area / total heart volume ratio and infarct zone / ischemic area ratio was performed. Planimetrically and volumetrically calculated infarct sizes were significantly smaller in ACE-I mice. N = 5 animals operated and analyzed per group. ns,  $p = 0.98$ ; \*\*\*,  $p = 0.0003$ . All data are expressed as mean  $\pm$  SEM. Unpaired Student's t-test was used to compare groups. ns = non-significant.

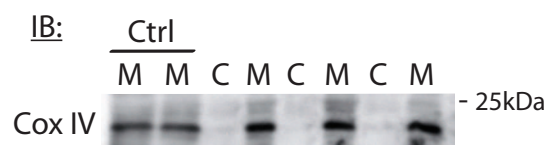

Suppl. Fig. 4

**Suppl. Fig 4.** Purity of cytoplasmic and mitochondrial fraction was validated using Western Blot analysis with an antibody directed against mitochondrial Cox IV (predicted molecular weight approximately 19 kDa). Shown is a representative blot of 3 samples. Two mitochondrial lysates from independent experiments served as control in each individual experiment (Ctrl). C = cytoplasmic, M = mitochondrial fraction of each sample.

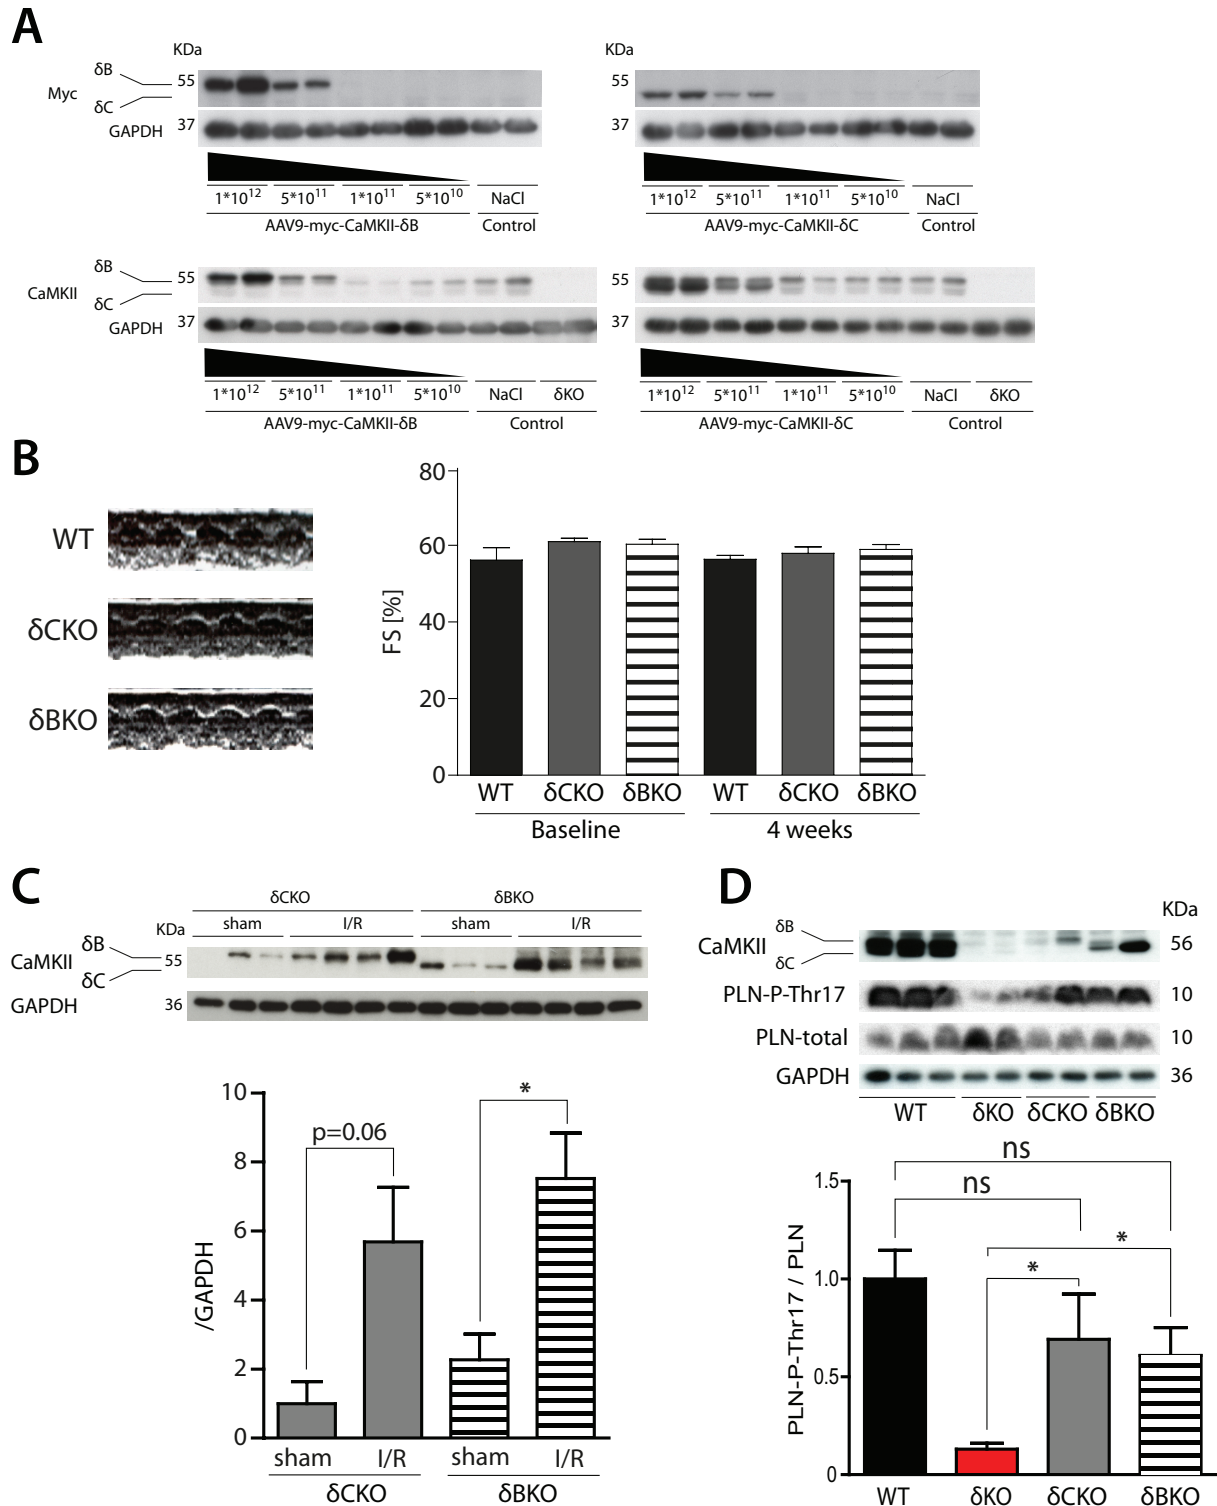

Suppl. Fig. 5

**Suppl. Fig 5. A reliable gene transfer approach to express CaMKII $\delta$  splice variants.** (A) C57BL/6 wild-type mice received a single AAV9 tail vein injection of decreasing AAV9 titers as indicated. NaCl injection served as control. Hearts were harvested four weeks later. (Upper) Western blot analysis of viral CaMKII $\delta$  splice variant expression using an antibody against the myc-tag and GAPDH as loading control. (Lower) Western blot analysis using an antibody against CaMKII, detecting both CaMKII $\delta$  splice variants. Upper part of double band represents CaMKII $\delta$ B splice variant. GAPDH served as loading control.  $\delta$ KO = homogenates obtained from CaMKII $\delta$  KO mice. (B) Transthoracic echocardiography was performed to assess cardiac function at baseline and four weeks after AAV9 injection. Bar graphs show left ventricular fractional shortening (FS). FS did not

differ significantly between the groups. N = 5 animals in WT group, 15 animals in  $\delta$ CKO group, 20 animals in  $\delta$ BKO group. Data are mean  $\pm$  SEM. One-way ANOVA was used to compare groups. **(C)** Western blot analysis of CaMKII $\delta$  splice variant expression, 24 hours after I/R injury in AAV9-CaMKII $\delta$ B/C-expressing CaMKII $\delta$ -KO mice. One-way ANOVA was used to compare groups. \*, p = 0.03. **(D)** Western blot analysis of CaMKII $\delta$  splice variant expression in unstressed animals: AAV9-CaMKII $\delta$ B/C-expressing CaMKII $\delta$ -KO mice, WT mice and CaMKII $\delta$ -KO mice. N = 6 animals per group in quantification analyses (two independent Western Blot experiments). All data are expressed as mean  $\pm$  SEM. One-way ANOVA was used to compare groups. ns = non-significant; ns, p = 0.27 in WT vs.  $\delta$ CKO; ns, p = 0.11 in WT vs.  $\delta$ BKO; \*, p = 0.04 in  $\delta$ KO vs.  $\delta$ CKO; \*, p = 0.02 in  $\delta$ KO vs.  $\delta$ BKO.

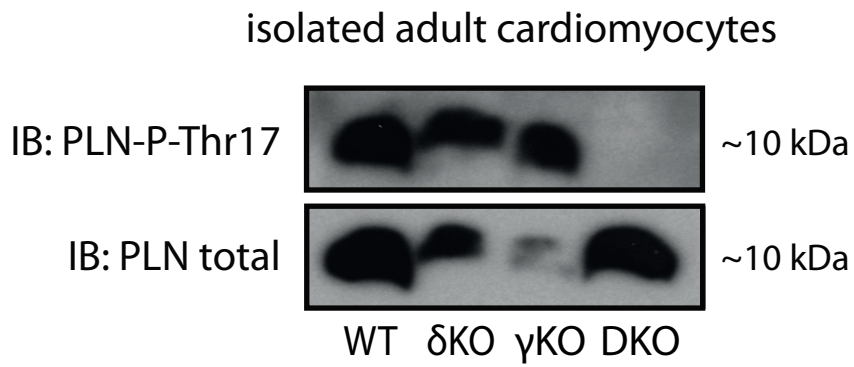

Suppl. Fig. 6

**Suppl. Fig 6. PLN-P-Thr17 phosphorylation in different CaMKII KO mouse models.**

Western Blots showing PLN phosphorylation as indicator for CaMKII activity in isolated adult cardiomyocytes from wild-type mice, CaMKII gamma KO, delta KO and CaMKII delta/gamma double KO mice.

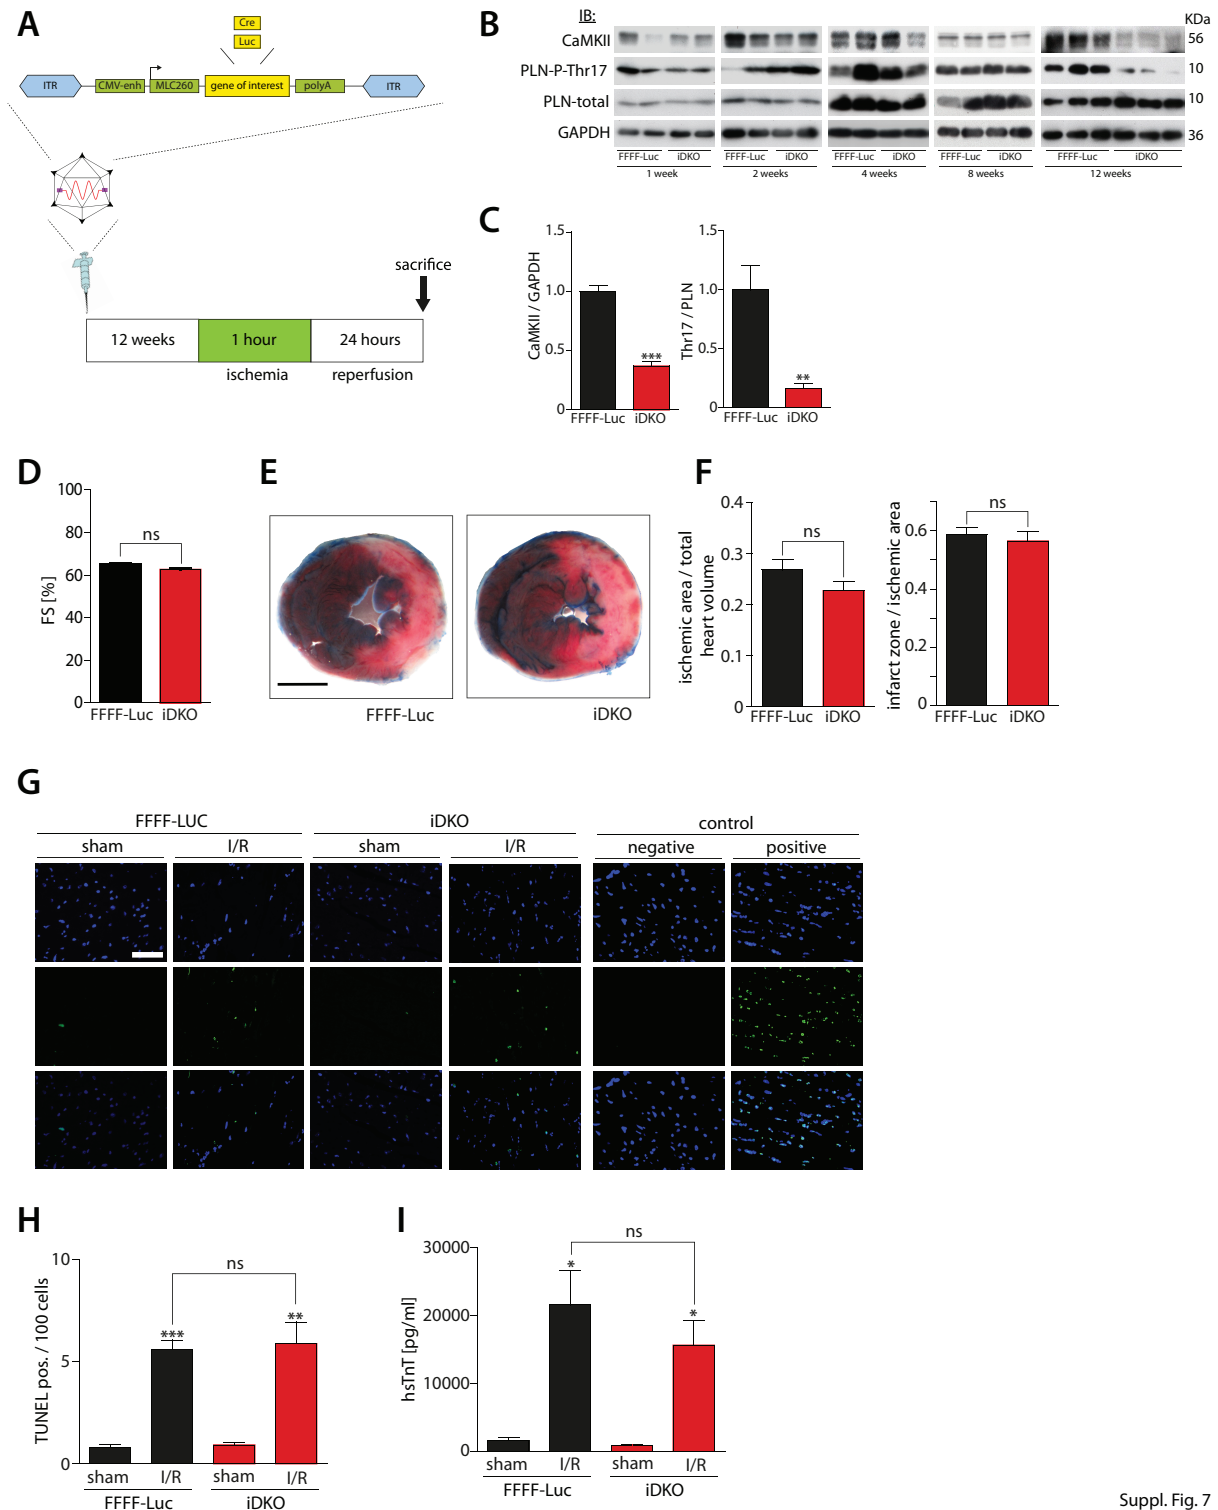

Suppl. Fig. 7

**Suppl. Fig 7. I/R in an inducible CaMKII KO model using AAV9.** (A) AAV9 vectors were produced to express Cre-recombinase (Cre) in  $\text{CaMKII}\gamma^{\text{loxP/loxP}}$ ;  $\text{CaMKII}\delta^{\text{loxP/loxP}}$  (FFFF) mice, resulting in an induced DKO (iDKO). Viruses containing the Luciferase (Luc) gene served as control (FFFF-Luc). Following a single tail vein injection, murine hearts were sacrificed after one, two, four, eight and twelve weeks to quantify the gene take out using Western blot analysis. (B) Representative Western blots and quantification showing significant reduction of cardiac CaMKII protein levels in iDKO versus FFFF-Luc 12 weeks after virus injection. At earlier time points (one, two, four and eight weeks after virus injection), gene deletion as detected by Western Blot was not sufficient. Total amounts of PLN and GAPDH served as loading controls. (C) Phosphorylated PLN at the CaMKII phosphorylation site Thr-17 was reduced by 84% in iDKO compared to FFFF-Luc control group. Shown are quantification bar graphs of 12 week time point. N = 7 in each group. \*\*, p = 0.001; \*\*\*, p < 0.0001. (D) Transthoracic echocardiography was performed to assess cardiac function of AAV9-Cre and AAV9-Luc

expressing animals, twelve weeks after intravenous injection. N = 4 animals in FFFF-Luc group, 5 animals in iDKO group. ns,  $p = 0.68$ . **(E)** Twelve weeks after AAV9 injection, mice underwent I/R surgery. Transverse heart sections were obtained from FFFF-Luc and iDKO mice at 24 hours after myocardial I/R injury. Evans Blue and TTC staining was performed. Representative images are shown. Scale bar: 2 mm. **(F)** Planimetric and volumetric measurement of ischemic area / total heart volume ratio and infarct zone / ischemic area ratio was performed. No significant differences between the groups were found. Ischemic area / total heart volume: ns,  $p = 0.15$ . Infarct zone / ischemic area: ns,  $p = 0.59$ . **(G)** Representative photomicrographs of TUNEL-staining in FFFF-Luc and iDKO LV transverse sections after I/R or sham surgery. Positive: pretreatment with DNase I; negative: without TUNEL enzyme solution. Scale bar: 50  $\mu\text{m}$ . (*upper*) DAPI, (*middle*) TUNEL, (*lower*) merge. **(H)** Bar graphs show quantification of TUNEL staining. N = 4 per group. ns,  $p = 0.78$ ; \*\*,  $p = 0.01$ ; \*\*\*,  $p = 0.0003$ . **(I)** hsTnT was measured 24 hours after myocardial I/R injury. N = 4 animals per sham group, 7 animals per I/R group. ns,  $p = 0.36$ ; \*,  $p = 0.02$ . Data are mean  $\pm$  SEM. Unpaired Student's t-test (C, D, F) and One-way ANOVA (H, I) were used to compare groups. ns = non-significant.

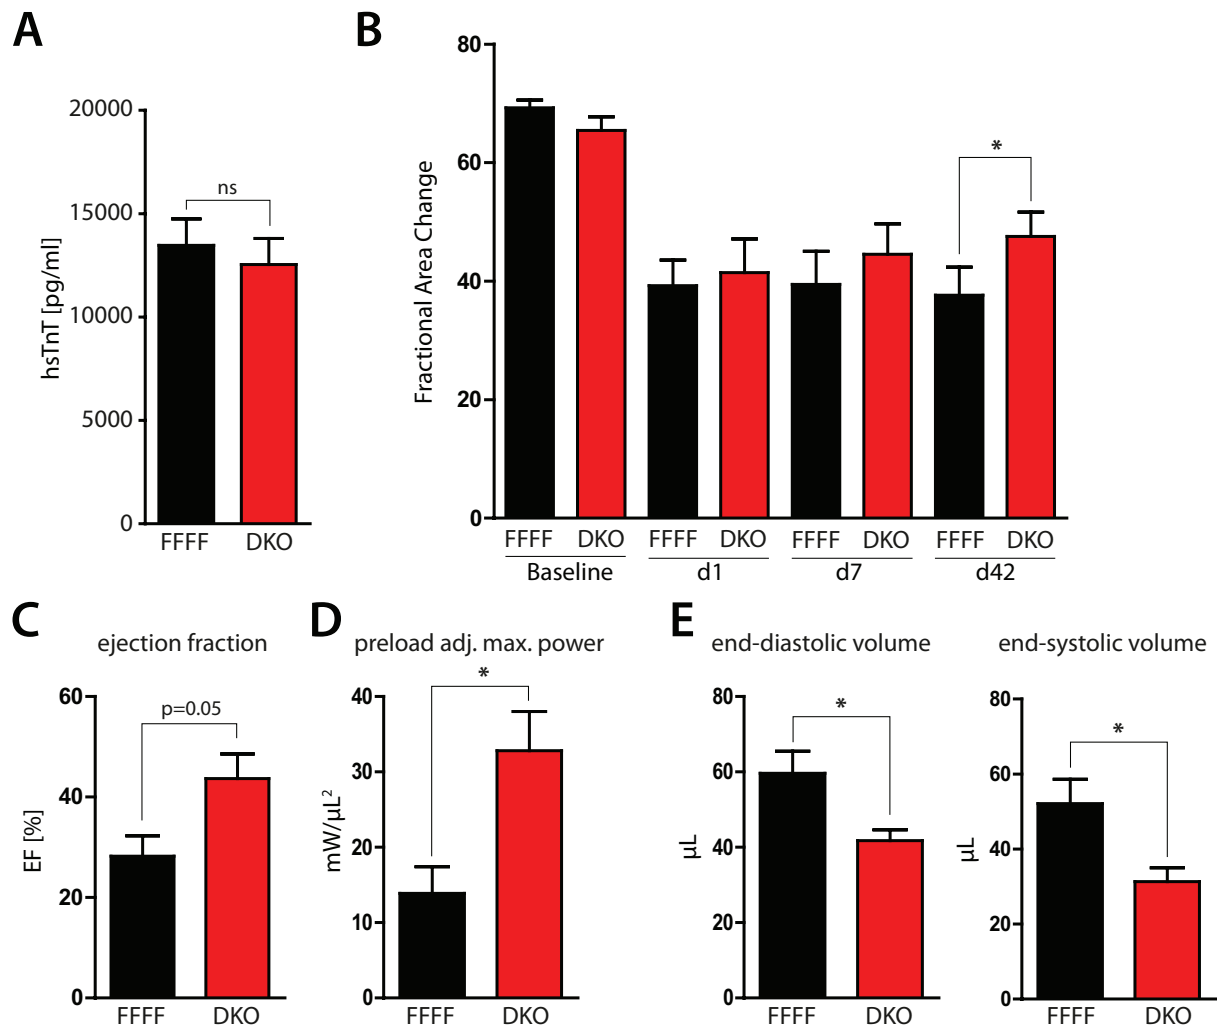

Suppl. Fig. 8

**Suppl. Fig. 8. Improved cardiac function in DKO mice six weeks after I/R surgery.** DKO and FFFF littermates were subjected to I/R with six weeks of follow-up. Echocardiography was performed at baseline, one day, seven days and six weeks post-surgery. In addition, at six weeks, invasive hemodynamic parameters were assessed. **(A)** hsTnT was measured 24 hours after myocardial I/R injury and revealed equal infarct sizes in DKO and FFFF at this time point. N = 9 animals per group. ns, p = 0.61. **(B)** Transthoracic echocardiography revealed a significant difference in fractional area change (FAC) between FFFF and DKO six weeks after I/R surgery. N = 7 animals per group. \*, p = 0.04. **(C-E)** Pressure-volume loop quantification data showing improved hemodynamic cardiac function in DKO as compared to FFFF controls with less cardiac dilation in DKO animals. N = 7 animals per group. \*, p = 0.02 in D; \*, p = 0.02 in E. Unpaired Student's t-test (A, C-E) and One-way ANOVA (B) were used to compare groups.

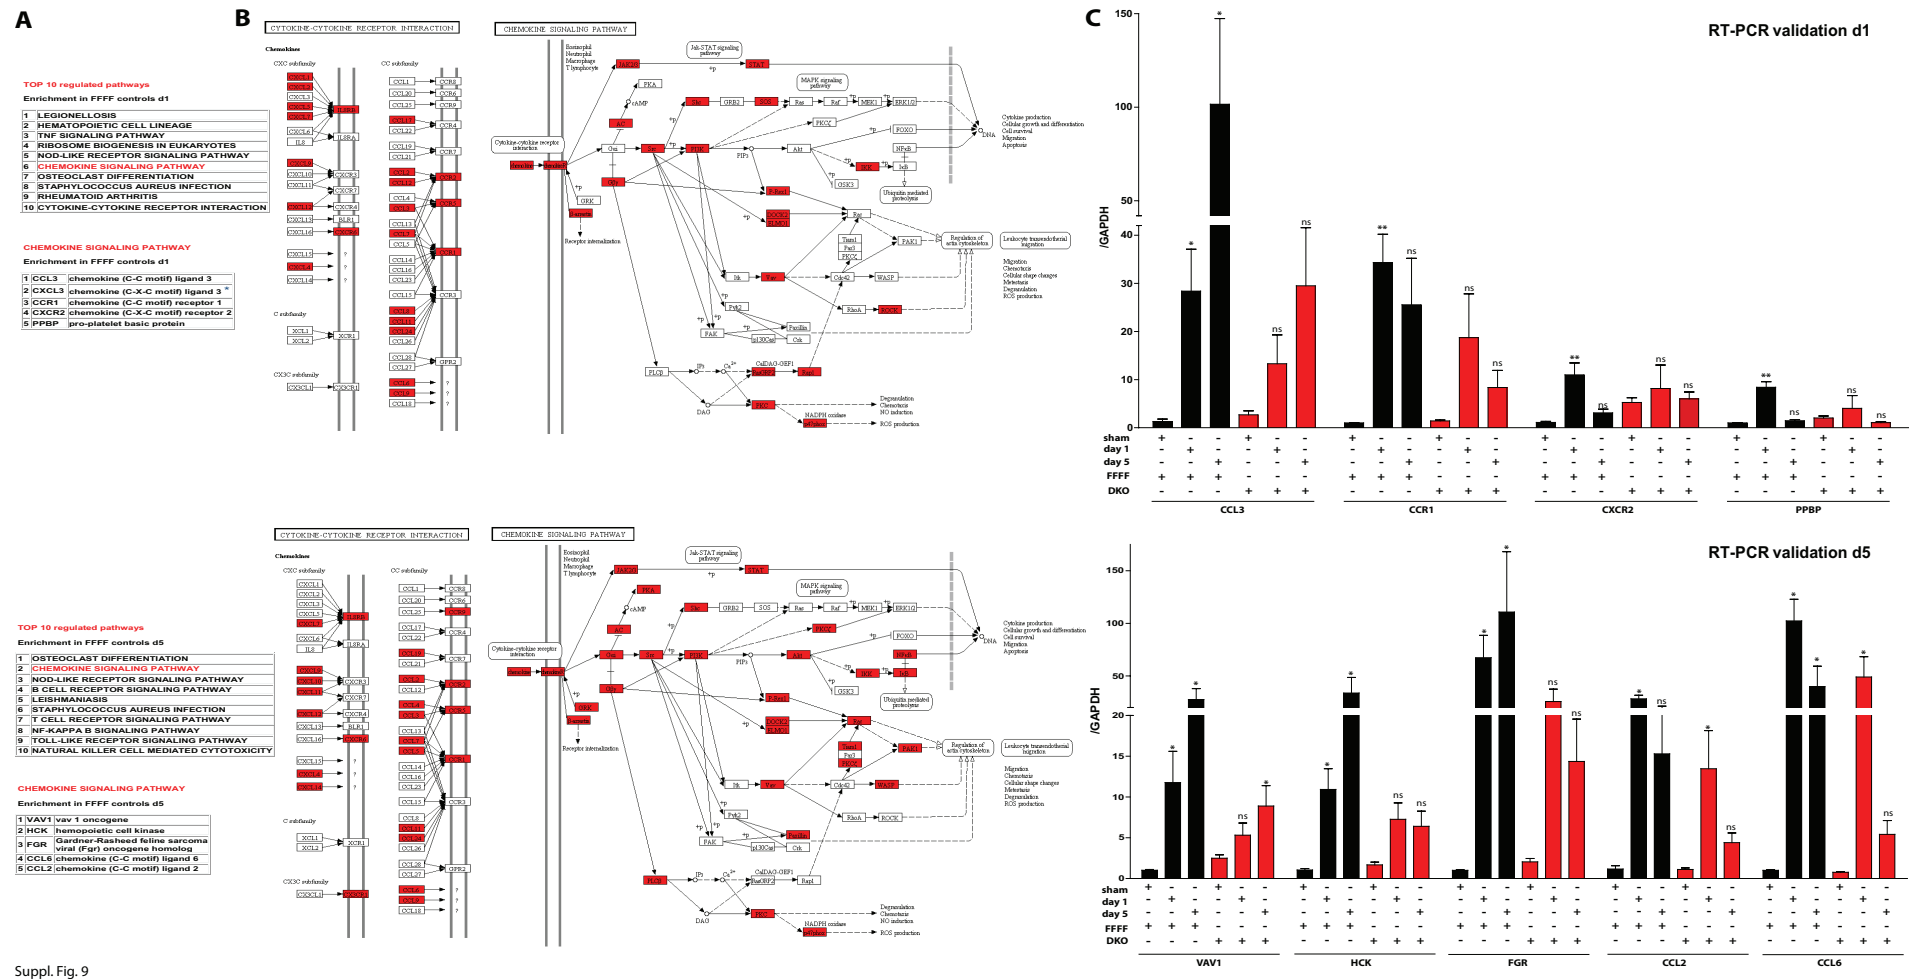

Suppl. Fig. 9

**Suppl. Fig. 9. Gene expression and pathway analyses reveal CaMKII-dependent pro-inflammatory genes regulated upon I/R injury.** (A) Pathways belonging to specific cell functions were obtained from public external databases (KEGG PATHWAY Database, <http://www.genome.jp/kegg/>) to perform pathway analyses. Top ten regulated pathways are shown for 1 and 5 day after I/R injury. Pathways listed are highly significantly up-regulated in FFFF control animals as compared to DKO mice. 

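The chemokine pathway genes that the study put forward and that are given here were lower on average in DKO than in FFFF arrays, at both days. The study chose them on these arrays, so their direction is not independent evidence. Of its 5 genes for 1 day, Cxcr2, a receptor of neutrophils, differed by -1.58 (standard error 0.65, limma adjusted p = 0.71), Ccr1, a receptor of monocytes and neutrophils, by -1.33 (standard error 0.53, adjusted p = 0.70), and the ligands Ppbp by -1.30 (standard error 0.67, adjusted p = 0.77), Ccl3 by -1.26 (standard error 0.76, adjusted p = 0.81) and Cxcl3 by -0.94 (standard error 0.29, adjusted p = 0.66). None passed over all genes. When adjusted over the list alone 3 passed, but the genes were chosen as attenuated on these same arrays, so this count is not an independent test. At 5 days these 5 genes differed by -0.13, -0.39, -0.20, -0.39 and -0.053 (adjusted p = 1 each). Of the genes for 5 days, Vav1, a guanine nucleotide exchange factor of leukocytes, differed at that day by -0.88 (standard error 0.54), the Src family kinase Fgr by -0.79 (standard error 0.57), and the ligands Ccl6 by -0.79 (standard error 0.66) and Ccl2 by -0.72 (standard error 0.81). None of these passed (limma adjusted p = 1 each). At 1 day they differed by -0.85 (Vav1), -0.70 (Fgr), -1.29 (Ccl6) and -1.09 (Ccl2). None of these genes passed when 1 array was left out, but the values moved. Without DKO I/R 1 day replicate 2, the differences at 1 day were -0.69 for Cxcr2, -0.61 for Ccr1, -0.67 for Ppbp, -0.63 for Ccl6, -0.45 for Vav1, -0.063 for Fgr and 0.071 for Ccl2, and without the array labelled DKO replicate 1 they were -2.57 for Cxcr2, -2.06 for Ccr1, -2.22 for Ppbp, -1.38 for Fgr and -1.68 for Ccl2. Without FFFF I/R 5 days replicate 3, the differences at 5 days were -0.19 for Vav1, -0.13 for Fgr, -0.068 for Ccr1, 0.0078 for Ccl6, 0.17 for Ccl2 and 0.78 for Ccl3, and without FFFF replicate 1 they were -1.59 for Vav1, -1.25 for Fgr, -0.68 for Ccr1, -1.19 for Ccl2, -1.33 for Ccl3 and 0.14 for Ppbp.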

Next, “Chemokine Signaling Pathway” (marked red) was further analysed; the top 5 genes that were attenuated in DKO are shown in tables below. Blue asterisk: CXCL3 could not be detected in

validation experiments. **(B)** Graphical pathway visualization for Chemokine-Receptor Interaction Pathway and Chemokine Signaling Pathway. Regulated genes are marked red. **(C)** Bar graphs showing RT-PCR validation of top 5 regulated genes (except: CXCL3. This could not be detected in validation experiment) of Chemokine Signaling Pathway. N = 4 animals per group. CCL3: \*, p = 0.02, sham vs. day 1 in FFFF; \*, p = 0.01, sham vs. day 5 in FFFF; ns, p = 0.13, sham vs. day 1 in DKO; ns, p = 0.07, sham vs. day 5 in DKO; CCR1: \*\*, p = 0.001, sham vs. day 1 in FFFF; ns, p = 0.05, sham vs. day 5 in FFFF; ns, p = 0.11, sham vs. day 1 in DKO; ns, p = 0.10, sham vs. day 5 in DKO; CXCR2: \*\*, p = 0.001, sham vs. day 1 in FFFF; ns, p = 0.05, sham vs. day 5 in FFFF; ns, p = 0.28, sham vs. day 1 in DKO; ns, p = 0.68, sham vs. day 5 in DKO; PPBP: \*\*, p = 0.001, sham vs. day 1 in FFFF; ns, p = 0.06, sham vs. day 5 in FFFF; ns, p = 0.49, sham vs. day 1 in DKO; ns, p = 0.09, sham vs. day 5 in DKO; VAV1: \*, p = 0.03, sham vs. day 1 in FFFF; \*, p = 0.04, sham vs. day 5 in FFFF; ns, p = 0.12, sham vs. day 1 in DKO; \*, p = 0.04, sham vs. day 5 in DKO; HCK: \*, p = 0.009, sham vs. day 1 in FFFF; \*, p = 0.04, sham vs. day 5 in FFFF; ns, p = 0.05, sham vs. day 1 in DKO; ns, p = 0.05, sham vs. day 5 in DKO; FGR: \*, p = 0.02, sham vs. day 1 in FFFF; \*, p = 0.01, sham vs. day 5 in FFFF; ns, p = 0.09, sham vs. day 1 in DKO; ns, p = 0.06, sham vs. day 5 in DKO; CCL2: \*, p = 0.003, sham vs. day 1 in FFFF; ns, p = 0.09, sham vs. day 5 in FFFF; \*, p = 0.04, sham vs. day 1 in DKO; ns, p = 0.06, sham vs. day 5 in DKO; CCL6: \*, p = 0.0002, sham vs. day 1 in FFFF; \*, p = 0.04, sham vs. day 5 in FFFF; \*, p = 0.04, sham vs. day 1 in DKO; ns, p = 0.05, sham vs. day 5 in DKO. Data are expressed as mean  $\pm$  SEM. One-way ANOVA with Bonferroni's Multiple Comparison Test was used to compare groups. ns = non-significant.

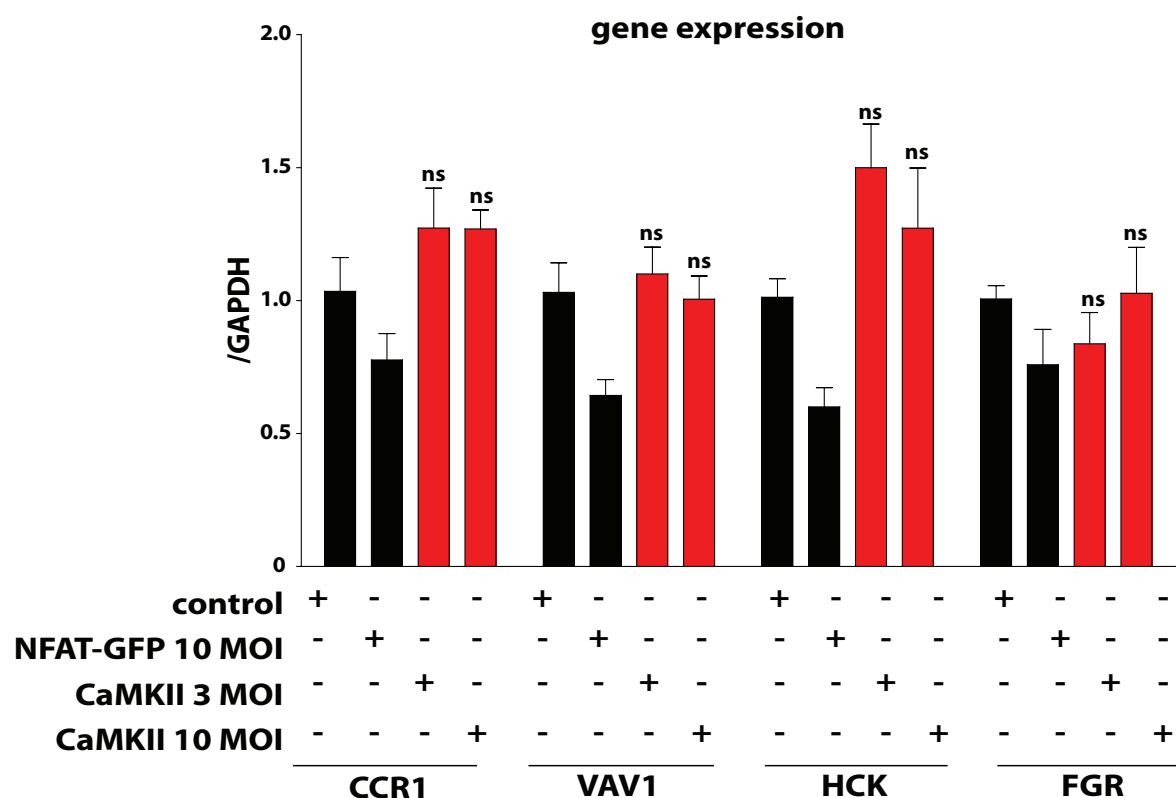

Suppl. Fig. 10

**Suppl. Fig. 10. CaMKII did not induce expression of intracellular components of inflammatory cells.** Gene expression of inflammatory genes in NRVMs after infection with active CaMKII (T287D), NFAT-GFP or control. Gene expression is normalized to GAPDH. N = 6 per group. CCR1: ns, p = 0.10 in 3 MOI; ns, p = 0.34 in 10 MOI; VAV1: ns, p = 0.65 in 3 MOI; ns, p = 0.86 in 10 MOI; HCK: ns, p = 0.05 in 3 MOI; ns, p = 0.30 in 10 MOI; FGR: ns, p = 0.22 in 3 MOI; ns, p = 0.91 in 10 MOI. Data are expressed as mean  $\pm$  SEM. One-way ANOVA with Bonferroni's Multiple Comparison Test was used to compare groups. ns = non-significant.

## Supporting Information References

Backs J, Backs T, Neef S, Kreusser MM, Lehmann LH, Patrick DM, Grueter CE, Qi X, Richardson JA, Hill JA, Katus HA, Bassel-Duby R, Maier LS, Olson EN (2009) The delta isoform of CaM kinase II is required for pathological cardiac hypertrophy and remodeling after pressure overload. *Proc Natl Acad Sci U S A* **106**: 2342-2347

Backs J, Song K, Bezprozvannaya S, Chang S, Olson EN (2006) CaM kinase II selectively signals to histone deacetylase 4 during cardiomyocyte hypertrophy. *J Clin Invest* **116**: 1853-1864

Goehring C, Rutschow D, Bauer R, Schinkel S, Weichenhan D, Bekeredjian R, Straub V, Kleinschmidt JA, Katus HA, Muller OJ (2009) Prevention of cardiomyopathy in delta-sarcoglycan knockout mice after systemic transfer of targeted adeno-associated viral vectors. *Cardiovasc Res* **82**: 404-410

Kohlhaas M, Liu T, Knopp A, Zeller T, Ong MF, Bohm M, O'Rourke B, Maack C (2010) Elevated cytosolic Na<sup>+</sup> increases mitochondrial formation of reactive oxygen species in failing cardiac myocytes. *Circulation* **121**: 1606-1613

Leuschner F, Dutta P, Gorbato R, Novobrantseva TI, Donahoe JS, Courties G, Lee KM, Kim JI, Markmann JF, Marinelli B, Panizzi P, Lee WW, Iwamoto Y, Milstein S, Epstein-Barash H, Cantley W, Wong J, Cortez-Retamozo V, Newton A, Love K, Libby P, Pittet MJ, Swirski FK, Kotliansky V, Langer R, Weissleder R, Anderson DG, Nahrendorf M (2011) Therapeutic siRNA silencing in inflammatory monocytes in mice. *Nature biotechnology* **29**: 1005-1010

Mela L, Seitz S (1979) Isolation of mitochondria with emphasis on heart mitochondria from small amounts of tissue. *Methods in enzymology* **55**: 39-46

Pacher P, Nagayama T, Mukhopadhyay P, Batkai S, Kass DA (2008) Measurement of cardiac function using pressure-volume conductance catheter technique in mice and rats. *Nat Protoc* **3**: 1422-1434

Schinkel S, Bauer R, Bekeredjian R, Stucka R, Rutschow D, Lochmuller H, Kleinschmidt JA, Katus HA, Muller OJ (2012) Long-Term Preservation of Cardiac Structure and Function After Adeno-Associated Virus Serotype 9-Mediated Microdystrophin Gene Transfer in mdx Mice. *Human gene therapy* **23**: 566-575

Shioura KM, Geenen DL, Goldspink PH (2007) Assessment of cardiac function with the pressure-volume conductance system following myocardial infarction in mice. *Am J Physiol Heart Circ Physiol* **293**: H2870-2877

Wei AC, Aon MA, O'Rourke B, Winslow RL, Cortassa S (2011) Mitochondrial energetics, pH regulation, and ion dynamics: a computational-experimental approach. *Biophys J* **100**: 2894-2903

# Supplementary material for: CaM Kinase II mediates maladaptive post-infarct remodeling and pro-inflammatory chemoattractant signaling but not acute myocardial ischemia/reperfusion injury
**Source:** EMBO Mol Med. 2014 Sep 5;6(10):1231–45. doi: 10.15252/emmm.201403848
**Supplement:** Supplementary file 7

Full uncut gels of Supporting Information Fig 7B (12 weeks time point):

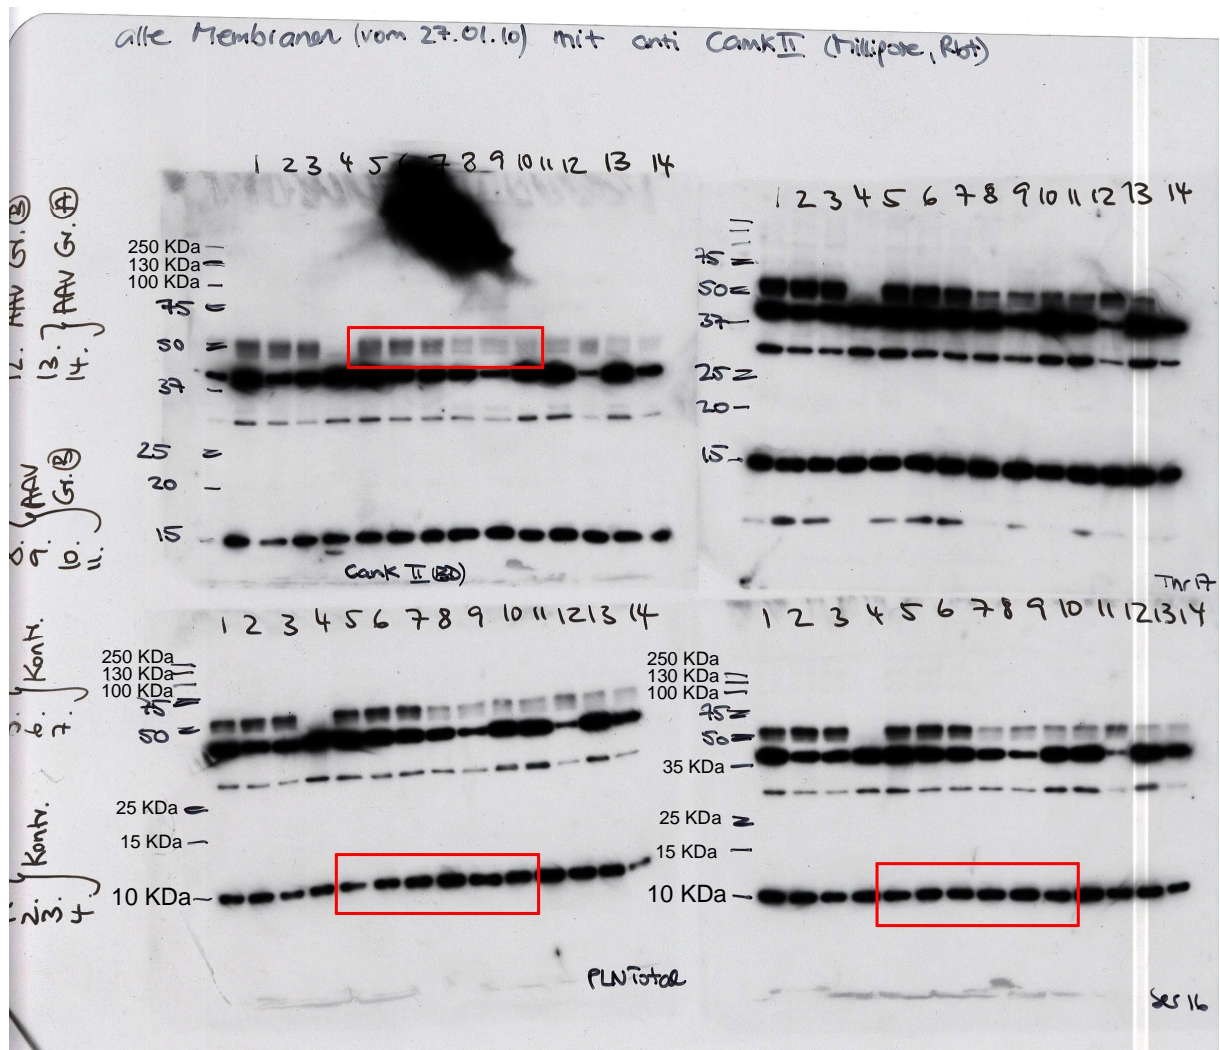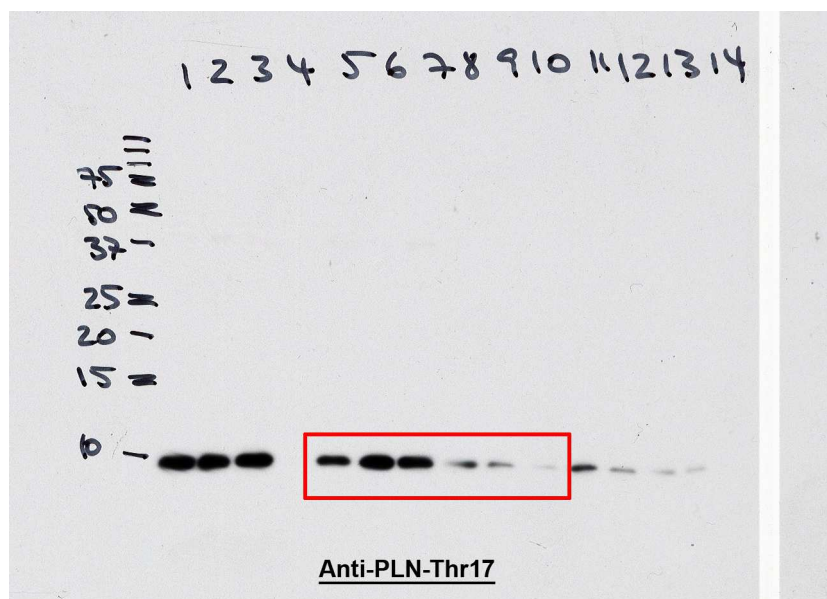

GAPDH

CamkII (BD) mouse

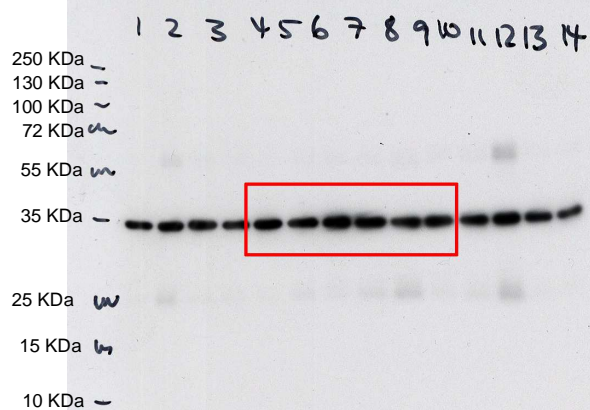

1. }
2. }
3. }
4. }
Konty.

5. }
6. }
7. }
8. AAV Gr. (B)

9. }
10. }
11. }
12. }
AAV Gr. (B)

13. }
14. }
AAV Gr. (A)

1-7: AAV9-Luc

8-14: AAV9-Cre

# Supplementary material for: CaM Kinase II mediates maladaptive post-infarct remodeling and pro-inflammatory chemoattractant signaling but not acute myocardial ischemia/reperfusion injury
**Source:** EMBO Mol Med. 2014 Sep 5;6(10):1231–45. doi: 10.15252/emmm.201403848
**Supplement:** Supplementary file 8

CaM Kinase II mediates maladaptive post-infarct remodeling and pro-inflammatory chemoattractant signaling but not acute myocardial ischemia/reperfusion injury

Martin Weinreuter, Michael M. Kreusser, Jan Beckendorf, Friederike C. Schreiter, Florian Leuschner, Lorenz H. Lehmann, Kai P. Hofmann, Julia S. Rostovsky, Nathalie Diemert, Chang Xu, Hans Christian Volz, Andreas Jungmann, Alexander Nickel, Carsten Sticht, Norbert Gretz, Christoph Maack, Michael D. Schneider, Hermann-Josef Gröne, Oliver Müller, Hugo A. Katus and Johannes Backs

Review timeline:

Submission date:	10 January 2014
Editorial Decision:	10 February 2014
Revision received:	15 June 2014
Editorial Decision:	13 July 2014
Revision received:	28 July 2014
Editorial Decision:	29 July 2014
Revision received:	30 July 2014
Accepted:	01 August 2014

Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

1st Editorial Decision

10 February 2014

Thank you for the submission of your manuscript to EMBO Molecular Medicine. We have now heard back from the three Reviewers whom we asked to evaluate your manuscript. You will see that significant issues are raised that prevent us from considering publication at this time. I will not dwell into much detail, as the evaluations are detailed and self-explanatory and will just mention a few main points.

Although Reviewer 1 is more supportive of your work, s/he and Reviewer 2 point out that the study falls short on demonstrating the functions of CaMKII at later stages of cardiac remodelling. The two Reviewers suggest approaches to address this problem. We agree that this issue is a critical one and that without developing this aspect, the manuscript would lack the sufficient conceptual advance we would like to see in EMBO Molecular Medicine and would be limited to the negative data, which would be of rather specialist interest. I should point out that Reviewer 2 also lists other very important experimental shortcomings and requests for clarification that require your action.

Reviewer 3 lists a number of potential experimental flaws and mentions the lack of sufficient experimental details to explain the potential discrepancy with respect to published evidence on the effect of CaMKII δ depletion on apoptosis in a similar model. These issues need to be addressed.

Considering all the above, while publication of the paper cannot be considered at this stage, we would be prepared to consider a substantially revised submission, with the understanding that the

Reviewers' concerns must be fully addressed with additional experimental data where appropriate and that acceptance of the manuscript will entail a second round of review.

Since the required revision in this case appears to require a significant amount of time, additional work and experimentation and might be technically challenging, I would understand if you chose to rather seek publication elsewhere at this stage. Should you do so, we would welcome a message to this effect.

***** Reviewer's comments *****

Referee #1 (Comments on Novelty/Model System):

The study by Weinreuter et al. used different mouse models to address the functions of the CaMKII isoforms under ischemia/reperfusion (I/R) condition. An extreme care was taken for each study design by performing a number of control experiments to derived at the conclusion that the isoforms of CaMKII do not play a major role immediately after I/R injury. However, the authors identified that cardiac function was better in CamKII DKO mice compared to FFFF control mice 5 weeks after I/R surgery to suggest that CaMKII is important during the process of post-infarct remodeling.

Up until the last section of results, the authors demonstrated very careful experiments. It must not be very easy to prove that there is no change in CamKII KO mice under I/R as negative results are always hard to prove than drastic changes that one could observe when KO mice were compared to control ones. Thus, this is really nice study being performed here.

The weak point of this manuscript is that the reduced infiltration of CD45+ leukocytes five days after I/R injury in DKO mice (Figure 6) was suspected to be the reason for reduced scar formation. In the Discussion section, the authors listed possible mechanisms for such biological phenomenon. As the authors concluded this section: "Thus, we speculate that CaMKII affects the communication between cardiomyocytes and leukocytes...2013). It will be of particular interest to identify target genes of these transcription factors that are secreted and may regulate leukocyte infiltration." However, no experimental evidence from the authors' side is provided. Would it not be possible to check for certain marker genes/proteins by isolating cardiomyocytes, fibroblasts, endothelial cells, and leukocytes by performing RT-PCR/Western blotting? Even, performing a global profiling by microarrays/RNA-seq would help to add more mechanistic aspect to this currently well-done manuscript.

Referee #1 (Remarks):

The study by Weinreuter et al. used different mouse models to address the functions of the CaMKII isoforms under ischemia/reperfusion (I/R) condition. An extreme care was taken for each study design by performing a number of control experiments to derived at the conclusion that the isoforms of CaMKII do not play a major role immediately after I/R injury. However, the authors identified that cardiac function was better in CamKII DKO mice compared to FFFF control mice 5 weeks after I/R surgery to suggest that CaMKII is important during the process of post-infarct remodeling.

Up until the last section of results, the authors demonstrated very careful experiments. It must not be very easy to prove that there is no change in CamKII KO mice under I/R as negative results are always hard to prove than drastic changes that one could observe when KO mice were compared to control ones. Thus, this is really nice study being performed here.

The weak point of this manuscript is that the reduced infiltration of CD45+ leukocytes five days after I/R injury in DKO mice (Figure 6) was suspected to be the reason for reduced scar formation. In the Discussion section, the authors listed possible mechanisms for such biological phenomenon. As the authors concluded this section: "Thus, we speculate that CaMKII affects the communication between cardiomyocytes and leukocytes...2013). It will be of particular interest to identify target genes of these transcription factors that are secreted and may regulate leukocyte infiltration." However, no experimental evidence from the authors' side is provided. Would it not be possible to check for certain marker genes/proteins by isolating cardiomyocytes, fibroblasts, endothelial cells, and leukocytes by performing RT-PCR/Western blotting? Even, performing a global profiling by

microarrays/RNA-seq would help to add more mechanistic aspect to this currently well-done manuscript.

Referee #2 (Remarks):

The manuscript by Weinreuter investigates CaMKII isoforms/splice variants during different phase of cardiac remodeling in an I/R MI model. This is a well designed and executed study focusing mostly on early phase with less emphasis invested into the later phases. The study is of importance because it discussed a controversial topic related to the role of CaMKII during the different phases of cardiac remodeling. In addition the authors identified an important role of CaMKII in the later phase. The study is restricted to mouse work and its implication in a clinical setting is not clearly demonstrated.

Overall there are several issues that need to be addressed.

Figure 1/2: It is unclear why the authors use a global ko mouse model when later on they are using a CM-specific model which should be the preferential model.

The viral overexpression experiments for B/C forms are problematic. Although similar expression levels are achieved it is unclear what is happening on a cellular level, which determines the validation of their system compare to the *in vivo* situation.

The viral Cre overexpression model is problematic as well. It is unclear why the ko only becomes obvious after 12 week? This may indicate of target effects of their gene delivery model. Genetic inducible Cre systems might be an alternative.

The study falls short on the second part investigating the functions of CaMKII at later stages of cardiac remodeling. This needs to be rigorously investigated with focus on inflammation, scare formation / fibrotic response and cardiomyocyte adaption at later phases.

Referee #3 (Remarks):

This manuscript investigates the role of CaMKII specific isoforms as a mediator of ischemic myocardial injury and adverse cardiac remodeling in murine models, and conclude that CaMKII regulate the process of post-infarct remodeling, rather than acute I/R injury.

General considerations

The topic of the manuscript is very specific, and would better fit a journal with a more specific focus.

The quality of Tunel assays is in general very poor throughout the manuscript, raising doubts about the conclusions.

The western blots in supplemental material need improvement, especially referring to CaMKII delta B KO.

Results

CaMKII δ does not regulate myocardial damage shortly after I/R injury.

The conclusion of these results is based upon the TUNEL assays in Fig. 1. According to the authors, the results support that genetic deletion of CaMKII delta does not exert any effect on apoptosis following ischemia-reperfusion damage. It has been extensively and convincingly demonstrated (Brown, 2008; Ling et al, 2013) that genetic deletion of CaMKII delta isoform reduces apoptosis in the same model: the authors do not provide sufficient insights to explain the discrepancies, also showing technical weaknesses into the Tunel assays.

Role of CaMKII δ Splice Variants in Acute Myocardial I/R Injury.

Fig. 2C and F. The authors need to show controls of void adeno-associated vectors. Furthermore, delta-C CaMKII overexpression has been previously demonstrated to be associated with dilated cardiomyopathy (Sossalla, 2011), whereas overexpression of delta-B CaMKII has been demonstrated to associate with increased apoptosis. In both cases, the authors do not address the discrepancy of their results.

Combined cardiomyocyte-specific deletion of CaMKII δ/γ does not affect I/R injury.

The authors show results (Fig. 3) supporting that PLB phosphorylation is reduced only when they double knock delta and gamma CaMKII isoforms, whereas no reduction whatsoever is achieved by CaMKII delta, the main isoform expressed in their model. The authors should provide data on isolated cardiomyocyte rather than on whole ventricular extract, and should measure CaMKII activity by alternative techniques (for example kinase assays).

Fig. 4, Fig. 5 and Fig. 6 all lack the wild type controls: no conclusions can be convincingly drawn by these results.

1st Revision - authors' response

15 June 2014

We would like to thank all the reviewers for their excellent comments that helped us to improve the quality of the manuscript. We performed new experiments to address the concerns. Most importantly, we applied a systematic approach to identify pro-inflammatory signalling pathways that may regulate leukocyte infiltration. Doing so, we identified CCL3 as a previously not identified CaMKII-dependent chemoattractant signaling molecule. We also performed new experiments to show that our CaMKII splicing variant re-expression approach was indeed functional and we also show in isolated cardiac myocytes that the double knockout of CaMKII delta and gamma results in complete prevention of PLB Thr17 phosphorylation. All changes in the revised manuscript are highlighted in green.

Response to Referee #1

The weak point of this manuscript is that the reduced infiltration of CD45+ leukocytes five days after I/R injury in DKO mice (Figure 6) was suspected to be the reason for reduced scar formation. In the Discussion section, the authors listed possible mechanisms for such biological phenomenon. As the authors concluded this section: "Thus, we speculate that CaMKII affects the communication between cardiomyocytes and leukocytes...2013). It will be of particular interest to identify target genes of these transcription factors that are secreted and may regulate leukocyte infiltration." However, no experimental evidence from the authors' side is provided. Would it not be possible to check for certain marker genes/proteins by isolating cardiomyocytes, fibroblasts, endothelial cells, and leukocytes by performing RT-PCR/Western blotting? Even, performing a global profiling by microarrays/RNA-seq would help to add more mechanistic aspect to this currently well-done manuscript.

We thank the reviewer for this comment and we fully agree that it is of particular interest to identify target genes involved in leukocyte infiltration in a CaMKII-dependent manner. We followed the reviewer's suggestion and performed an unbiased RNA microarray analysis in samples from I/R-operated mouse hearts at day 1 and day 5 after I/R injury as compared to sham-operated hearts. We found inflammatory chemokine pathways to be attenuated in DKO as compared to FFFF. The systems biological approach that we followed is now described in Suppl. Fig. 9, Figure 6 and Suppl. Fig. 10. Because the microarray analysis was done in whole heart samples, we tested the top regulated genes of the "Chemokine Signaling Pathway" in cultured cardiomyocytes from CaMKII KO mice or in wild type cardiomyocytes after adenoviral expression with active CaMKII (or after hypoxia (Figure 6). We could show that the pro-inflammatory chemoattractant ligand CCL3 but not the components of inflammatory cells were induced by CaMKII in cardiomyocytes, indicating a cardiomyocyte autonomous effect with regard to CCL3. Moreover, we provide evidence that hypoxia alone induces CCL3 gene expression and its protein expression in the supernatant of cardiomyocytes (Figure 6). Taken together, we demonstrate reduced leukocyte infiltration five days after I/R in DKO mice, which was preceded by a reduced expression of the chemoattractant molecule CCL3. This approach is now described in detail in the result part:

"To identify CaMKII-dependent inflammatory pathways, we performed unbiased and systematic RNA analyses by Affymetrix chip arrays in cardiac samples at 1 day and 5 days after I/R injury versus sham-operated hearts. Gene Set Enrichment Analysis (GSEA) was then used to determine whether defined sets of genes exhibit a statistically significant bias in their distribution within a ranked gene list (Subramanian et al, 2005). Pathways belonging to specific cell functions were

obtained from public external databases (KEGG PATHWAY Database, <http://www.genome.jp/kegg/>) to perform pathway analyses. Doing so, we identified several inflammatory pathways to be attenuated in DKO as compared to FFFF (Suppl. Figure 9A). Intriguingly, the “Chemokine Signaling Pathway” was attenuated at both 1 and 5 days after I/R. Whereas several ligands to inflammatory cells were attenuated 1 and 5 day after I/R, the expression of intracellular components of inflammatory cells were mostly attenuated 5 days after I/R, confirming an attenuated infiltration of inflammatory cells at this time point (Suppl. Figure 9B). We then validated the top 5 attenuated genes of the “Chemokine Signaling Pathway” at the 1 and 5 day time point after I/R by RT-PCR (Suppl. Figure 9C) and we could confirm an attenuated gene expression of CCL3, CCR1, CXCR2, PPBP, HCK, FGR and CCL6. However, CXCL3 could not be detected by RT-PCR and VAV1 and CCL2 could not formally be validated, although a not statistically significant trend towards attenuated expression could be noted. Based on the observation that 5 days after I/R more intracellular components of inflammatory cells were enriched, we speculated that these changes are rather indirectly and secondarily mediated by CaMKII by non-cardiomyocyte autonomous effects. Vice versa, we envisioned that the chemoattractant ligands, which were already attenuated 1 day after I/R, might be induced by CaMKII in cardiomyocytes. Thus, we tested whether adenoviral expression of active CaMKII (CaMKII-T287D) was sufficient to induce mRNA expression of selected genes of the “Chemokine Signaling Pathway”. Strikingly, CaMKII induced only expression of members of the chemokine (C-C motif) ligand family (Figure 6C), in particular CCL2 (also known as monocyte chemoattractant protein 1, MCP1) and even more pronounced CCL3 (also known as macrophage inflammatory protein 1 alpha, MIP-1 alpha) but not CCR1, VAV1, HCK or FGR (Suppl. Figure 10), which according to the KEGG PATHWAY Database are all intracellular components of inflammatory cells, supporting our hypothesis that these genes are rather indirectly and secondarily regulated by CaMKII via non-cardiomyocyte autonomous effects. To rule out an artificial effect due to adenoviral infections of NRVMs we used another adenovirus with a high titer (10 MOI), in this case NFAT-GFP, as a control and found no effect on CCL2 and CCL3 expression. In these experiments, CaMKII expression was confirmed by RT-PCR (3 MOI led to a 18-fold increase in CaMKII expression and 10 MOI to a 114-fold increase).

To further support these data, we asked whether CaMKII is also required for CCL2 and CCL3 gene expression in isolated cardiomyocytes. Thus, we isolated adult mouse ventricular myocytes (AMVMs) from FFFF and DKO and applied hypoxia followed by 8 hours normoxia (Figure 6D). We found that CCL3 but not CCL2 was significantly up-regulated by hypoxia, which was clearly attenuated in DKO cardiomyocytes. Taken together, CaMKII is sufficient and required for cardiomyocyte autonomous CCL3 expression. To test whether an increased gene expression of CCL2 and CCL3 results in an increased secretion of the protein, we performed hypoxia experiments in NRVMs (Figure 6E + F) and found that an increase in CCL2 and CCL3 mRNA preceded an actual increase of CCL2 and CCL3 protein in the supernatant of NRVMs 24 hours after hypoxia, potentially explaining the late effects on infiltration of CD45+ cells.”

Response to Referee #2

Figure 1/2: It is unclear why the authors use a global ko mouse model when later on they are using a CM-specific model which should be the preferential model.

We appreciate the reviewer’s comments. In the first experiments, we investigated the role of CaMKII delta – the isoform with highest expression level in cardiomyocytes – in I/R injury, because we hypothesized that a CaMKII delta KO leads to smaller infarct sizes. We started with global KO mice because we hypothesized that the global deletion provides the highest chance to obtain significant differences in case CaMKII delta would regulate acute I/R injury. However, surprisingly we obtained negative data in the single KO models (for CaMKII delta and gamma, respectively). Thus, we aimed to investigate a double knock-out for both isoforms, delta and gamma, to rule out redundant effects in the single KO models. However, the combined global deletion of CaMKII delta/gamma resulted in postnatal lethality. These findings are unpublished and the reason of lethality is currently under investigation (first evidence suggests that the lethality bases on CaMKII deletion in neural crest cells). Thus, we needed to use a cardiomyocyte-specific model to investigate potential redundant roles of CaMKII delta and gamma. This is stated on page 8:

“Because the combined global deletion of CaMKII δ and γ resulted in early postnatal lethality, we generated double floxed CaMKII δ/γ mice (CaMKII $\gamma^{\text{loxP/loxP}}$; CaMKII $\delta^{\text{loxP/loxP}}$, here termed as FFFF) and crossed them with mice expressing Cre-recombinase under the control of the cardiomyocyte-specific α -MHC-promoter (Agah et al, 1997) to receive cardiomyocyte-specific CaMKII δ/γ double KO mice (DKO).”

The viral overexpression experiments for B/C forms are problematic. Although similar expression levels are achieved it is unclear what is happening on a cellular level, which determines the validation of their system compare to the in vivo situation.

We agree that it is important to show the re-expressed slicing variants are functional. Therefore, we performed additional Western Blot analyses to test whether the deltaB and deltaC splice variants affect Phospholamban phosphorylation at the typical CaMKII phosphosite Threonine 17. This site was found to be hypophosphorylated in KO mice. But indeed both AAV-mediated CaMKII deltaB and in CaMKII deltaC expression increased phospholamban Thr-17 phosphorylation. These results are now shown and quantified in Suppl Fig 5D. This result is also shown here:

How the deposited data were processed for this re-analysis (not part of the article)

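Left ventricular RNA of FFFF and DKO mice was measured after sham surgery, 1 day after I/R and 5 days after I/R, with 3 arrays in each of 6 groups. The deposited table holds log2 values that the authors made from Affymetrix mouse gene 2.0 ST arrays with RMA (version not stated), after quantile normalization of the raw intensities, with a custom chip definition file (version 18) that gives 1 feature per Entrez gene; no arrays were pooled. The table was checked: all arrays share one distribution, 17 arrays hold rounded values and 1 holds finer decimals. The base of the logarithm follows from RMA and from the range of the values, and no further transformation was made. Of the features, 23281 took their gene symbol from the platform table, 556 took it through the gene reference alone, and 642 have no symbol.

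Groups follow the sample labels. The comparisons are DKO against FFFF at sham, 1 day and 5 days, I/R against sham within each genotype at each day, the difference between the genotypes in that response, the change of the genotype difference from 1 to 5 days, and the mean genotype difference over both days. Each is a contrast of one linear model of the 6 groups, fitted in R 4.3.3 with limma 3.58.1 to all features and moderated by eBayes, with p-values adjusted after Benjamini and Hochberg over all features and a threshold of 0.05. Gene lists for cell types, pathways and chemokine classes were written from general knowledge before the data were examined. The 4 chemokine classes follow the paper's statements on these same arrays. The gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over all lists. The tests were repeated with an estimated correlation, with fry and with preranked GSEA (fgsea 1.28.0). Means of a list per array were compared with exact two-sided permutation tests, whose smallest p for 3 against 3 arrays is 0.1, and at 1 day within pairs of arrays by flipping signs, where it is 0.25; both arrays of a number were also left out at that day. The KEGG pathway sets of the paper were not at hand, so its pathway rankings were not recomputed.

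Genes were named by a rule written before the data were examined: the genes the paper names, the called genes with the largest change or, where too few passed, those with the smallest p, up to 4 members with the smallest p from each list, and genes whose response differed between the genotypes. Esr1 lies outside the rule and was chosen after its values were seen. The sex of each animal was read from Xist and Y-linked transcripts.

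The alternatives were a variance trend with and without robust moderation, array weights, gene-wise analysis of variance, fits of the compared groups alone, a filter that keeps features above the 40th percentile of an array in at least 3 arrays, a further quantile normalization, median centring, the replicate number as a block, the mean of the cardiomyocyte list as a covariate, other thresholds, and each array left out in turn; sex as a covariate, male arrays alone at 5 days and the replicate block with the 2 groups of 1 day fitted alone were added after the data were seen. The deviations of DKO and FFFF arrays of equal number from their group means correlated by 0.382, 0.529 and 0.360 at 1 day. Among the arrays of the other genotype at that day, each correlated best with its own number. The numbers were therefore taken to pair the arrays at that day. This comes from the values alone, since neither the labels nor the paper name shared animals, litters or days for the mice of the arrays. FFFF I/R 1 day replicate 2 and FFFF I/R 5 days replicate 1, which share no number, correlated by 0.571, so such values also arise without pairing. Over all groups, the median correlation was -0.0045 for the 45 same-numbered pairs of arrays and -0.0082 for other pairs. The pairing at 1 day was thus picked from the same values that it was then used on. The method was tested on simulated data at the size of the comparison of DKO and FFFF at 1 day: limma recovered 52% of 50 genes changed by 0.5 on the log2 scale, 82% of those changed by 1 and 100% of those changed by 2 or 4, and called 16 unchanged genes. The simulated noise was drawn independently, with the same SD of a gene in all groups. The real spread was unequal: 277 genes had an SD over 1 in DKO hearts at 1 day, against 16 in FFFF sham hearts. The simulated shares therefore do not say how many real changes would be found. No sample and no column of the table was left out. The result of 1 item that the paper names is not reported here.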

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

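Of the tests in this part, those on single arrays, on pairs, on cell shares and on Esr1 were chosen after the result was seen; the counts over other splits of the arrays were set before the data were examined.

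In sham hearts, for which the paper describes no array comparison of the genotypes, several signals differed between DKO and FFFF. A1cf was at 6.72 ± 0.23 (SD, n = 3) in DKO and 3.97 ± 0.084 (SD, n = 3) in FFFF, a difference of 2.75 (standard error 0.24, limma adjusted p = 3.5e-04, higher in 3 of 3 DKO arrays). Nppa, the gene of atrial natriuretic peptide, was 0.88 higher in DKO (standard error 0.12, limma adjusted p = 0.049, 3 of 3 arrays); its adjusted p was 0.20 without FFFF sham replicate 1 and 0.27, 0.23 and 0.12 without DKO sham replicate 1, 2 or 3 (differences 0.87, 0.86, 0.89 and 0.89), and the DKO sham values, 13.68 to 13.75, lie close to the top value of the arrays, 13.93, which limits the difference that can be seen. Extracellular matrix and myofibroblast genes were 0.71 higher in DKO (22 of 23 positive, 6 past the test adjusted over the list alone, camera adjusted p = 1.4e-10; adjusted p = 0.777 with an estimated correlation). Resting fibroblast markers were 0.63 higher (13 of 14 positive, 1 adjusted over the list alone, camera adjusted p = 4.2e-08; adjusted p = 0.723 with an estimated correlation).

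The response to I/R differed between the genotypes in a direct test for 1 gene at 1 day and for several lists. Esr1, the third pattern below, was at 11.83 or more in all DKO sham arrays, the baseline of these responses. It lay in the FFFF range in the array labelled DKO I/R 1 day replicate 1 and in DKO I/R 5 days replicates 1 and 2. The contrasts cannot separate I/R from this difference between DKO arrays. The response of A1cf at 1 day was -2.65 in DKO relative to FFFF (standard error 0.33, limma adjusted p = 0.038); the call held without DKO I/R 1 day replicate 1 and was lost when any other of the 12 arrays was left out, with adjusted p from 0.060 to 0.19 while the difference stayed between -2.52 and -2.73; it was also lost, at the same difference, with the replicate number as a block and with gene-wise analysis of variance, where 0 genes passed. Camera called 14 of 36 lists with a different response at 1 day (1 higher and 13 lower in DKO) and 17 at 5 days (4 higher and 13 lower), and 0 lists at either day with an estimated correlation or with fry; preranked GSEA called 15 at each day.

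The first pattern is that list means of leukocyte and chemokine transcripts were lower in DKO than in FFFF at 1 day. Of the chemokine lists, the CXC, CX3C and XC ligands alone passed at that day. In the array labelled DKO I/R 1 day replicate 1, Camk2d (9.71) and Camk2g (7.10) both lay in the FFFF range of the day. The other DKO arrays of the day had 7.90 and 8.31 for Camk2d and 5.99 and 6.21 for Camk2g. These values argue against a loss of both genes in this array, but its genotype was not checked otherwise. The test on lists cannot decide this, because leaving the array out moves the DKO mean away from FFFF. The 8 of 9 called lists that kept call and direction then test nothing. Whether DKO replicate 2, a sample with little injury response, is the 1 source cannot be told apart. Without it 1 of 9 lists kept its call (8 without replicate 3). Without both arrays numbered 2, taken as a pair from the values alone, 3 of 9 did. These were cell cycle genes (-0.57, the smallest p), neutrophil markers (-0.59) and Toll-like and NOD-like receptor genes (-0.25). But only 2 arrays against 2 remain, and pair 3 differed about as much as pair 2 in neutrophil markers (-1.28 and -1.34) and pan-leukocyte genes (-0.67 and -0.47). Over the 2870 genes that I/R changed in FFFF, the slopes of the DKO arrays on the FFFF response were 0.991, 0.345 and 0.839 for replicates 1, 2 and 3. A weaker response of DKO hearts as a biological effect stays open, since a smaller injury and an effect of genotype look the same here; the paper found no significant difference between DKO and FFFF mice in CD45-positive cells at 1 day, in infarct size or in troponin T.

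The second pattern is that leukocyte transcripts were lower in DKO than in FFFF at 5 days. A candidate source is FFFF I/R 5 days replicate 3, a sample with a strong leukocyte signal: without it 1 of 17 called lists kept call and direction, whereas without FFFF replicate 1, the lowest of its group in pan-leukocyte genes (7.81 against 9.10 and 10.51), 17 of 17 did, 23 were called and the pan-leukocyte difference was -1.08. A lower share of cardiomyocytes in the FFFF tissue, which would raise the markers of every other cell type there, cannot be told apart: the response of the resting fibroblast list to I/R at 5 days was -0.26 in DKO relative to FFFF (standard error 0.17 between arrays), within 2 standard errors of 0, and its level was already higher in DKO in sham hearts. FFFF replicate 3 is also the female array of its group, as DKO replicate 3 is in its own, so sex does not separate the genotypes. Whether the lower transcripts are an effect of genotype stays open in these arrays; the paper's flow cytometry, an independent measure, found fewer CD45-positive cells in DKO hearts at 5 days.

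The third pattern is the level of Esr1 (Entrez gene 13982, chromosome 10), the estrogen receptor α gene, whose mean was 11.87 in DKO sham arrays, while no FFFF array exceeded 5.64. It was above the FFFF range in 6 of 9 DKO arrays, at 9.72 or more, and within it in the array labelled DKO I/R 1 day replicate 1 and in DKO I/R 5 days replicates 1 and 2. Loss of CaMKII as the cause in male hearts is argued against by the 2 male DKO arrays, whose Camk2d value lies below each FFFF array of their day and whose Esr1 is at the FFFF level; in female hearts it stays open, since all 6 female DKO arrays with Camk2d below each FFFF array of their day had Esr1 above the FFFF range. A second transgene with Esr1 sequence in some of the mice is a candidate explanation for the 6 arrays, but the table holds no feature for a Cre transgene, and the paper gives α-MHC-Cre for its DKO mice and mentions Mer-Cre-Mer mice as an alternative approach reported by others, so that it cannot be told apart from other causes. The sham difference of 7.01 had a limma adjusted p of 0.357 (standard error 1.48) because the spread is pooled over groups that hold both levels, and 9.2e-07 with the compared groups fitted alone (standard error 0.0961). A1cf was highest where Esr1 was highest. It was at 6.56, 6.99 and 6.62 in DKO sham replicates 1, 2 and 3 (Esr1 11.91, 11.83 and 11.86). In DKO I/R 5 days replicate 3 it was at 5.11 (Esr1 11.4). In DKO I/R 1 day replicates 2 and 3, with Esr1 at 10.06 and 9.72, A1cf was at 4.21 and 3.95. The differences between DKO and FFFF in sham hearts therefore cannot be told apart from the source of the high Esr1.

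For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split and the highest other gave 2 and 1 genes and 6 and 3 lists for DKO against FFFF in sham hearts, 0 and 61 genes and 9 and 20 lists at 1 day, and 0 and 295 genes and 17 and 22 lists at 5 days; I/R against sham gave 2870 and 1 genes and 25 and 22 lists in FFFF at 1 day, 4475 and 0 genes and 24 and 23 lists at 5 days, and 1252 and 1 genes and 1487 and 1 genes in DKO at 1 and 5 days. Splits with a count as large, the real one included, numbered 1 for both sham counts and all 6 of I/R against sham, 10 and 7 for genes and lists at 1 day, and 10 and 6 at 5 days. Where the real count is 0, every split is as large by construction, so that such a count tests nothing. Of the 10 splits at 1 day, the 3 others that part all 3 pairs of equal number gave at most 2 genes and 14 lists, and the 6 that part fewer gave up to 61 and 20. Over 100 splits, chance is not excluded for the response of genes at 1 day (1 gene, highest other 3, as large in 31 splits) or for the lists over the mean of both days (21 lists, highest other 26, in 25); the counts of 0 genes for the response at 5 days, the change from 1 to 5 days and the mean over both days (highest other 7, 1647 and 1647) are of the kind that tests nothing (100 of 100 splits). The split with 295 genes sets FFFF I/R 5 days replicate 1 and DKO replicates 2 and 3 against the rest, and that with 61 genes sets FFFF I/R 1 day replicates 1 and 3 and DKO replicate 3 against the rest; these counts point to a structure of the samples other than genotype.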

How the results depend on the processing

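Sex as a covariate, male arrays alone at 5 days and the replicate block with the 2 groups of 1 day fitted alone were chosen after the data were seen; the other alternatives were fixed before the data were examined. The calls between DKO and FFFF after I/R depend on single arrays and on how correlation within lists is handled, and the counts of the FFFF response on the threshold and the fit; the cause of these changes was not tested, apart from fewer arrays or fewer genes by construction. A second quantile normalization and median centring move practically nothing, since all arrays share one distribution, so they say nothing about stability. Scaling to Gapdh was not run, because the deposited table holds no Gapdh feature. The replicate numbers were taken, from the values alone, to pair the DKO and FFFF arrays at 1 day. In the planned block fit no gene and no list of that day changed its call. That block is shared by all 6 groups, so it cannot take up a pairing at 1 day alone. In sham hearts and at 5 days the arrays share only a number (correlations -0.038, 0.091 and 0.0084, and -0.486, 0.111 and -0.167), and not every array correlates best with its own number. Beyond the values given here the block changed no count by over 1.5 times. Features near background could not be separated from absent ones, and 16091 features passed the filter on dim features.
With a variance trend and robust moderation, gene counts were 1 (sham DKO v FFFF), 1 (1 day DKO v FFFF), 1 (5 days DKO v FFFF), 1 (response at 5 days). With array weights, gene counts were 10 (sham DKO v FFFF), 1 (5 days DKO v FFFF), 4942 (FFFF 1 day v sham), 8066 (FFFF 5 days v sham), 2727 (DKO 1 day v sham), 4528 (DKO 5 days v sham), 1 (response at 5 days). With gene-wise analysis of variance, gene counts were 1 (sham DKO v FFFF), 1887 (FFFF 1 day v sham), 610 (DKO 1 day v sham), 747 (DKO 5 days v sham), 0 (response at 1 day). With the compared groups fitted alone, gene counts were 34 (sham DKO v FFFF), 1027 (FFFF 5 days v sham), 112 (DKO 1 day v sham), 3825 (DKO 5 days v sham); counts of called lists were 14 (sham DKO v FFFF); differences in the 1 day DKO v FFFF comparison were -0.31 for CXC, CX3C and XC chemokine ligands (no longer past the threshold); differences in the 1 day DKO v FFFF comparison were -0.19 for leukocyte signaling components (past the threshold). With dim features left out, gene counts were 1 (sham DKO v FFFF), 1 (5 days DKO v FFFF), 1 (response at 5 days); differences in the 1 day DKO v FFFF comparison were -0.40 for CC chemokine ligands (past the threshold); differences in the 1 day DKO v FFFF comparison were -0.30 for CXC, CX3C and XC chemokine ligands (no longer past the threshold); differences in the 5 days DKO v FFFF comparison were -0.20 for chemokine receptors (no longer past the threshold); differences in the 5 days DKO v FFFF comparison were -0.022 for B cell markers (opposite sign). With the replicate numbers as a block, gene counts were 1 (sham DKO v FFFF), 0 (response at 1 day); differences in the 5 days DKO v FFFF comparison were -0.15 for chemokine receptors (no longer past the threshold). With the cardiomyocyte list as a covariate, gene counts were 9 (sham DKO v FFFF). With sex as a covariate, gene counts were 1 (sham DKO v FFFF), 1 (5 days DKO v FFFF), 527 (DKO 5 days v sham), 1 (response at 5 days). With analysis of variance at an unadjusted p under 0.01, gene counts were 349 (sham DKO v FFFF), 335 (1 day DKO v FFFF), 128 (5 days DKO v FFFF), 2150 (DKO 1 day v sham), 2323 (DKO 5 days v sham), 260 (response at 1 day), 207 (response at 5 days), 244 (5 v 1 day change), 161 (mean of both days). At an adjusted p under 0.01, gene counts were 1 (sham DKO v FFFF), 599 (FFFF 1 day v sham), 1759 (FFFF 5 days v sham), 142 (DKO 1 day v sham), 175 (DKO 5 days v sham), 0 (response at 1 day). With limma at an unadjusted p under 0.01, gene counts were 355 (sham DKO v FFFF), 365 (1 day DKO v FFFF), 94 (5 days DKO v FFFF), 2573 (DKO 1 day v sham), 2764 (DKO 5 days v sham), 243 (response at 1 day), 202 (response at 5 days), 223 (5 v 1 day change), 163 (mean of both days). With a variance trend, gene counts were 1 (1 day DKO v FFFF), 1 (5 days DKO v FFFF), 1 (response at 5 days). With male arrays alone at 5 days, gene counts were 1 (5 days DKO v FFFF), 1963 (FFFF 5 days v sham), 2383 (DKO 5 days v sham), 2 (response at 5 days), 1 (5 v 1 day change), 1 (mean of both days); counts of called lists were 6 (5 days DKO v FFFF), 5 (mean of both days); differences in the 5 days DKO v FFFF comparison were 0.43 for Ccl2, 0.68 for Ccl3, 0.013 for Ccl6, 0.0024 for Ccr1, 0.41 for Ptprc, 0.067 for CC chemokine ligands, 0.064 for chemokine receptors, 0.029 for leukocyte signaling components, 0.13 for Toll-like, NOD-like receptor and inflammasome genes, 0.053 for inflammatory cytokines and NF-kappa B targets, 0.38 for pan-leukocyte genes, 0.021 for T and NK cell markers, -0.013 for B cell markers, 0.14 for osteoclast differentiation genes, -0.12 for oxidative phosphorylation genes, -0.14 for cardiomyocyte structural genes, 0.082 for cell cycle genes, 0.0019 for cell death genes, 0.18 for complement and phagocyte receptors, -0.0062 for mesothelial and epicardial genes, -0.11 for hypoxia and glycolysis genes (opposite sign); differences in the 5 v 1 day change comparison were 0.22 for leukocyte signaling components (opposite sign). With an estimated correlation, counts of called lists were 0 (sham DKO v FFFF), 0 (1 day DKO v FFFF), 0 (5 days DKO v FFFF), 0 (mean of both days), 1 (FFFF 1 day v sham), 0 (FFFF 5 days v sham); differences in the 1 day DKO v FFFF comparison were -0.31 for CXC, CX3C and XC chemokine ligands (no longer past the threshold); differences in the 5 days DKO v FFFF comparison were -0.27 for CC chemokine ligands, -0.15 for chemokine receptors, -0.34 for leukocyte signaling components (no longer past the threshold). With fry, counts of called lists were 0 (sham DKO v FFFF), 0 (1 day DKO v FFFF), 0 (5 days DKO v FFFF), 0 (mean of both days); differences in the 1 day DKO v FFFF comparison were -0.31 for CXC, CX3C and XC chemokine ligands (no longer past the threshold); differences in the 5 days DKO v FFFF comparison were -0.27 for CC chemokine ligands, -0.15 for chemokine receptors, -0.34 for leukocyte signaling components (no longer past the threshold). With preranked GSEA, counts of called lists were 13 (sham DKO v FFFF); differences in the 1 day DKO v FFFF comparison were -0.19 for leukocyte signaling components (past the threshold); differences in the 5 days DKO v FFFF comparison were -0.15 for chemokine receptors (no longer past the threshold). With the replicate block and the 2 groups of 1 day alone, differences in the 1 day DKO v FFFF comparison were -0.36 for CC chemokine ligands, -0.19 for leukocyte signaling components (past the threshold); differences in the 1 day DKO v FFFF comparison were -0.31 for CXC, CX3C and XC chemokine ligands (no longer past the threshold).
Leaving out each array in turn gave gene counts of 1 to 3 (sham DKO v FFFF), 0 to 15 (1 day DKO v FFFF), 0 to 3 (5 days DKO v FFFF), 617 to 3331 (FFFF 1 day v sham), 1942 to 6075 (FFFF 5 days v sham), 206 to 3349 (DKO 1 day v sham), 167 to 1623 (DKO 5 days v sham), 0 to 5 (response at 1 day), 0 to 5 (response at 5 days), 0 to 2 (5 v 1 day change), 0 to 7 (mean of both days), and counts of called lists of 2 to 7 (sham DKO v FFFF), 3 to 15 (1 day DKO v FFFF), 4 to 23 (5 days DKO v FFFF), 4 to 23 (mean of both days). The differences ranged, in the 1 day DKO v FFFF comparison, over -1.68 to 0.071 for Ccl2, -0.52 to -0.13 for CC chemokine ligands, -0.47 to -0.12 for CXC, CX3C and XC chemokine ligands, -0.34 to -0.040 for leukocyte signaling components, -0.46 to 0.14 for ribosome biogenesis genes, -0.62 to 0.026 for cell cycle genes. The differences ranged, in the 5 days DKO v FFFF comparison, over -1.19 to 0.17 for Ccl2, -1.33 to 0.78 for Ccl3, -1.29 to 0.0078 for Ccl6, -0.47 to 0.14 for Ppbp, -1.35 to 0.30 for Ptprc, -0.48 to 0.022 for CC chemokine ligands, -0.16 to -0.033 for CXC, CX3C and XC chemokine ligands, -0.35 to 0.056 for chemokine receptors, -0.68 to -0.0068 for leukocyte signaling components, -0.50 to 0.080 for Toll-like, NOD-like receptor and inflammasome genes, -0.31 to 0.025 for inflammatory cytokines and NF-kappa B targets, -1.08 to 0.27 for pan-leukocyte genes, -0.34 to 6.9e-04 for T and NK cell markers, -0.021 to 0.055 for B cell markers, -0.70 to 0.16 for interferon-stimulated genes, -0.67 to 0.084 for osteoclast differentiation genes, -0.020 to 0.49 for oxidative phosphorylation genes, -0.058 to 0.38 for cardiomyocyte structural genes, -0.43 to 0.015 for cell cycle genes, -0.83 to 0.13 for complement and phagocyte receptors, -0.027 to 0.30 for hypoxia and glycolysis genes. The differences ranged, in the 5 v 1 day change comparison, over -0.15 to 0.38 for CC chemokine ligands, -0.097 to 0.31 for chemokine receptors, -0.49 to 0.18 for leukocyte signaling components.
For single genes and lists named in the text, over the added alternatives, 165 kept direction and side of the threshold, 3 ended a call, 3 made a call and 18 had the opposite sign. Over the leave-one-out fits, 561 kept direction and side of the threshold, 69 ended a call, 8 made a call and 22 had the opposite sign. Over the alternatives fixed beforehand, 570 kept direction and side of the threshold, 73 ended a call, 9 made a call and 1 had the opposite sign. A result without a call in the main fit counts as kept when it stays uncalled with the same sign. For genes, the second quantile normalization is among the alternatives fixed beforehand. The counts of kept results are therefore no measure of stability.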

Differences from the paper's values

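The paper states no value for a measure computed here, so the differences concern its statements on pathways and genes. The paper describes the chemokine signaling pathway as attenuated in DKO at both days. All 4 chemokine lists were lower on average at both days, but at 1 day CC ligands, receptors and leukocyte signaling components did not pass (camera adjusted p = 0.087, 0.45 and 0.087). CC ligands passed with dim features left out (adjusted p = 0.039), and signaling components passed in preranked GSEA (adjusted p = 0.035) and with the compared groups fitted alone (adjusted p = 0.038). Without the array labelled DKO I/R 1 day replicate 1, CC ligands (-0.52, adjusted p = 0.012) and signaling components (-0.34, adjusted p = 0.0039) passed, as did signaling components without FFFF replicate 2 (-0.31, adjusted p = 0.0084). CC ligands (adjusted p = 0.042) and signaling components (adjusted p = 4.3e-04) also passed with the replicate number as a block and the 2 groups of 1 day fitted alone, a setting chosen after the values were seen, which drops 1 chemokine list called here, the CXC, CX3C and XC ligands at that day (adjusted p = 0.12).

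The paper places the attenuation of intracellular components mostly at 5 days. Their list passed at 5 days (-0.34; adjusted p = 0.641 with an estimated correlation, and -0.0068, not past the threshold, without FFFF I/R 5 days replicate 3), and the test of the change from 1 to 5 days gave -0.15 (camera adjusted p = 0.26); it passed without FFFF I/R 1 day replicate 1, FFFF I/R 5 days replicate 1 or DKO I/R 1 day replicate 2 (adjusted p = 0.020, 1.2e-07 and 0.013). The paper's top genes of the pathway at 1 day are all lower on average in DKO here, but 0 of 5 passed in limma at that day: 3 of 5 had an unadjusted p under 0.05 and 1 under 0.01. The paper chose these genes on the same arrays, so the counts are not independent of that choice. Vav1, Fgr, Ccl6 and Ccl2, which it gives for 5 days, were lower on average and did not pass either. The paper ranks osteoclast differentiation among the attenuated pathways at 1 day; the list written here had an adjusted p of 0.088, and 0.029 with the compared groups fitted alone, 0.0041 without the array labelled DKO I/R 1 day replicate 1, 0.019 without FFFF replicate 2, and, in the block setting chosen after the values were seen, 0.0047. It ranks B cell receptor signaling at 5 days; B cell markers, a different list, were at 0.0062 (adjusted p = 0.93), and -0.022 with dim features left out. The paper's sets came from KEGG and its thresholds for a pathway are not stated, so counts of pathways are not set side by side.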

Other observations

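Esr1 was chosen after its values were seen, as the preceding parts say; no test in this part was chosen after its result was seen. In sham hearts, DKO arrays showed higher values of matrix and stress genes than FFFF arrays. These DKO arrays all had high Esr1, whose source cannot be told apart from genotype here. Cilp, a matrix protein of fibroblasts, differed by 2.14 (standard error 0.50, limma adjusted p = 0.46), Postn by 1.65 (standard error 0.42, adjusted p = 0.52), Col3a1, a fibrillar collagen, by 1.32 (standard error 0.43, adjusted p = 0.67), and Pdgfra, a receptor of fibroblasts, by 0.83 (standard error 0.18, adjusted p = 0.36). None of these passed on its own. Cardiac stress and fetal genes as a list were 0.29 higher (10 of 16 positive, 1 past the test over all genes and 4 adjusted over the list alone, camera adjusted p = 0.0055; adjusted p = 0.841 with an estimated correlation), and 0.22 without DKO sham replicate 3 (adjusted p = 0.22). Among them, Acta1, the skeletal α-actin of the fetal heart, differed by 1.10 (standard error 0.25, adjusted p = 0.42) and Nppb by 1.03 (standard error 0.29, adjusted p = 0.52). Nppa reaches the top value of the arrays, 13.93, in every array at 5 days, so that differences after I/R cannot be read from it.

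Bcl2, an inhibitor of apoptosis, was at 8.77 ± 0.13 (SD, n = 3) in DKO sham and 7.85 ± 0.13 (SD, n = 3) in FFFF sham hearts (difference 0.93, standard error 0.14, limma adjusted p = 0.089). A1cf was at the FFFF level in all DKO arrays at 1 day (4.07 ± 0.13, SD, n = 3) and at 5.11 in DKO I/R 5 days replicate 3. In the sham comparison, limma called 1 gene without DKO sham replicate 1 or 2, and camera called 3 lists without FFFF sham replicate 2 or DKO sham replicate 1 and 2 lists without DKO sham replicate 3, in place of 6. The spread between arrays was unequal: 498 genes had an SD over 1 in FFFF hearts at 5 days and 277 in DKO hearts at 1 day, against 16 in FFFF sham hearts.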
